# M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity

**DOI:** 10.1038/s41467-021-24407-y

**Published:** 2021-07-07

**Authors:** Indira Bag, Shue Chen, Leah F. Rosin, Yang Chen, Chen-Yu Liu, Guo-Yun Yu, Elissa P. Lei

**Keywords:** Chromatin, Nuclear organization

## Abstract

Genome organization is driven by forces affecting transcriptional state, but the relationship between transcription and genome architecture remains unclear. Here, we identified the *Drosophila* transcription factor Motif 1 Binding Protein (M1BP) in physical association with the *gypsy* chromatin insulator core complex, including the universal insulator protein CP190. M1BP is required for enhancer-blocking and barrier activities of the *gypsy* insulator as well as its proper nuclear localization. Genome-wide, M1BP specifically colocalizes with CP190 at Motif 1-containing promoters, which are enriched at topologically associating domain (TAD) borders. M1BP facilitates CP190 chromatin binding at many shared sites and vice versa. Both factors promote Motif 1-dependent gene expression and transcription near TAD borders genome-wide. Finally, loss of M1BP reduces chromatin accessibility and increases both inter- and intra-TAD local genome compaction. Our results reveal physical and functional interaction between CP190 and M1BP to activate transcription at TAD borders and mediate chromatin insulator-dependent genome organization.

## Abstract (web summary)

Transcriptional state plays a role in genome organization, however factors that link these processes are not well known. Here, the authors show *Drosophila* transcription factor Motif 1-binding protein (M1BP) interacts with the insulator protein CP190 to promote insulator function and activate Motif 1-dependent transcription at topologically associating domain (TAD) borders.

## Introduction

In eukaryotic cells, the three-dimensional organization of the genome plays a critical role in achieving proper spatial and temporal patterns of gene expression during development. Chromatin insulators are DNA-protein complexes involved in the establishment, maintenance, and regulation of nuclear organization to modulate gene expression (reviewed in^1,2^). Insulators regulate interactions between cis-regulatory elements such as enhancers and promoters and demarcate silent and active chromatin regions to ensure their proper regulation. They can inhibit the interaction between an enhancer and a promoter when positioned between the two elements and can act as a barrier to stop repressive chromatin from spreading over active genes. Furthermore, chromatin insulators can promote intra- and inter-chromosomal looping to control topology of the genome. Certain insulator proteins are highly enriched at the self-interacting boundaries of topologically associating domains (TADs) throughout the genome. In mammals, only a single insulator protein, CCCTC-binding Factor (CTCF), has thus far been identified, and CTCF indeed is enriched at TAD borders and is required for TAD formation. In contrast, *Drosophila melanogaster* CTCF is not particularly enriched at TAD borders, and a recent study indicates that CTCF plays a limited role in TAD formation in flies^3^. In fact, *Drosophila* harbors a variety of insulator protein complexes, all of which contain the protein Centrosomal protein 190 (CP190). CP190 is highly enriched at TAD borders, suggesting a possible role in TAD formation. Another notable feature of genome organization that has been explored in detail in *Drosophila* is the key role of transcription and the presence of constitutively active genes at TAD borders^4–6^. General inhibition of transcription using chemical treatments or heat shock results in disruption of TADs and compartments, but the mechanistic details of how transcription contributes to genome organization are yet to be elucidated.

The *Drosophila gypsy* insulator, also known as the Suppressor of Hairy wing [Su(Hw)] insulator, was the first characterized CP190-containing insulator complex. The zinc-finger DNA-binding protein Su(Hw) provides binding specificity of the complex, and both CP190 and the Modifier of mdg4 [Mod(mdg4)] 67.2 kDa isoform [Mod(mdg4)67.2] contain an N-terminal Broad-Complex, Tramtrack, and Bric a brac (BTB) domain that can homodimerize or heterodimerize to facilitate insulator–insulator interactions and promote formation of long range insulator-mediated loops^7–10^. Initially, the *gypsy* insulator complex was characterized as binding the 5’-untranslated region of the *gypsy* retroelement. However, the core complex also binds thousands of endogenous sites throughout the genome and can function similarly at least at a subset of those sites^11–15^. Moreover, the three *gypsy* insulator core components do not colocalize absolutely at all binding sites throughout the genome, and each protein can interact with other insulator proteins^13,16–19^. In diploid interphase nuclei, *gypsy* insulator proteins coalesce into large foci termed insulator bodies. These structures can be induced by stress^20^, and insulator bodies have also been proposed to serve as storage depots for insulator proteins^21,22^. Nevertheless, there is a high correlation between proper insulator function and insulator body localization^7,10–16,23–27^. In summary, the *gypsy* insulator complex contributes to higher order nuclear organization on several levels.

CP190 also associates with a variety of additional DNA-binding proteins that likely impart specificity of the respective complex. The BED finger-containing proteins BEAF-32, Ibf1, and Ibf2 interact with CP190 and promote insulator function^17^. Three additional zinc-finger proteins Pita, ZIPIC, and CTCF also interact with CP190 and contribute to insulator activity^18,28^. Recently, the zinc-finger protein CLAMP was demonstrated to positively affect *gypsy* insulator activity and to colocalize particularly with CP190 at promoters throughout the genome^16^. In addition, previous work showed that CP190 preferentially binds Motif 1-containing promoters^29^, but the functional significance of this observation is currently unknown. The precise functions of CP190, its associated factors, as well as their relationship with transcription regulation have not yet been elucidated.

Motif 1 binding protein (M1BP) is a ubiquitously expressed transcriptional activator that is required for the expression of predominantly constitutive genes. A zinc-finger DNA-binding protein, M1BP, specifically binds to the core promoter element Motif 1 consensus sequence that is distinct from the canonical TATA box and mainly controls the expression of constitutively active genes that are transiently paused^30^. For example, M1BP interacts with the TATA-binding protein-related factor 2 (TRF2) to activate transcription of ribosomal protein genes in a Motif 1-dependent manner^31^. Finally, recent studies found that Motif 1 and M1BP are highly enriched at TAD boundaries along with CP190 and BEAF-32^32–35^. Depletion of M1BP led to increased inter-chromosomal Hi-C contacts; however, concomitant cell cycle disruption precluded interpretation of these results^33^. The possible role of M1BP-dependent transcriptional regulation in genome organization has not yet been interrogated in detail.

In this study, we identify M1BP as a physical interactor and positive regulator of the *gypsy* insulator complex. Depletion of M1BP decreases *gypsy*-dependent enhancer blocking and barrier activities and reduces the association of the core insulator complex with the *gypsy* insulator sequence. ChIP-seq analysis reveals extensive genome-wide overlap of M1BP particularly with promoter-bound CP190, and depletion of M1BP results in extensive loss of CP190 chromatin association genome-wide. Depletion of CP190 also disrupts M1BP binding at many of its binding sites. Nascent euRNA-seq (neuRNA-seq) analysis of M1BP- or CP190-depleted cells indicates that both factors co-regulate a similar set of genes genome-wide. In particular, loss of gene activation correlates with disrupted M1BP and CP190 binding, and these events are frequently observed at TAD borders. Depletion of M1BP disrupts *gypsy* insulator body localization within the nucleus and alters both inter- and intra-TAD local genome compaction. Finally, knockdown of M1BP decreases chromatin accessibility at its binding sites, including genes that it activates and regions in proximity of TAD borders. Taken together, our findings identify a mechanistic relationship between M1BP and CP190 to activate Motif 1-dependent transcription as well as to promote chromatin insulator activity and nuclear organization.

## Results

### M1BP interacts physically with core *gypsy* insulator proteins

In order to identify additional *gypsy* insulator interactors, we performed immunoaffinity purification of *Drosophila* embryonic nuclear extracts using antibodies specific for Su(Hw) or CP190 and analyzed the eluates using quantitative mass spectrometry. In addition to the third *gypsy* core component Mod(mdg4)67.2 and previously reported interactors such as Ibf1, Ibf2, BEAF-32, and CTCF, we identified M1BP in both purifications (Supplementary Tables 1 and 2). CP190 was also previously identified as a physical interactor by co-immunoprecipitation of M1BP by mass-spec analysis using *Drosophila* embryonic nuclear extract and subsequently confirmed by western blotting^36^. We verified that all three *gypsy* core components interact with M1BP by performing anti-Su(Hw), anti-CP190, and anti-Mod(mdg4)67.2 purifications and western blotting (Fig. 1a–c). Finally, we verified that Su(Hw), CP190, and Mod(mdg4)67.2 could be immunopurified by anti-M1BP but not normal serum (Fig. 1d). In contrast, an unrelated factor, Polycomb, was not co-immunoprecipitated with any of these antibodies. These results indicate that M1BP is associated physically either directly or indirectly with the core *gypsy* insulator proteins.

**Fig. 1:**
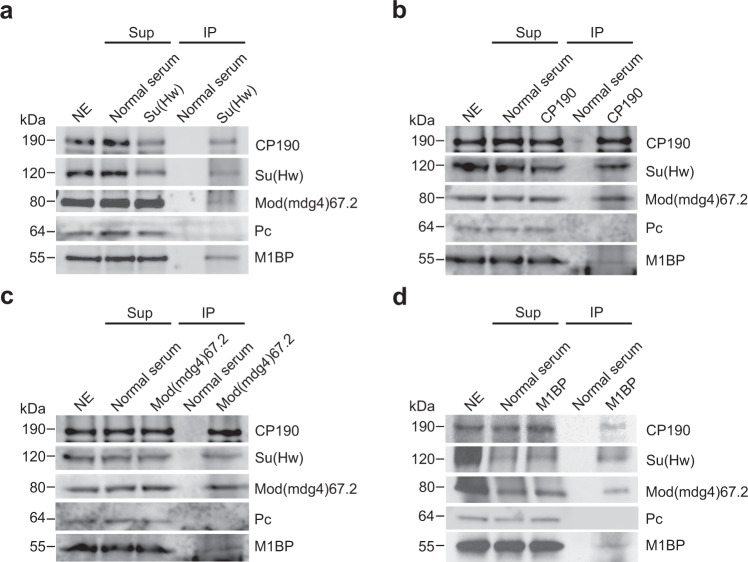
Co-immunoprecipitation of core *gypsy* components with M1BP. **a** Nuclear extracts (NE) from embryos aged 0–24 h were immunoprecipitated with either normal guinea pig serum or guinea pig anti-Su(Hw) antibody. Unbound supernatant (Sup) and bound (IP) fractions are shown. Polycomb (Pc) is shown as a negative control. In all, 10% of NE is loaded in the gel. We calculated that 5.2% of total CP190, 7.2% of Su(Hw), 1.9% of Mod(mdg4)67.2, and 5.3% of M1BP were immunoprecipitated with anti-Su(Hw) antibody. **b** Immunoprecipitation of M1BP with normal guinea pig serum or guinea pig anti-CP190 is shown. Overall, 12% of total CP190, 7.0% of Su(Hw), 8.2% of Mod(mdg4)67.2, and 3.8% of M1BP were immunoprecipitated with anti-CP190 antibody. **c** Immunoprecipitation of M1BP with normal rabbit serum or rabbit anti-Mod(mdg4)67.2 is shown. Overall, 11% of total CP190, 8.5% of Su(Hw), 10% of Mod(mdg4)67.2, and 3.0% of M1BP were immunoprecipitated with anti-Mod(mdg4)67.2 antibody. **d** Immunoprecipitation of M1BP with normal rabbit serum or rabbit anti-M1BP is shown. Overall, 3.8% of total CP190, 2.6% of Su(Hw), 1.4% of Mod(mdg4)67.2, and 3.7% of M1BP were immunoprecipitated with anti-M1BP antibody. Samples from the same experiment were run on different gels for proteins with similar molecular weights. All western blotting experiments were performed with at least two independent biological replicates for each antibody, and a single experiment is shown.

### M1BP promotes *gypsy* insulator function

Given their physical interaction, we sought to test whether M1BP may play a role in *gypsy* insulator function. To deplete M1BP levels in vivo, we utilized an *M1BP*^*RNAi*^ fly line expressing a hairpin under upstream activating sequence (UAS) control that generates siRNAs against *M1BP* when combined with a Gal4 driver. To validate the knockdown efficiency of this line, we performed western blot analysis of larval extracts from flies expressing this RNAi construct using the ubiquitously expressed *Act5C-Gal4* driver compared to a control line expressing driver alone (Fig. 2a). Importantly, depletion of M1BP does not have any effect on overall Su(Hw), CP190 or Mod(mdg4)67.2 protein levels. Using *Act5C-Gal4*, *M1BP*^*RNAi*^ resulted in 100% late larval lethality, and complete pupal lethality is observed using the muscle-specific *Mef2-Gal4* driver (Supplementary Table 3). With CNS-enriched *l(3)31-1-Gal4* or wing-expressed *Ser-Gal4*, *M1BP*^*RNAi*^ expression, flies remain completely viable.

**Fig. 2:**
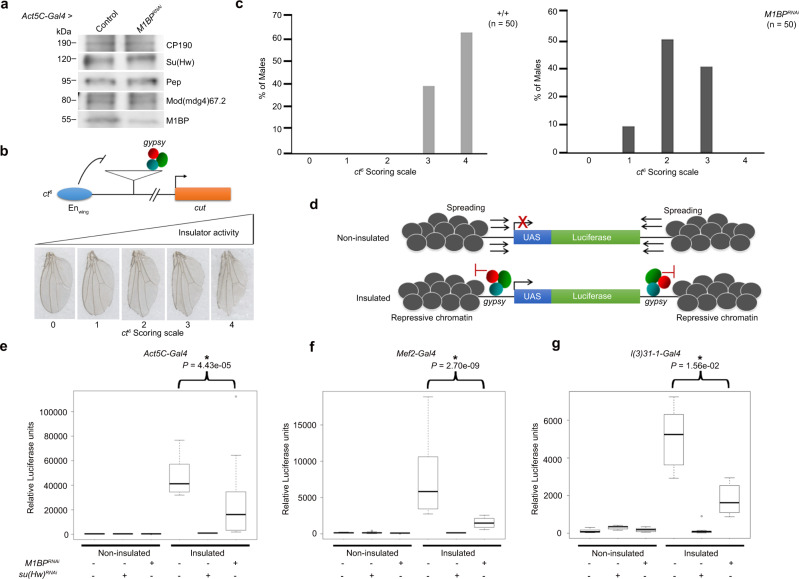
M1BP promotes *gypsy*-dependent enhancer-blocking and barrier activities. **a** Western blotting of male third instar larval extracts for M1BP, insulator proteins, and Pep loading control in control and *M1BP*^*RNAi*^ knockdown flies using *Act5C-Gal4* driver. Samples from the same experiment were run on different lanes of the same gel for proteins with similar molecular weights. Western blotting experiments were performed using two independent biological replicates with similar results. **b** M1BP promotes enhancer-blocking activity at *ct*^*6*^. Top: schematic diagram of reporter system. The *gypsy* retrotransposon is inserted in between the promoter of *cut* and wing margin (En_Wing_) enhancer. Bottom: insulator activity for *ct*^*6*^ was scored in male flies on a scale of 0–4. 0, no notching; 1, slight notching in anterior tip of wing; 2, mild notching throughout posterior wing; 3, extensive notching both in anterior and posterior wing; 4, severe notching throughout the anterior and posterior wing. **c** Graph represents quantification of *ct*^*6*^ wing phenotype of male wild-type (*+/+*) and *M1BP*^*RNAi*^ using *Ser-Gal4* driver. *n*, total number of flies scored. **d** Depletion of M1BP shows reduced *gypsy*-dependent barrier activity in all tissues tested. Schematic diagram of non-insulated *UAS-luciferase* system shows spreading of repressive chromatin can reduce luciferase expression, but presence of the *gypsy* insulator acts as a barrier and allows for luciferase activity. **e** Relative luciferase activity of insulated or non-insulated male larvae of control and *M1BP*^*RNAi*^ driven by *Act5C-Gal4* driver, **f** *Mef2-Gal4* driver, and **g** *l(3)31-1-Gal4* driver. Luciferase values of all genotypes are plotted as box and whisker plots using one-way ANOVA followed by Tukey HSD post hoc tests to calculate *P* values for pairwise comparisons. The box represents the 25–75th percentiles, and the median is indicated. The whiskers show the minimum and maximum values. For each genotype, *n* = 12 individual larvae. Bracket indicates *P* values of two-way comparisons (*P < 0.05) and all comparisons are shown in Supplementary Table 4.

In order to investigate whether M1BP affects *gypsy*-dependent enhancer-blocking activity, we examined the effect of M1BP depletion on the well-characterized allele *ct*^6^. This loss-of-function allele results from *gypsy* retrotransposon insertion between the promoter and distal wing margin enhancer of *cut* (Fig. 2b). The *gypsy* insulator blocks communication between the two elements, reducing *cut* expression and causing disruption of the wing margin visible in the adult fly^37^. We used a scoring scale from 0 to 4 with increasing severity of wing margin notching corresponding to higher insulator activity. We found that knockdown of *M1BP* driven by *Ser-Gal4* compared to driver alone restored wing margin tissue, consistent with a decrease in enhancer-blocking activity (Fig. 2c). We also determined that knockdown of *M1BP* does not result in changes in wing margin induced by the *gypsy*-independent *ct*^*n*^ loss-of-function allele, which is caused by insertion of the *roo* transposable element (Supplementary Fig. 1). These results indicate that M1BP is required for *gypsy*-dependent enhancer blocking activity.

We next investigated the effect of M1BP depletion on *gypsy*-dependent barrier activity in a variety of tissues. In this assay, we used a *UAS-luciferase* reporter that is either insulated by flanking Su(Hw)-binding sites or not insulated, with either reporter inserted into the same genomic site (Fig. 2d)^24^. We performed this quantitative luciferase-based assay using different tissue-specific Gal4 drivers to control both the luciferase reporter and *M1BP*^*RNAi*^. Ubiquitously expressed *Act5C-Gal4* promotes high luciferase expression in insulated compared to non-insulated control larvae (Fig. 2e and Supplementary Table 4). As a positive control, knockdown of *su(Hw)* resulted in dramatic decrease in luciferase expression only in the insulated line, suggesting loss of barrier function. Likewise, knockdown of *M1BP* driven by *Act5C-Gal4* resulted in statistically significant reduction in luciferase activity compared to the insulated control line. Furthermore, knockdown using either the muscle-specific *Mef2-Gal4* driver or the CNS-enriched *l(3)31-1-Gal4* driver also resulted in significant decreases in luciferase activity (Fig. 2f, g and Supplementary Table 4). We conclude that M1BP promotes *gypsy*-dependent barrier activity in all tissues tested.

### M1BP extensively colocalizes with CP190 genome-wide

In order to obtain high-resolution information about the genome-wide chromatin association of M1BP and its relationship with *gypsy* core components, we performed ChIP-seq analysis for M1BP, CP190, Su(Hw), and Mod(mdg4)67.2 in the embryonic Kc167 (Kc) hemocyte cell line. Using previously validated antibodies, we identified 3121 M1BP, 8022 CP190, 4638 Su(Hw), and 3536 Mod(mdg4)67.2 peaks. By western blot analysis, we validated efficient protein depletion of M1BP and no effect on insulator protein levels 5 days after *M1BP* double stranded RNA (dsRNA) transfection (Fig. 3a and Supplementary Fig. 2a). Similar to previous work^30^, we also verified that this level of M1BP depletion did not greatly alter cell viability or lead to accumulation of cells in M-phase (Supplementary Fig. 2b, d–e), in contrast to a previous study that used more dsRNA for a longer time period^33^. Our ChIP-seq analyses confirm that depletion of M1BP by RNAi dramatically reduced M1BP binding to chromatin throughout the genome, also confirming the specificity of the antibody (Fig. 3b). Interestingly, we found that 79% (2461) of total M1BP peaks overlap with CP190 genome-wide (31% of total CP190 peaks) (Fig. 3b, c). In contrast, we found very low overlap of M1BP with either Su(Hw) (5.2%) or Mod(mdg4)67.2 (7.0%) (Fig. 3c). Finally, M1BP also overlaps considerably with BEAF-32 (41%) but less substantially with CLAMP, ZIPIC, Pita, Ibf1, Ibf2, and CTCF (Supplementary Fig. 3).

**Fig. 3:**
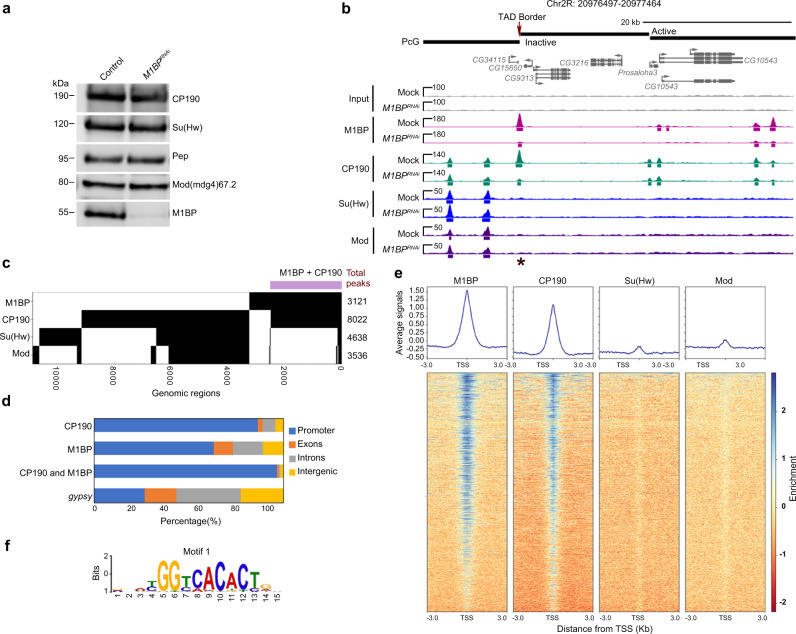
M1BP extensively colocalizes specifically with CP190 throughout the genome. **a** Western blotting of total lysates from Kc control and *M1BP* knockdown cells showing knockdown efficiency of *M1BP* and no effects on protein levels of insulator proteins, with Pep as loading control. Samples from the same experiment were run on different lanes of the same gel for proteins with similar molecular weights. Western blotting was performed for three independent biological replicates with similar results. **b** Screenshot example of ChIP-seq profiles showing in Kc cells M1BP co-localizing with CP190 but not Su(Hw) or Mod(mdg4)67.2. Asterisk indicates a particular peak of interest measured in Fig. 6c, site 7. **c** Binary heatmap of M1BP, CP190, Mod(mdg4)67.2, and Su(Hw) binding sites in control cells ordered by supervised hierarchical clustering. Each row represents a single independent genomic location, and a black mark in a column represents the presence of a particular factor: 2461 (79%, purple bar) peaks of 3121 total M1BP peaks overlap with CP190, 163 (5.2%) M1BP peaks overlap with Su(Hw) peaks, and 217 (7%) M1BP peaks overlap with Mod(mdg4)67.2. **d** Bar plot shows distribution of M1BP, CP190, and *gypsy* (Su(Hw)/Mod(mdg4)67.2/CP190 all present) binding sites with respect to genomic features. **e** Heatmaps of M1BP, CP190, Su(Hw), and Mod(mdg4)67.2 peaks in control cells sorted independently by decreasing average ChIP-seq signals normalized to inputs. Reads are centered on 6307 TSSs containing Motif 1 site. The horizontal axis corresponds to distance from TSS with Motif 1 site. **f** Motif 1 consensus sequence.

We further examined the distribution of M1BP, CP190, and shared M1BP-CP190 sites with respect to genomic features. Consistent with earlier reports, we verified that both M1BP and CP190 binding, but not Su(Hw) or Mod(mdg4)67.2 binding, are enriched at transcription start sites (TSS) (Fig. 3e). As expected, we verified that these promoters frequently harbor Motif 1 consensus sequence^30,38^ (Fig. 3f and Supplementary Data, 54% of M1BP, 35% of CP190, and 54% co-occupied promoter peaks). Therefore, our ChIP-seq results indicate that M1BP colocalizes primarily with CP190 throughout the genome, particularly at Motif 1-containing promoters.

### M1BP and CP190 regulate transcription of a similar gene set

Given that M1BP and CP190 colocalize extensively at promoters enriched for the presence of Motif 1, we compared how each factor affects transcription genome-wide. We performed neuRNA-seq after a 1 h pulse labeling of Kc cells to examine newly synthesized transcripts in mock transfected control cells versus knockdown of *M1BP*, *Cp190*, or *mod(mdg4)* treatment specific for the 67.2 KDa isoform. 

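Newly synthesized RNA was labeled with 0.2 mM 5-ethynyl uridine (EU), a uridine analog that can be captured after incorporation, for 1 h at 5 days after transfection of dsRNA into Kc cells, a *Drosophila* embryonic cell line. The transfections used 20 µg of dsRNA against *M1BP*, 12 µg against *Cp190* or 5 µg against the *mod(mdg4)* isoform, and mock cells received none. The authors deposited the number of reads counted on each gene, without normalization, for genes of the dm6 assembly. Of the 11 libraries, 9 were analysed here, which were mock replicates 1 to 4, *M1BP* knockdown replicates 2 and 3, *Cp190* knockdown replicate 1 and *mod(mdg4)* knockdown replicates 1 and 2. The count table has 2 columns under one label and none under the label of *M1BP* knockdown replicate 1, and both columns were left out. Total counts ranged from 24944604 to 29680851 in mock libraries, from 11312004 to 13181160 after *M1BP* knockdown and from 7462623 to 11808443 after *mod(mdg4)* knockdown, and were 9476448 in the library labelled *Cp190* knockdown. At these depths a gene with 3 counts has between 0.101 and 0.402 CPM (counts scaled to the size of the library), which covers counting error only. All other CPM values were also scaled by edgeR's TMM factors. Each knockdown with 2 libraries was compared with all 4 mock libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p-value below 0.05, on genes passing edgeR's expression filter. The library labelled *Cp190* knockdown has no replicate here, so its log2 ratios to the mock libraries carry no test.

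*M1BP* (FBgn0037621, chromosome 3R, 8729790 to 8731698) had 26.4 ± 7.10 CPM (SD, n = 2) after *M1BP* knockdown and 49.7 ± 5.57 CPM (SD, n = 4) in mock libraries, a log2 fold change of -0.86 (standard error 0.20, adjusted p = 0.0145 from edgeR's quasi-likelihood test). Both knockdown libraries were below every mock library. *M1BP* passed the threshold under 13 of 16 alternative analyses, with adjusted p-values from edgeR or DESeq2 up to 0.139. *Cp190* (FBgn0000283, chromosome 3R, 15270432 to 15275241) had 407 ± 56.5 CPM (SD, n = 4) in mock libraries and 4379 CPM in the library labelled *Cp190* knockdown. The targeted gene was therefore 10.8 times higher, not lower, in that library, against its label. *Cp190* had 396 ± 50.2 CPM (SD, n = 2) after *M1BP* knockdown and 396 ± 89.7 CPM (SD, n = 2) after *mod(mdg4)* knockdown. *mod(mdg4)* itself was not analysed here.

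**Figure D1:**
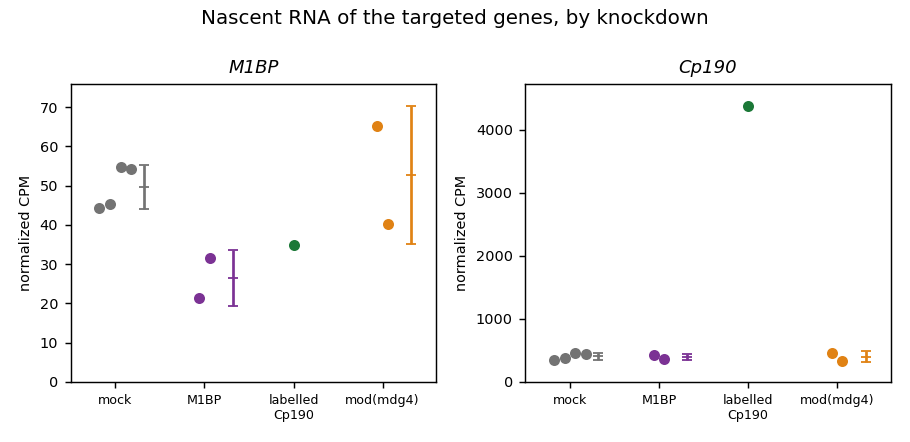
Normalized CPM (TMM-scaled, linear axes from 0) of *M1BP* and *Cp190* in each library, grouped by knockdown on the horizontal axis. Points are libraries, and horizontal marks with bars are the mean and SD of groups with more than 1 library. *M1BP* lies below every mock library in both *M1BP* knockdown libraries, and *Cp190* reaches 4379 CPM in the library labelled *Cp190* knockdown.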

We found that depletion of M1BP results in upregulation of nascent transcription of 1315 genes and downregulation of 607 genes (Fig. 4a). 

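In the count data, 1574 of 9511 tested genes were upregulated and 1097 were downregulated after *M1BP* knockdown (n = 2) relative to mock cells (n = 4). Upregulated genes had a median log2 fold change of 2.20 and downregulated genes a median of -0.83. At least a 2-fold change was seen for 1269 of the upregulated and 373 of the downregulated genes. Among all tested genes, both knockdown libraries lay above all 4 mock libraries for 22.8% and below them for 27.1%. Chance would place 6.67% of genes on a given side if all libraries were interchangeable, which they were not here. The mock libraries fell into pairs, replicates 1 and 2 (correlation of log2 CPM 0.997) and replicates 3 and 4 (0.996), against 0.982 to 0.989 across pairs. Against mock replicates 1 and 2 alone, 750 genes were upregulated and 505 downregulated. Against mock replicates 3 and 4 alone, 796 genes were upregulated, 547 of them shared with the first pair, and 553 were downregulated, 257 of them shared. With library size as the only scaling and all 4 mock libraries, 1399 genes were upregulated and 1430 downregulated. The excess of upregulated genes in the count of all called genes therefore depends on the scaling. The count of genes changed at least 2-fold was not repeated with other scalings.

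The labels give knockdown and mock libraries the same replicate numbers, but the deviations of same-numbered libraries from their group means had a correlation of -0.217 across genes. With the replicate number as a block, on replicates 2 and 3 only, 466 genes were upregulated and 100 downregulated, which moved the counts further than any other alternative. With the pairing crossed, 835 genes were upregulated and 560 downregulated.

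Among genes that moved the same way in the library labelled *Cp190* knockdown, where the *Cp190* gene itself goes against the label, the largest increase was at *AkhR* (FBgn0025595, chromosome 2L, 6711286 to 6716186). *AkhR* had between 0 and 3 counts in the mock libraries and 10999 and 6671 counts in the *M1BP* knockdown libraries, at least 6263-fold higher (adjusted p = 1.64e-07, edgeR's quasi-likelihood test). *Ste12DOR*, a member of a multicopy family whose reads the counting could have split, had a log2 fold change of 6.10 (standard error 0.66, adjusted p = 0.000467, edgeR) and *AdamTS-B* one of 4.77 (standard error 0.20, adjusted p = 7.96e-06, edgeR). The largest decreases were at *Lsp1beta* (log2 fold change -2.27, standard error 0.68, adjusted p = 0.0352, edgeR), *CG6330* (-2.22, standard error 0.15, adjusted p = 5.71e-05, edgeR) and *Pmm2* (-2.14, standard error 0.33, adjusted p = 0.00248, edgeR). *Lsp1beta* passed the threshold under 6 of 15 alternatives, and the other 5 genes under every alternative in which they were tested. *Lsp1beta* had 7.08 and 0.367 CPM in *M1BP* knockdown replicates 2 and 3, against 17.0 to 20.1 CPM in mock libraries. Its rank as the largest decrease depends on replicate 3.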

Importantly, we found that only 22% of promoters of upregulated genes (Fisher’s exact tests [FET], *P* = 1.6e–02, odds ratio = 0.8) but 46% of promoters of downregulated genes harbor M1BP chromatin binding based on ChIP-seq analysis in the control condition (FET, *P* < 2.2e–16, odds ratio = 2.8). These results are consistent with an earlier report that M1BP is mainly directly involved in transcriptional activation^30^. Likewise, CP190 binds promoters of only 40% of genes that are upregulated after M1BP knockdown (FET, *P* = 7.3e–02, odds ratio = 0.9), but CP190 binding is highly enriched at gene promoters that are downregulated (76%, FET, *P* < 2.2e–16, odds ratio = 4.4) resulting from M1BP depletion. Taken together, these results suggest that CP190 may cooperate with M1BP to activate transcription (Fig. 4b and Supplementary Fig. 4a).

**Fig. 4:**
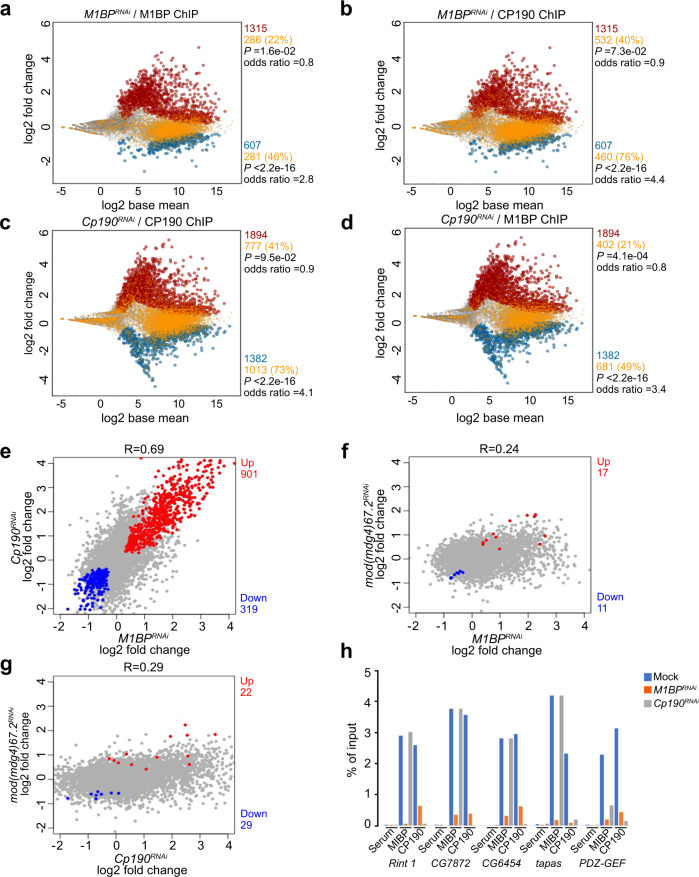
M1BP and CP190 transcriptionally regulate a common set of genes. **a**, **b** MA plots showing changes in neuRNA levels upon depletion of M1BP. Statistically significant changes include 1315 upregulated genes (red) and 607 downregulated genes (blue) using *P*_adj_ < 0.05. Unchanged genes are indicated in gray. Gene promoters containing M1BP peaks (**a**) or CP190 peaks (**b**) are additionally colored yellow. Two-sided Fisher’s exact test was used. **c**, **d** MA plots showing neuRNA-seq affected genes after depletion of CP190. Significantly upregulated genes (1894, red) and downregulated genes (1382, blue) are shown. Genes containing CP190 (**c**) or M1BP (**d**) at their promoters are shown in yellow. Fisher’s exact test (two-sided) was used. **e**–**g** Scatter plots comparing neuRNA-seq profiles of *M1BP* and *Cp190* knockdowns (**e**), *M1BP* and *mod(mdg4)* knockdowns (**f**), or *Cp190* and *mod(mdg4)* knockdowns (**g**). Pearson’s *R* corresponds to correlation coefficient between two profiles. Common upregulated genes are indicated in red, and common downregulated genes are indicated in blue. **h** Differentially decreased CP190 peaks in *M1BP*^*RNAi*^ associated with the promoter of downregulated genes affected in both *M1BP* and *Cp190* knockdowns are verified by ChIP-qPCR. Percent input DNA precipitated is shown for each primer set. Average values from *n* = 2 biological replicates measured using four technical replicates are shown. Detailed description of each site is summarized in Supplementary Table 5, and *C*_*t*_ values are listed in Source Data 7.

Intriguingly, we found that depletion of CP190 results in similar changes in nascent transcript levels compared to depletion of M1BP. 

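The library labelled *Cp190* knockdown was compared with the 4 mock libraries without a replicate check, and the *Cp190* gene is higher in it, against its label. Of 10180 genes compared, 3945 (38.8%) lay above all 4 mock libraries and 4642 (45.6%) below them. Chance would give 20% on a given side if all libraries were interchangeable. The mock libraries fell into pairs and were deeper, so these shares are no measure of how many genes changed. Of the genes outside the mock range, 2523 were at least 2-fold higher and 2161 at least 2-fold lower than the mock libraries. Of the genes upregulated after *M1BP* knockdown, 1389 were compared, and 1180 of them (85.0%) lay above all mock libraries while 132 lay below. All 1097 genes downregulated after *M1BP* knockdown were compared, and 911 of them (83.0%) lay below all mock libraries while 79 lay above. The median log2 ratio in this library was 1.98 for the upregulated genes and -0.79 for the downregulated genes. Among 10000 random gene lists of the same size matched on mean expression, medians ranged from -0.11 to 0.23 for the first list and from -0.33 to -0.14 for the second, so that both observed medians fell outside the range of the random lists.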

After *Cp190* knockdown, 1894 genes are upregulated, and 1382 genes are downregulated (Fig. 4c). 

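Across 9295 genes tested in the *M1BP* comparison and present in the library labelled *Cp190* knockdown, the Pearson correlation of log2 fold changes was 0.394, and Spearman's was 0.475. Genes are not independent replicates, so no p-value is given. With 1 *M1BP* knockdown library at a time the correlation was 0.384 and 0.420. When the comparisons used disjoint mock libraries, the mean over 6 assignments was 0.410, with a range from 0.364 to 0.433. Restriction to genes with at least 10 counts in every library moved it most, to 0.741. It fell to 0.342 with DESeq2, which was run without the expression filter, and to 0.262 with edgeR without that filter. With all libraries in one model, which tested more genes (10868 against 9511 for *M1BP* knockdown), it fell to 0.199.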

Overall, the extent of nascent transcription changes is correlated with that of *M1BP* knockdown (*R* = 0.69), with 901 upregulated and 319 downregulated genes in common (Fig. 4e). In contrast, knockdown of *mod(mdg4)* resulted in little overlap of nascent transcription changes compared to *M1BP* knockdown (*R* = 0.24, Fig. 4f) or to *Cp190* knockdown (*R* = 0.29, Fig. 4g). 

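After *mod(mdg4)* knockdown (n = 2), 29 of 9066 tested genes were upregulated and 37 downregulated relative to mock cells (n = 4), by edgeR's quasi-likelihood test. Among all tested genes, both *mod(mdg4)* knockdown libraries lay above all 4 mock libraries for 13.0% and below them for 17.9%. The chance share is the one given for *M1BP* knockdown, and it again assumes interchangeable libraries. With library size as the only scaling the split was 51 upregulated and 28 downregulated. DESeq2's test moved the counts most, to 325 upregulated and 493 downregulated genes. Without any 1 of the mock libraries, 0 genes were upregulated (604 to 690 at an unadjusted p below 0.05) and 0 to 2 downregulated. For same-numbered *mod(mdg4)* knockdown and mock libraries, the deviations from the group means had a correlation of -0.0999 across genes, and with the replicate number as a block 61 genes were upregulated and 80 downregulated. Of the 8978 genes tested for both knockdowns, 10 were upregulated and 3 downregulated in both, while 8 were upregulated after *M1BP* knockdown and downregulated after *mod(mdg4)* knockdown, and 5 the opposite. The 3 genes downregulated in both were *SoxN*, *CG45061* and *bowl*, of which *SoxN* and *bowl* were chosen for mention after their values were seen. Log2 fold changes of *M1BP* and *mod(mdg4)* knockdown had a Pearson correlation of 0.0460 across these genes. When the comparisons used disjoint mock libraries, the mean over 6 assignments was 0.00411, with a range from -0.0536 to 0.0455. With 1 library of each knockdown at a time the correlation ranged from 0.0357 to 0.195. Without *mod(mdg4)* knockdown replicate 1 or 2 it was -0.0195 or -0.116. Without any 1 of the mock or *M1BP* knockdown libraries it was from 0.0540 to 0.108. With all libraries in one model it was -0.102. With the replicate block in both comparisons it was -0.0219. For the library labelled *Cp190* knockdown, in which *Cp190* goes against the label, and *mod(mdg4)* knockdown, the correlation was 0.102 across 9021 genes. With disjoint mock libraries its mean over 6 assignments was 0.0589, with a range from 0.0268 to 0.0838. Genes upregulated after *M1BP* knockdown had a median log2 fold change of 0.030 after *mod(mdg4)* knockdown, at percentile 93.7 of 10000 expression-matched random lists, and downregulated genes had a median of -0.017, at percentile 7.1.

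The largest increase after *mod(mdg4)* knockdown by the same rule was at the 7SL RNA gene *7SLRNA:CR42652*, with a log2 fold change of 4.43 (adjusted p = 0.0252, edgeR). It passed the threshold under 8 of 15 alternatives, with adjusted p-values from edgeR or DESeq2 up to 0.253. Its reads could have been split with a near-identical copy. The other 7SL RNA gene, *7SLRNA:CR32864*, had a log2 fold change of 1.59 after *mod(mdg4)* knockdown and did not pass the threshold. The largest decrease was at *CG45061* (FBgn0266431), with a log2 fold change of -3.08 (adjusted p = 0.00927, edgeR), past the threshold under 10 of 15 alternatives. The paper states that depletion of CP190 and depletion of M1BP change nascent transcript levels in a similar way, and sets *mod(mdg4)* knockdown beside them as a contrast.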

Importantly, CP190 binding at the promoter in the control condition is also enriched at downregulated genes (73%, FET, *P* < 2.2e–16, odds ratio = 4.1) but not upregulated genes (41%, FET, *P* = 9.5e–02, odds ratio = 0.9) after CP190 depletion (Fig. 4c). M1BP is also associated with promoters of downregulated genes (49%, FET, *P* < 2.2e–16, odds ratio = 3.4) but not upregulated genes (21%, FET, *P* = 4.1e–04, odds ratio = 0.8) after *Cp190* knockdown (Fig. 4d). Finally, we verified that both M1BP plus CP190 binding together are also similarly statistically enriched predominantly at downregulated genes in either *M1BP* (43%, FET, *P* < 2.2e–16, odds ratio = 2.9) or *Cp190* knockdown condition (44%, FET, *P* < 2.2e–16, odds ratio = 3.3) (Supplementary Fig. 4), suggesting a direct and specific relationship between CP190 and M1BP in transcriptional activation in particular. Although M1BP and CP190 appear to negatively regulate a similar set of genes, neither M1BP nor CP190 binding is enriched at the promoters of upregulated genes; therefore, these effects are likely to be indirect. Finally, we verified the association of M1BP and CP190 at promoters of several common downregulated genes dependent on M1BP and CP190 using directed ChIP-qPCR (Fig. 4h).

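All 5 genes were lower in both *M1BP* knockdown libraries (n = 2) than in every mock library (n = 4). *tapas* (FBgn0027529, chromosome 2R, 20319180 to 20325973) had 113 ± 0.443 CPM after *M1BP* knockdown and 180.3 ± 9.81 CPM in mock cells (SD), a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.00691, edgeR's quasi-likelihood test). *PDZ-GEF* (FBgn0265778, chromosome 2L, 6323767 to 6332789) fell from 222 ± 8.00 to 145 ± 14.0 CPM (SD), a log2 fold change of -0.57 (standard error 0.12, adjusted p = 0.0103, edgeR). The log2 fold change was -0.80 for *CG7872* (FBgn0030658, standard error 0.19, adjusted p = 0.0148, edgeR) and -0.50 for *CG6454* (FBgn0039187, standard error 0.13, adjusted p = 0.0229, edgeR). Of 16 alternatives, *tapas* passed the threshold under 14, *PDZ-GEF* under 13, *CG7872* under 12 and *CG6454* under 9. *Rint1* (FBgn0035762) had a log2 fold change of -0.76 (standard error 0.26, adjusted p = 0.0573, edgeR), past the threshold under 3 of 16 alternatives. In the library labelled *Cp190* knockdown, in which the *Cp190* gene is higher, the log2 ratio to mock was -0.71 for *tapas*, -1.32 for *PDZ-GEF*, -1.04 for *CG7872*, -0.90 for *CG6454* and -1.14 for *Rint1*, without a replicate check. None of the 5 genes passed the threshold after *mod(mdg4)* knockdown, where their log2 fold changes ranged from -0.34 to 0.026.

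**Figure D2:**
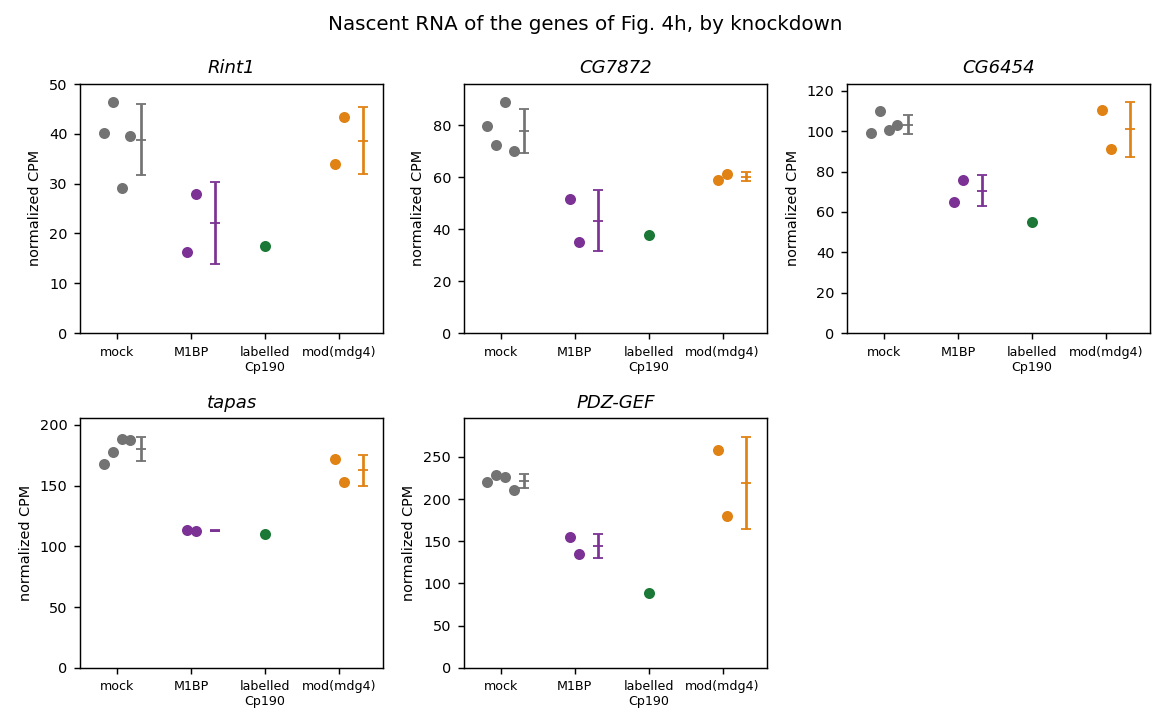
Normalized CPM (linear axes from 0) of *Rint1*, *CG7872*, *CG6454*, *tapas* and *PDZ-GEF* in each library, grouped by knockdown. Points are libraries, and horizontal marks with bars are the mean and SD of groups with more than 1 library. Each gene is lower in both *M1BP* knockdown libraries and in the library labelled *Cp190* knockdown than in the 4 mock libraries.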

### M1BP and CP190 facilitate Motif 1-dependent gene expression

To investigate whether CP190 is important for expression of genes dependent on Motif 1, we performed plasmid-based luciferase reporter assays in transfected Kc cells. We monitored luciferase expression driven by Motif 1-containing *RpLP1* or *RpL30* promoters relative to *Renilla*, driven by the Motif 1-independent *RpIII128* promoter, and expressed on a co-transfected control plasmid (Fig. 5a, b). Cells were mock transfected or knocked down for *M1BP*, *Cp190*, or *mod(mdg4)*. Both M1BP and CP190 depletion decreased Motif 1-dependent *RpLP1* and *RpL30*-driven luciferase expression, while *mod(mdg4)67.2* knockdown had no effect (Fig. 5c and Supplementary Fig. 5). Importantly, *Cp190* knockdown did not affect luciferase expression from constructs driven by *RpLP1* or *RpL30* promoters that harbor point mutations in Motif 1 that abolish M1BP binding^30,31^. These results suggest that CP190 is important for Motif 1-dependent expression and raise the possibility that CP190 may also affect M1BP association with Motif 1-containing promoters.

**Fig. 5:**
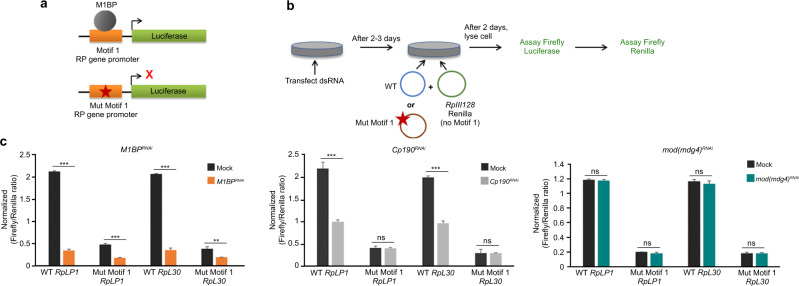
M1BP and CP190 both activate Motif 1-containing gene promoters. **a** Schematic diagram of plasmids containing wild-type and Motif 1 mutants of ribosomal protein (RP) gene promoter driving luciferase reporters. **b** Schematic diagram showing RP gene luciferase reporter assay. *RpIII128* promoter lacks Motif 1 and serves as a transfection control. **c** Firefly/Renilla luciferase ratio of relative light unit measurements. Experiments are performed in indicated knockdown conditions. Data represented as mean ± SD from *n* = 3 biological replicates, and *P* values were analyzed by two-tailed unpaired *t*-test. WT *RpLP1* Mock vs *M1BP*^*RNAi*^; Mut Motif 1 *RpLP1* Mock vs *M1BP*^*RNAi*^; WT *RpLP30*: Mock vs *M1BP*^*RNAi*^; WT *RpLP1* Mock vs *Cp190*^*RNAi*^; and WT *RpLP30* Mock vs *Cp190*^*RNAi*^ all *P* = 0.0001, Mut Motif 1 *RpLP30* Mock vs *M1BP*^*RNAi*^ *P* = 0.0017, Mut Motif 1 *RpLP1* Mock vs *Cp190*^*RNAi*^ *P* = 0.73, Mut Motif 1 *RpLP30* Mock vs *Cp190*^*RNAi*^ *P* = 0.89, WT *RpLP1* Mock vs *mod(mdg4)*^*RNAi*^ *P* = 0.49, Mut Motif 1 *RpLP1* Mock vs *mod(mdg4)*^*RNAi*^ *P* = 0.16, WT *RpLP30* Mock vs *mod(mdg4)*^*RNAi*^ *P* = 0.28, Mut Motif 1 *RpLP30* Mock vs *mod(mdg4)*^*RNAi*^ *P* = 0.98.

### CP190 contributes to M1BP chromatin association

In order to test whether CP190 does indeed play a role in recruitment of M1BP to chromatin, we performed ChIP-seq of M1BP after depletion of CP190 in Kc cells. Western blot analysis illustrated that knockdown of *Cp190* successfully reduced CP190 levels but did not have any effect on M1BP protein levels (Fig. 6a). In addition, we observed no major effect on cell proliferation or indication of mitotic arrest (Supplementary Fig. 2c–e). Using ChIP-seq, we verified substantial reduction of CP190 chromatin association (Fig. 6b). In order to identify statistically significant signal loss of called peaks by ChIP-seq, we applied the DiffBind algorithm^39^ at *P* value <0.05 and identified 806 M1BP sites (22% of total) with significantly decreased M1BP binding after CP190 depletion. This corresponds to loss of M1BP binding at 18% of co-occupied sites. The majority (81%) of reduced M1BP peaks colocalize with CP190 binding in the control condition, suggesting that many effects are direct and that M1BP binding at these sites is facilitated by CP190. We validated six CP190-dependent M1BP sites by directed ChIP-qPCR (Fig. 6c, sites 1–5) and another six sites that are bound by both M1BP and CP190 at which M1BP remains unaffected after CP190 depletion (Fig. 6c, sites 6–11, and Supplementary Fig. 4d). These data suggest that CP190 affects recruitment of M1BP to a subset of its binding sites within the genome.

**Fig. 6:**
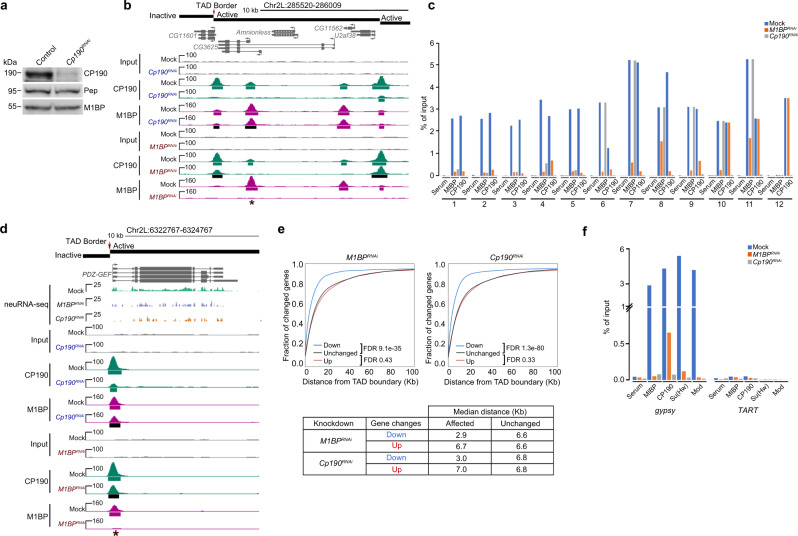
M1BP association with chromatin is facilitated by CP190 at a subset of sites. **a** Western blotting of total lysates from Kc control and *Cp190* knockdown cells with Pep used as loading control. This experiment was performed for three independent biological replicates with similar results. **b** Example screenshot of ChIP-seq profiles for lost CP190 peak in *M1BP*^*RNAi*^ and lost M1BP peak in *Cp190*^*RNAi*^ are shown. Asterisk indicates the particular interdependent peak measured in (**c**), site 1. Called ChIP-seq peaks in either knockdown condition shown in black are significantly decreased in the knockdown of the opposite factor. **c** Differentially bound M1BP and CP190 ChIP-seq peaks in *M1BP* knockdown and *Cp190* knockdown validated by ChIP-qPCR. Validation of selected differentially decreased peaks of M1BP and CP190 (sites 1–5) and negative control sites (sites 10 and 11). Validation of decreased peaks of CP190 (sites 6–9) and negative control site 12. Percentage input chromatin DNA precipitated is shown for each primer set, and average values from *n* = 2 biological replicates measured using four technical replicates are plotted. Detailed description of each site labeled is summarized in Supplementary Table 5 and *C*_*t*_ values are available in Source Data 7. **d** Example screenshot showing promoter association of M1BP and CP190 is interdependent for downregulated genes in either knockdown of *M1BP* or *Cp190*. In most cases, both proteins localize at TAD borders. For simplicity, only replicate 1 of mock, *M1BP*^*RNAi*^, and *Cp190*^*RNAi*^ is shown for neuRNA-seq tracks. **e** Cumulative histograms of promoter distance from closest TAD border classified by change in nascent expression in *M1BP* (left) or *Cp190* (right) knockdown cells. Downregulated (blue), upregulated (red), or unchanged (black) genes are indicated. Table indicates the median distance from closest TAD border for down- and upregulated genes compared to unchanged genes in either knockdown condition. Mann–Whitney *U* test for each set of changed genes against unchanged genes are shown. Analysis of TADs classified by chromatin state is shown in Supplementary Fig. 6. **f** Percentage of precipitated input chromatin DNA from ChIP-qPCR of M1BP, Su(Hw), Mod(mdg4)67.2, and CP190 at Su(Hw)-binding sites of *gypsy* or *TART* transposon sites as a negative control in Kc cells either mock-treated or subjected to *M1BP*^*RNAi*^ or *Cp190*^*RNAi*^. Average of *n* = 2 biological replicates measured using four technical replicates are plotted. *C*_*t*_ values are provided in Source Data 7.

We next examined the genome-wide relationship between both gene expression and M1BP chromatin association that is dependent on CP190. We found that CP190-dependent M1BP binding sites are enriched at genes that require CP190 for full expression (Fig. 6d, 9% of genes, FET, *P* = 1.7e–10, odds ratio = 2.0) but not for genes that are upregulated when CP190 is depleted (5% of genes, FET, *P* = 7.0e–01, odds ratio = 0.9). Taken together, CP190-dependent reduction of M1BP at these sites may culminate in a reduction of gene expression.

### CP190 binding at some sites is dependent on M1BP

We next tested the opposite scenario: the non-exclusive possibility that M1BP affects CP190 recruitment throughout the genome. We thus performed ChIP-seq analysis of M1BP or CP190 in mock-treated versus M1BP-depleted Kc cells. Using the DiffBind algorithm, we identified 2018 CP190 peaks (25% of total) that were reduced after M1BP depletion (Fig. 3b), and 34% of co-occupied sites show a decrease of CP190 binding. Again, we found that decreased CP190 peaks overlapped with M1BP binding in the control condition in a large proportion of cases (42%, FET, *P* < 2.2e–16, odds ratio = 2.0), suggesting that direct effects are observed. We validated a decrease of both CP190 and M1BP binding at co-occupied sites (sites 1–5) in M1BP knockdown using directed ChIP-qPCR (Fig. 6c and Supplementary Table 5). We also verified one CP190 binding site lacking M1BP that remained unchanged after M1BP depletion (Fig. 6c, site 12, Supplementary Fig. 4c, and Supplementary Table 5).

We then compared the genome-wide relationship between M1BP-dependent CP190 chromatin association and M1BP-dependent changes in nascent transcription. M1BP-dependent CP190 binding sites are enriched at promoters of genes that require M1BP for full expression (19% of genes, FET, *P* = 4.3e–09, odds ratio = 1.9) but not genes that are upregulated in *M1BP* knockdown (10% of genes, FET, *P* = 4.6e–01, odds ratio = 0.9). These results suggest that M1BP directly facilitates CP190 recruitment throughout the genome, and loss of these factors may manifest in reduced gene expression.

### Effects of M1BP depletion occur near TAD borders

Because both M1BP and CP190 are enriched at promoters of genes located near TAD borders throughout the genome, we wanted to verify whether M1BP and CP190 activate transcription in proximity of TAD borders. We examined the distance from the promoter to the nearest TAD border for either upregulated or downregulated genes in either *M1BP* or *Cp190* knockdown cells and found that genes that require M1BP (false discovery rate [FDR] 9.1e–35) or CP190 (FDR 1.3e–80) for full activation are positioned significantly closer to Kc TAD borders compared to unchanged genes (Fig. 6e). In contrast, genes that are upregulated after *M1BP* (FDR 0.43) or *Cp190* (FDR 0.33) knockdown are located a similar distance from TAD borders compared to unaffected genes. Similar trends are observed for genes located in all four classes of TADs (active, inactive, PcG, and HP1, Supplementary Fig. 6) as previously defined^33^. Overall our observations suggest that M1BP and CP190 promote transcription near TAD borders genome-wide independently of TAD chromatin state.

### M1BP and CP190 promote *gypsy* complex recruitment

Since M1BP rarely overlaps with Su(Hw) and Mod(mdg4)67.2 across the genome, we wanted to determine the mechanism by which M1BP promotes *gypsy* insulator activity in the context of the retrotransposon. To this end, we examined whether M1BP is also responsible for CP190 recruitment to *gypsy* retrotransposon sites. Interestingly, we did detect substantial M1BP chromatin association along with the three core insulator components at the 12 Su(Hw)-binding sites of the *gypsy* retrotransposon in Kc cells (Fig. 6f). No binding of M1BP or core insulator proteins is observed at *TART*, another element found at multiple locations throughout the genome. After depletion of either M1BP or CP190, chromatin association of all four factors is dramatically reduced at the *gypsy* insulator binding site. These results are consistent with a direct effect of M1BP on *gypsy* chromatin insulator activity and on the recruitment of the core insulator components.

### Depletion of M1BP alters formation of insulator bodies

Since M1BP promotes core complex recruitment to *gypsy* insulator sites as well as enhancer blocking and barrier activities, we examined the effect of M1BP on the nuclear localization of *gypsy* insulator bodies, of which proper formation correlates with insulator activities. We performed whole-mount immunostaining of dissected brains and imaginal discs of third instar larvae using antibodies against CP190 to detect insulator body localization. In the control line, approximately one insulator body per focal plane was observed in brain optic lobe, eye, leg, and wing discs (Fig. 7a). In contrast, multiple smaller insulator bodies were observed in *M1BP*^*RNAi*^ driven by *Act5C-Gal4*, and the differences in number and size of insulator bodies are statistically significant (Fig. 7b, c). Moreover, the combined size of total insulator bodies per nucleus increased significantly in M1BP-depleted compared to control cells (Fig. 7d). These results indicate that M1BP ubiquitously affects localization of insulator bodies.

**Fig. 7:**
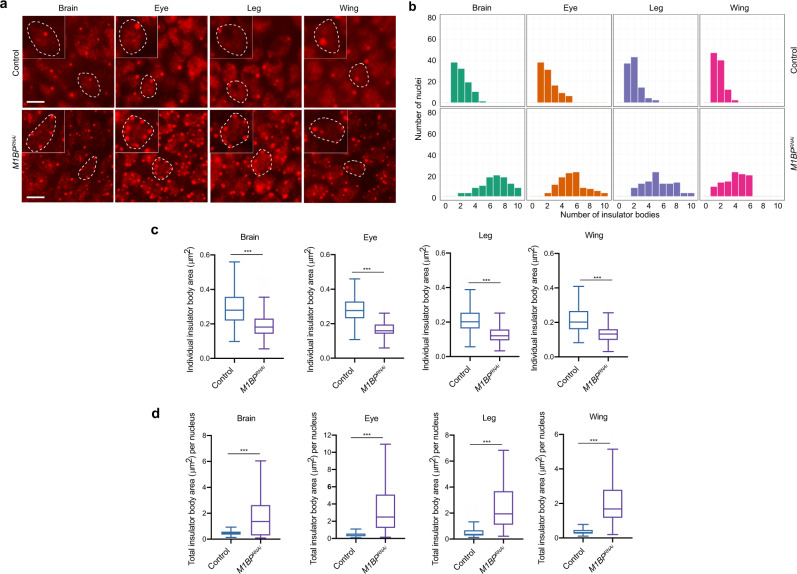
Knockdown of *M1BP* alters nuclear organization of insulator bodies. **a** Epifluorescence imaging of insulator body localization using anti-CP190 in whole-mount brain, eye, leg, or wing imaginal disc tissues. *M1BP* knockdown is driven by *Act5C-Gal4* driver. Insets show zoom of single nucleus outlined with dashed line in larger panel. Scale bars: 5 μm. Immunostaining experiments were performed three times with similar results. **b** Histograms showing the number of insulator bodies per nucleus in the experiment exemplified in (**a**). In all tissues, the number of insulator bodies is statistically significantly increased in *M1BP* knockdown (Kruskal–Wallis test; all Benjamini–Hochberg corrected *P* < 5 × 10^–17^, *n* = 100). **c** Area measurements of individual insulator bodies in brain, eye, leg, and wing imaginal disc tissues of control and *M1BP* knockdown larvae are shown. Bodies were measured (Tukey plots with outliers omitted, Mann–Whitney test *P* < 0.001, *n* = 200). **d** Area measurements of total insulator bodies per nucleus are shown (Tukey plots with outliers omitted, Mann–Whitney test *P* < 0.001); Brain: (Control *n* = 108, *M1BP*^*RNAi*^ *n* = 109), Eye: (Control *n* = 121, *M1BP*^*RNAi*^ *n* = 168), Leg: (Control *n* = 107, *M1BP*^*RNAi*^ *n* = 103), Wing: (Control *n* = 109, *M1BP*^*RNAi*^ *n* = 109). Note that not all cells have discernible nuclear demarcations. **c**, **d** Data are presented as boxplots where box represents the 25–75th percentiles and middle line is the median. The upper whisker extends from the hinge to the largest value no further than 1.5 × IQR from the hinge (where IQR is the interquartile range), and the lower whisker extends from the hinge to the smallest value at most 1.5 × IQR of the hinge, while data beyond the end of the whiskers are outlying points that are omitted from the plots.

### M1BP regulates local genome compaction

Changes observed in insulator body organization prompted us to examine whether M1BP or CP190 may affect global nuclear organization. Therefore, we examined the 3D localization of chromosome territories (CTs) for chromosome arms 2L and 2R using Oligopaint FISH in Kc control versus *M1BP* or *Cp190* knockdown cells. No significant differences in territory volume relative to nuclear volume, CT contact, or CT intermingling were observed (Supplementary Fig. 7). Furthermore, we analyzed the relative spatial positioning of two 50 kb loci (probes A and B) located ~3.1 Mb apart on chromosome 3L and found no difference in the distance between these regions after M1BP- or CP190 depletion (Supplementary Fig. 8). We conclude that M1BP and CP190 do not affect large-scale genome organization.

To investigate if local compaction is altered after M1BP or CP190 depletion, we next measured the distance between two more closely spaced regions (~44 kb apart) in distinct TADs separated by M1BP and CP190 binding sites. These regions are also of interest because M1BP- and CP190-dependent nascent transcription is observed within this vicinity (Supplementary Fig. 9a). 

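Around these probes on chromosome 3L (dm6), *Fie* (FBgn0026592, 3892574 to 3894833) had 11.3 ± 2.26 CPM (SD, n = 4) in mock cells and 3.18 ± 0.342 CPM (SD, n = 2) after *M1BP* knockdown, a log2 fold change of -1.78 (standard error 0.28, adjusted p = 0.00299, edgeR's quasi-likelihood test). *enc* (FBgn0004875, 3818679 to 3842326) and *ida* (FBgn0041147, 3905344 to 3907813) had log2 fold changes of -0.55 and -0.70 (standard errors 0.14 and 0.18, adjusted p = 0.0191 and 0.0218, edgeR). *Fie* passed the threshold under 15, *enc* under 11 and *ida* under 9 of 16 alternatives. *CG10863* (FBgn0027552) had a log2 fold change of -0.57 (standard error 0.17, adjusted p = 0.0324, edgeR), past the threshold under 6 of 16 alternatives. *CG12006* and *CG14982* had log2 fold changes of -0.52 and -0.66 (adjusted p = 0.0510 and 0.0725, edgeR), and *Eip63F-1* one of 0.32 (adjusted p = 0.634, edgeR). They passed the threshold under 2, 1 and 1 of 16 alternatives. *Eip63F-1* had 16.4 and 19.1 CPM in mock replicates 1 and 2, and 51.9 and 50.3 CPM in mock replicates 3 and 4. The *M1BP* knockdown libraries had 44.3 and 39.0 CPM, so its direction depends on the mock libraries used. Against mock replicates 3 and 4 only, its log2 fold change was -0.26. *Awh* was too low to test after *M1BP* knockdown, with 4 to 10 counts in mock libraries and 0 and 39 counts in the knockdown libraries. In the library labelled *Cp190* knockdown, where *Cp190* goes against the label and no replicate check was possible, the log2 ratio to mock was -0.94 for *CG12006*, -1.11 for *enc*, -1.98 for *ida*, -2.25 for *Eip63F-1*, -0.035 for *CG14982*, 0.60 for *CG10863* and 3.89 for *Awh*. *Fie* had 2 counts there, under the floor of 3, against 244 to 362 counts in the mock libraries, so no ratio is given.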

Examination of these two 30 kb probes (C and D) in control and M1BP- or CP190-depleted cells showed that depletion of M1BP but not CP190 resulted in a statistically significant decrease in the distance between probes (Supplementary Fig. 9c, e). Moreover, we examined a second pair of probes (E and F) located ~13 kb apart spanning the previously characterized Nhomie and Homie insulator sites respectively^40^, which flank a Polycomb Group (PcG)-repressed TAD and also feature M1BP and CP190 binding as well as M1BP- and CP190-dependent nascent transcription (Supplementary Fig. 9b). 

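Around the Nhomie and Homie sites on chromosome 2R (dm6), the long noncoding RNA gene *CR45324* (FBgn0266863, 9988125 to 9989285) had 0.262 ± 0.123 CPM (SD, n = 4) in mock cells and 2.57 ± 2.72 CPM (SD, n = 2) after *M1BP* knockdown, a log2 fold change of 3.31 (standard error 0.78, adjusted p = 0.0142, edgeR's quasi-likelihood test). It passed the threshold under 10 of 15 alternatives. *CR45324* had 5 to 12 counts in the mock libraries, and 8 and 49 counts in *M1BP* knockdown replicates 2 and 3. The size of its change therefore depends on replicate 3 and on low counts. The log2 fold change was -0.15 for *Mef2* (FBgn0011656, adjusted p = 0.580, edgeR), -0.040 for *Pal1* (FBgn0283510, adjusted p = 0.944, edgeR), 0.10 for *Adam* (FBgn0027619, adjusted p = 0.677, edgeR) and 0.28 for *Pka-R2* (FBgn0022382, adjusted p = 0.370, edgeR). In the library labelled *Cp190* knockdown, which carries more *Cp190* counts than mock cells and has no replicate here, *CR45324* reached 223.7 CPM, a log2 ratio of 9.71. The log2 ratio was -0.70 for *Mef2*, -3.12 for *Pal1*, 1.09 for *Adam* and 0.75 for *Pka-R2* in that library.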

The distance between these probes was also significantly decreased in M1BP- but not CP190-depleted cells (Supplementary Fig. 9d, e).

Changes in local genome compaction in M1BP-depleted cells could be a result of compaction specifically at TAD borders. To test this possibility, we measured the distances between three 32 kb probes each spaced 15 kb apart with two probes (G and H) inside a large inactive TAD and the third (probe I) spanning the entirety of a flanking PcG TAD (Fig. 8a). We found that distances between G-H and H-I significantly decreased to a similar extent in M1BP- but not CP190-depleted cells, indicating that increased compaction is not exclusively observed across this TAD border but also occurs within this large inactive TAD (Fig. 8b, c). Two additional sets of three 32 kb probes (J, K, L and M, N, O) similarly designed to adjacent TADs likewise show increased inter- and intra-TAD interactions in M1BP- but not CP190-depleted cells (Fig. 8d–i), suggesting that increased local compaction is not limited to TAD borders, specific classes of TADs, or particular configurations.

**Fig. 8:**
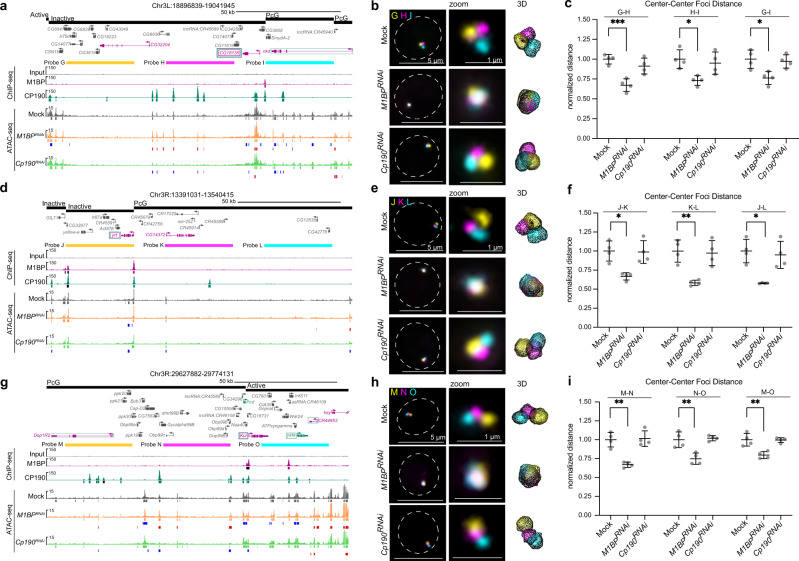
Knockdown of *M1BP* increases local inter-TAD and intra-TAD genome compaction. **a**, **d**, **g** Regions detected by 32 kb probes spaced 15 kb apart (**a** probes G, H, I; **d** probes J, K, L; **g** probes M, N, O). TADs with state classification, longest gene isoform, ChIP-seq signals, and called peaks (black significantly decreased in knockdown of opposite factor) are shown. ATAC-seq signals and called peaks, decreased peaks relative to mock (blue), and increased peaks (red) are shown. Upregulated genes in either *M1BP* or *Cp190* knockdown are shown in purple or green, respectively. Downregulated genes in either *M1BP* or  *Cp190* knockdowns text outlined with a box are shown in purple or green, respectively. Note that *nkd*, *Dop1R2*, and *CR44953* are upregulated in both knockdowns, and *CG18135*, *yrt* and *Kul* are downregulated in both knockdowns. **b**, **e**, **h** Left: representative nuclei labeled with probes in **a**, **d**, and **g**, respectively. Max projection of approximately 5 Z slices. Dashed line represents nuclear edge. Center: zoom of FISH signals. Right: TANGO 3D mesh rendering. **c**, **f**, **i** Dot plots showing average pairwise center-to-center distances between probes in **a**, **d**, and **g**, respectively. Data represented as mean of all replicates (mid-line) ± SD (error bars). Each dot represents the average of one replicate. Single-cell distances were normalized to nuclear radius before population averages were calculated. All averages were normalized to average of mock controls. Only cells in G1 were measured for these analyses. Data are from four biological replicates. See Supplementary Tables 10–12 for “*n*” of cells examined per replicate. Unpaired *t*-test (two-tailed) of means before normalization to controls (*P < 0.05, **P < 0.01, ***P < 0.001). Exact *P* values can be found in Supplementary Table 13.

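After *M1BP* knockdown (n = 2, against n = 4 mock libraries), *nkd* (FBgn0002945, chromosome 3L, 19003741 to 19045449) rose from 21.1 ± 3.24 to 46.5 ± 11.7 CPM (SD), a log2 fold change of 1.19 (standard error 0.21, adjusted p = 0.00416, edgeR's quasi-likelihood test). *CR44953* (FBgn0266258, chromosome 3R, 29755190 to 29759040) rose from 10.9 ± 2.61 to 54.3 ± 20.2 CPM (SD), a log2 fold change of 2.36 (standard error 0.27, adjusted p = 0.000564, edgeR). *Dop1R2* (FBgn0266137) was low in mock cells, at 4 to 9 counts, and had a log2 fold change of 3.36 (standard error 0.54, adjusted p = 0.00312, edgeR). The downregulated genes had log2 fold changes of -0.58 for *CG18135* (FBgn0036837, standard error 0.16, adjusted p = 0.0262, edgeR), -0.61 for *yrt* (FBgn0004049, standard error 0.13, adjusted p = 0.00907, edgeR) and -0.74 for *Kul* (FBgn0039688, standard error 0.19, adjusted p = 0.0196, edgeR). *CG18135* passed the threshold under 7, *Kul* under 12, *yrt* under 14 and *nkd* and *CR44953* under all of 16 alternatives, and *Dop1R2* under 12 of 15. *CG32204* and *CG14372* had log2 fold changes of 2.68 and 2.27 (adjusted p = 0.00307 and 0.000871, edgeR), and *kay* one of 0.38 (adjusted p = 0.0589, edgeR), past the threshold under 3 of 16 alternatives. In the library labelled *Cp190* knockdown, with *Cp190* higher and no replicate, the log2 ratio to mock was 0.66 for *nkd*, 5.34 for *Dop1R2*, 2.53 for *CR44953*, -1.30 for *CG18135*, -0.87 for *yrt*, -2.48 for *Kul* and 1.16 for *Pcd*.

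Over the 34 genes that the paper names or that carry a targeted role and that were tested after *M1BP* knockdown, 19 passed the threshold with adjustment over all tested genes and 23 with adjustment over the list alone. The paper calls most of these genes on the same data, so the second count is no measure of stability.

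**Figure D3:**
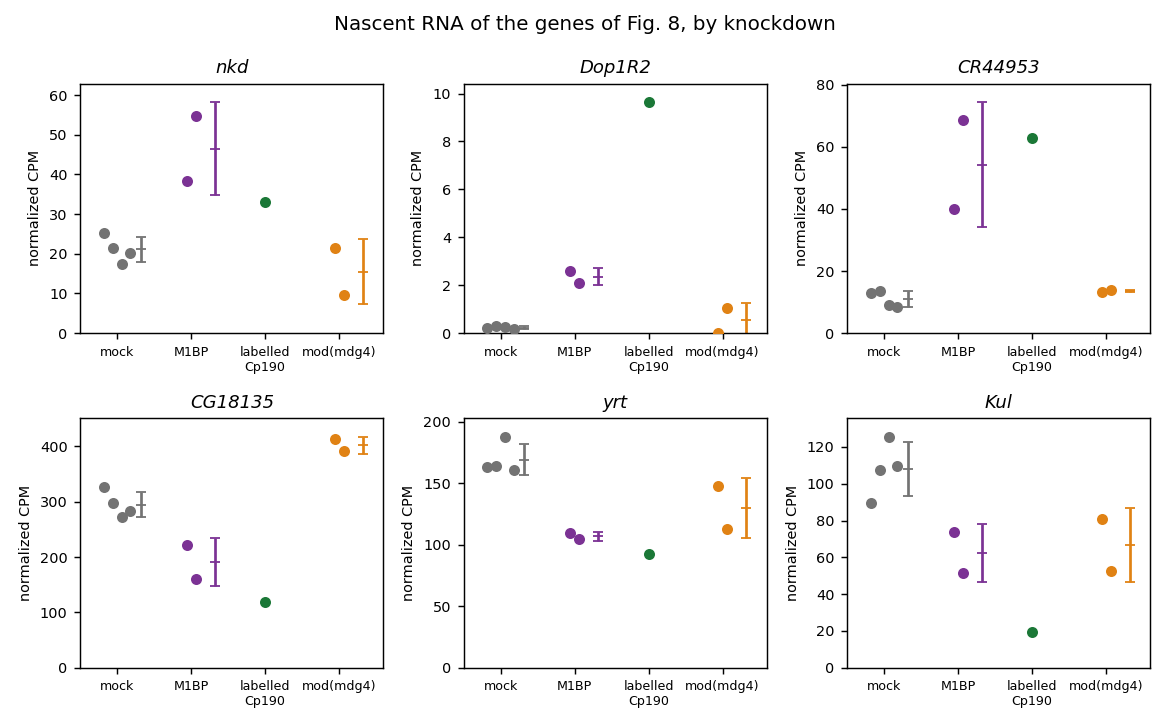
Normalized CPM (linear axes from 0) of *nkd*, *Dop1R2*, *CR44953*, *CG18135*, *yrt* and *Kul* in each library, grouped by knockdown. Points are libraries, and horizontal marks with bars are the mean and SD of groups with more than 1 library. The first 3 genes are higher and the last 3 lower in both *M1BP* knockdown libraries and in the library labelled *Cp190* knockdown than in the mock libraries.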

### Loss of M1BP reduces chromatin accessibility near TAD borders

Increases in local compaction observed by Oligopaint FISH in M1BP-depleted cells motivated us to examine whether M1BP affects chromatin accessibility genome-wide. We therefore performed Assay for Transposase-Accessible Chromatin (ATAC-seq) in mock-treated or M1BP-depleted Kc cells. We identified 21,355 high-confidence ATAC-seq peaks in the control sample but only 17,585 ATAC-seq peaks in M1BP-depleted cells, indicating substantial overall loss of genome-wide chromatin accessibility and increased chromatin compaction after loss of M1BP. Almost all M1BP ChIP-seq peaks (92%) overlap accessible sites (Fig. 9a), and the average ATAC-seq signal centered on these regions is reduced after M1BP-depletion (Fig. 9b), suggesting that M1BP is required to maintain open chromatin at these sites.

**Fig. 9:**
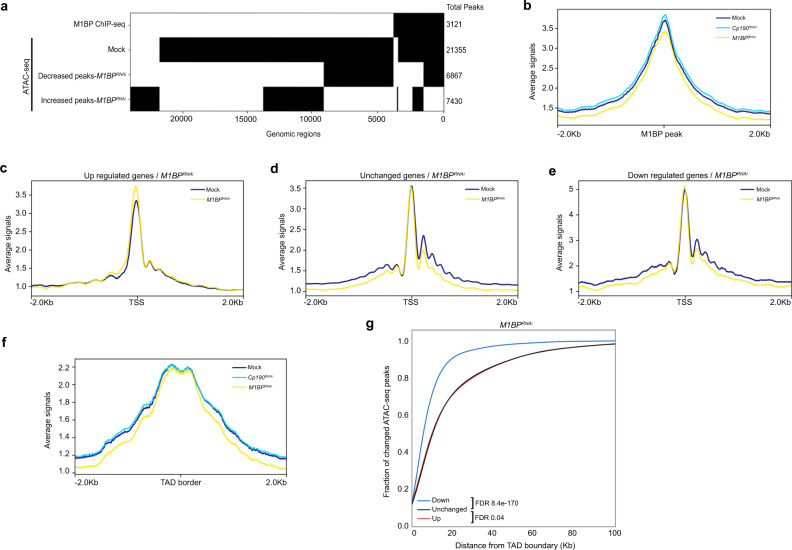
Depletion of M1BP reduces the chromatin accessibility near TAD borders genome-wide. **a** Binary heatmap of M1BP ChIP-seq peaks, Mock ATAC-seq peaks, decreased and increased ATAC-seq peaks of *M1BP*^*RNAi*^ compared to Mock ordered by supervised hierarchical clustering. Each row represents a single independent genomic location, and a black mark in a column represents the presence of a particular factor. **b** Average ATAC-seq tagmentation signals of Mock, *M1BP*^*RNAi*^ and *Cp190*^*RNAi*^ cells for a 4 Kb. genomic window centered on M1BP-binding sites (ChIP-seq peaks). **c** Average ATAC-seq signals of Mock and *M1BP*^*RNAi*^ cells for a 4 Kb genomic window centered on TSS of upregulated genes, **d** unchanged genes, and **e** downregulated genes in *M1BP* knockdown**. f** Average ATAC-seq signals of Mock, *M1BP*^*RNAi*^, and *Cp190*^*RNAi*^ cells are plotted for a 4 Kb genomic window centered at TAD borders. **g** Cumulative histograms of ATAC-seq peak center distance from closest TAD border classified by change in ATAC-seq peaks in *M1BP* knockdown cells relative to Mock. Decreased (blue), increased (red), or unchanged (black) ATAC-seq peaks are indicated. Mann–Whitney *U* test for each set of changed peaks against unchanged peaks is shown.

Consistent with M1BP mainly promoting chromatin accessibility, approximately half of M1BP binding sites show a reduction of chromatin accessibility as defined by the DiffBind algorithm (FDR < 0.05), whereas approximately 30% correspond to an increase (Fig. 9a). We also observed lower ATAC-seq signal at regions immediately upstream and at well-positioned nucleosomes downstream of the TSS of genes downregulated but not upregulated after depletion of M1BP (Fig. 9c–e), consistent with the previous finding that M1BP activates transcriptionally paused genes^30^. Furthermore, sites with reduced chromatin accessibility overlap significantly specifically with decreased nascent expression (Supplementary Fig. 11a, b). Finally, reduced ATAC-seq signal is observed at TAD borders after M1BP-depletion (Fig. 9f), and reduced ATAC-seq peaks are positioned substantially closer to TAD borders than unchanged or increased peaks (Fig. 9g). In contrast, depletion of CP190 resulted in only mild changes in chromatin accessibility genome-wide (21,093 total ATAC-seq peaks) (Supplementary Fig. 11c–j). Taken together, these results show that loss of M1BP mainly results in reduced chromatin accessibility at its binding sites and in the vicinity of TAD borders across the genome, and these changes correlate with reduced transcriptional activation.

## Discussion

Here we show that M1BP is required for proper *gypsy* insulator function and insulator body formation and that M1BP and CP190 together activate transcription at TAD borders. We found that M1BP physically associates with CP190 as well as core *gypsy* components and promotes enhancer blocking and barrier activities. Genome-wide M1BP colocalizes mainly with CP190 at Motif 1-containing promoters, which are enriched at TAD borders. M1BP is required for CP190 binding at many sites throughout the genome and vice versa, and loss of either factor reduces gene expression at TAD borders. M1BP is required for proper nuclear localization of insulator bodies, and loss of M1BP increases local genome compaction across TAD borders as well as within large TADs. Finally, M1BP promotes local chromatin accessibility at its binding sites, including transcriptionally activated genes and regions near TAD borders. Taken together, our findings suggest that M1BP may play a role in 3D genome organization through a CP190- and transcription-dependent mechanism.

As M1BP is ubiquitously expressed throughout development, we observe effects on insulator activity and complex localization after M1BP depletion in all tissues and stages of development tested. M1BP associates physically with chromatin at the Su(Hw)-binding sites of the *gypsy* insulator in conjunction with core insulator proteins, and M1BP is required for the binding of all three factors. These findings suggest that M1BP directly affects insulator activity by aiding the recruitment of *gypsy* core components to *gypsy* insulator sites, all three of which are required for proper insulator activity^7,9,10^. Interestingly, Motif 1 is not present at this sequence, and M1BP binding at this site is also dependent on the presence of CP190. One scenario is that binding of the two factors could be cooperative, and M1BP recruitment may additionally help stabilize the multimerization and/or higher order organization of insulator complexes. Consistent with this hypothesis, depletion of M1BP results in increased numbers of smaller insulator bodies, similar to the effect of complete loss of the BTB-containing core insulator protein Mod(mdg4)67.2^23,26^. Another possibility is that depletion of M1BP results in cellular stress that induces insulator body formation. Since CP190 is a universal insulator protein in *Drosophila*, mislocalization of CP190 may result in, or at least serve as an indicator of, disrupted genome organization when M1BP is depleted.

Although M1BP physically interacts with each of the core *gypsy* insulator components, we observed that M1BP colocalizes mainly with just CP190 throughout the genome, particularly at Motif 1-containing promoters. Distinct binding of the transcriptional activator M1BP compared to Su(Hw) and Mod(mdg4)67.2 genome-wide is not entirely surprising considering sub-stoichiometric levels of co-immunoprecipitation that could also reflect interaction off of chromatin. Furthermore, it has been observed that Su(Hw) binding can correlate with transcriptional repression rather than insulator activity, which may depend on the presence, or absence, of particular interacting proteins^41^. Importantly, recruitment of CP190 is dependent on M1BP and vice versa at many co-occupied sites genome-wide. Why M1BP is only partially dependent on CP190 for binding is unclear, but these results are consistent with the known ability of M1BP to bind DNA directly^30^, whereas CP190 is believed to require interaction with a specific DNA-binding protein in order to associate with chromatin^8,17,18,42,43^. Aside from the insulator protein BEAF-32, which binds an AT-rich dual core sequence^44^, we did not generally observe a large extent of overlap between M1BP and other DNA-binding insulator proteins that have been shown to be involved in recruiting CP190 to DNA. Future studies may reveal a possible functional relationship between M1BP and BEAF-32 in insulator activity or regulation of gene expression.

Our results suggest that M1BP promotes *gypsy* insulator function through interaction with CP190 in a manner distinct from CP190 interaction with the zinc-finger DNA-binding protein CLAMP. We did not observe a large extent of genome-wide overlap between M1BP and CLAMP, a recently identified positive regulator of *gypsy* insulator activity^16^. The sequence binding specificity of CLAMP is similar to that of GAF^45^, while M1BP and GAF bind to and regulate distinct sets of promoters^30^. Although either CLAMP or M1BP depletion reduces *gypsy* enhancer blocking and barrier activities as well as alter insulator body localization, unlike M1BP, CLAMP depletion does not affect CP190 chromatin association throughout the genome^16^. In fact, CP190 depletion had a substantial effect on CLAMP chromatin association, again suggesting that CP190 may affect the ability of certain DNA-binding proteins, including M1BP, to associate with chromatin through cooperative or higher order physical interactions.

Our results suggest that CP190 may play a more direct role in transcriptional regulation than previously appreciated, in part through interaction with M1BP. Genome-wide profiling studies have shown that CP190 preferentially associates with promoters genome-wide^13,16,46^. CP190 was found to be enriched particularly at active promoters and was shown to affect steady-state gene expression when depleted; however, direct and indirect effects as well as transcriptional and posttranscriptional effects could not be separated^46^. In order to avoid the complication of interpreting steady-state gene expression profiles, we performed neuRNA-seq after either CP190 or M1BP depletion in order to measure newly synthesized transcripts. Intriguingly, nascent RNA expression profiles of CP190 or M1BP-depleted cells showed a remarkably high level of correlation. Since both M1BP and CP190 are particularly associated with promoters of genes that require either factor for adequate expression, it is likely that both factors mainly function in transcriptional activation rather than repression. M1BP was previously shown to activate transcriptionally paused genes^30^, and our ATAC-seq analysis of M1BP-depleted cells supports this conclusion and further demonstrates that M1BP promotes chromatin accessibility surrounding the TSS. Interestingly, depletion of CP190 has no effect on promoter accessibility. Furthermore, we found that CP190 is specifically required for Motif 1-dependent expression of two previously characterized ribosomal protein genes. Whether TRF2 recruitment to Motif 1-containing promoters is affected by CP190 as well as the precise mechanism by which CP190 contributes to M1BP-dependent transcription will be important topics of further study.

We found that genes that require M1BP and CP190 for adequate expression are frequently located at TAD borders, as are both proteins. It has previously been proposed that constitutively active transcription, particularly at/near TAD borders (also referred to as “compartmental domains”), may be a defining or at least key feature of overall genome organization in cells^4,6,35^ and throughout development^5^. CP190 was previously shown to be associated particularly with Motif 1-containing promoters^29^, and CP190 was observed to be specifically enriched at TAD borders^34,35^. Recently, Motif 1 was also found to be an enriched sequence at TAD borders present in Kc cells^33^ and is apparent when TAD borders first appear in embryonic development^5^, findings consistent with these previous studies. A previous study of M1BP involvement in genome organization provided limited evidence using Hi-C to suggest that chromosome intermingling may be increased after M1BP depletion^33^. However, the extent and duration of M1BP depletion in their study caused a major disruption of cell cycle and cellular growth, thus obscuring interpretation of those results. We did not observe changes in CT intermingling in our Oligopaint FISH experiments in M1BP-depleted G1 cells, nor did we observe any difference in distance between two distant regions on the same chromosome. Therefore, large-scale changes in genome organization were not observed after M1BP depletion.

We did observe increased local genome compaction after M1BP depletion. This finding led us to test whether TAD borders may be specifically disrupted, perhaps leading to fusion of neighboring TADs. Because our Oligopaint FISH probes are limited to a minimum of 30 kb, we were restricted to intra-TAD analysis of larger TADs, which are typically lower in transcriptional activity (PcG, inactive, null). We found that increased compaction occurs both across TAD borders and within large TADs after M1BP depletion. These effects occur in the vicinity of altered local transcription and reduced chromatin accessibility particularly near TAD borders, suggesting that M1BP-dependent transcriptional changes might alter local chromatin structure that culminates in changes in genome compaction in surrounding regions not restricted to TAD borders. However, the extent of reduced chromatin accessibility observed in M1BP-depleted cells by ATAC-seq is modest relative to the genomic sequence space interrogated by FISH, suggesting that loss of accessibility likely does not directly explain increased local genome compaction. In contrast, CP190 depletion affected transcription to a similar degree, although not identically, yet did not result in changes in local compaction or extensive loss of chromatin accessibility genome-wide. These differences perhaps reflect the multifunctional nature of CP190 as a universal insulator protein contributing to opposing forces, or alternatively, effects on transcription in M1BP-depleted cells may be functionally unrelated to increased genome compaction. Our work shows the requirement of M1BP for accurate CP190 binding throughout the genome as well as *gypsy*-dependent chromatin insulator activity and nuclear localization through interaction with CP190 and other core insulator proteins. Overall, our results provide evidence that M1BP and CP190 at TAD borders and perhaps their ability to activate transcription of constitutively expressed genes located at TAD borders, combined with the capacity of M1BP to promote chromatin accessibility, may play a role in genome organization.

M1BP has been shown to activate transcription of genes at which RNA Pol II is transiently paused in the promoter proximal region, and these promoter regions may themselves possess insulator activity. Intriguingly, a previous study showed that stalled Hox promoters, including Motif 1*-*containing *Abd-B*, possess intrinsic enhancer blocking insulator activity^47^. However, the second paused promoter identified in this study, *Ubx*, does not harbor Motif 1; thus, M1BP may not necessarily be involved in the enhancer blocking activity of all stalled promoters. Recently, it was shown that M1BP promoter binding can prime the recruitment of the Hox protein Abd-A to the promoter in order to release paused Pol II and activate transcription^48^. We find that M1BP is similarly required for CP190 recruitment at a large number of sites throughout the genome and thus propose that M1BP and CP190 are together required to maintain active gene expression near TAD borders. Active transcription and increased accessibility at these sites may be needed for higher order chromatin organization such as TAD insulation, formation of active compartmental domains, and/or proper local genome structure. Future studies will elucidate the precise mechanisms by which M1BP, CP190, and transcription contribute to higher order chromatin organization.

## Methods

### *Drosophila* strains

Fly lines were maintained on standard cornmeal medium at 25 °C. We used lines expressing dsRNA against *su(Hw)* (10724 GD)^24^ and *M1BP* (110498 KK) from the Vienna Drosophila RNAi Center. *y,w[1118]; P{attP,y[+],w[3*’*]* (60100 KK) was used as a control for *M1BP* KK RNAi lines. *Act5C-Gal4*, *Mef2-Gal4* and *l(3)31-1-Gal4* driver lines were obtained from Bloomington Drosophila Stock Center. We scored the *ct*^6^ phenotype on the first day after eclosion^16,24^. Number of male flies and percentage of male flies for each score are available in Source Data 7. *UAS-luciferase* constructs were inserted into the *attP3* landing site using phiC31 site-specific integration^49^. Protein extracts from anterior thirds of larvae were used for western blotting. Embryos aged 0–24 h were collected from wild-type Oregon R raised at RT in population cages fed with yeast and molasses. Embryos were dechorionated with 50% bleach, washed and stored at –80 °C^50^ to produce nuclear extracts.

### Luciferase insulator barrier activity assay

Insulator barrier activity by luciferase assay was carried out using Bright-Glo™ Luciferase Assay System (Promega)^16,24^. Individual male larvae were homogenized in 50 μL of Glo Lysis buffer (Promega) and incubated at RT for 10 min. Extracts were cleared from debris by centrifugation. Then, 20 μL of soluble extract was dispensed in a 96-well white flat bottom plate (Costar), and the same volume of Bright-Glo luciferase reagent (Promega) was added to each well. Luciferase signal was quantified using a Spectramax II Gemini EM plate reader (Molecular Devices). Luciferase levels were measured for 12 individual whole third instar male for all genotypes indicated in a single panel simultaneously. Luciferase value was normalized to total protein of each larva determined by BCA reagent (Thermo Scientific). The relative luciferase activity of a population of a single genotype was aggregated into a box and whisker plot. Populations were compared with one-way ANOVA followed by a Tukey HSD post hoc test to obtain *P* values for each pairwise comparison. The *P* values for pairwise comparisons between the control and RNAi lines within both non-insulated and insulated groups are listed in Supplementary Table 4. All values of relative luciferase activity are available in Source Data 7.

### Immunostaining of imaginal discs

Imaginal discs and brains were dissected from at least six larvae of each genotype following whole-mount staining methods^28^. Dissected tissues were fixed with 4% paraformaldehyde prepared in PBS-T (1X PBS, 0.1% Tween-20) for 20 min with rotation at RT. Tissues were washed 3 × 5 min with PBS-T and blocked with blocking solution (1X PBS, 0.3% Triton, 10% Normal Goat serum) for 2 h. Tissues were immunostained with rabbit serum against CP190 in blocking solution overnight at 4 °C. Tissues were washed 3 × 20 min with PBS-Tr (1X PBS, 0.3% Triton) at RT. Tissues were incubated with secondary antibody in blocking solution at 37 °C for 2 h. Then tissues were washed 2 × 1 h with PBS-Tr, 2 X quickly with PBS-T, incubated with DAPI in PBS-T for 5 min at RT, washed 2 × 5 min with PBS, and mounted with ProLong Diamond mounting media (Life Technologies). Number of insulator foci per nucleus was counted manually. Number of insulator bodies per nucleus and all area measurements of insulator bodies are available in Source Data 7.

### Co-immunoprecipitation

Embryonic nuclear extract was prepared from 20 g of mixed stage (0–24 h) *Drosophila* embryos^50^. Frozen embryos were ground in liquid nitrogen with mortar and pestle. The following buffers were prepared, and Roche cOmplete protease inhibitor and 1 mM PMSF were added before use: 4 x NB buffer (240 mM KCl, 60 mM NaCl, 60 mM Tris-HCl pH 7.4, 20 mM MgCl_2_), NB-1M (1 x NB, 0.1 mM EGTA pH 8.0, 0.5 mM DTT, 1 M sucrose), NB*-1M (1 x NB, 0.5 mM DTT, 1 M sucrose), and NB*-1.7M (1 x NB, 0.5 mM DTT, 1.7 M sucrose). Embryo powder was homogenized with 50 mL NB-1M buffer using glass Kontes dounce tissue grinder and pestle A, and homogenate was cleared by passing through two layered Miracloth at 4 °C. Supernatant was collected by centrifugation at 480 × *g* for 10 min at 4 °C, and the pellet was collected by centrifugation at 4300 × *g* for 10 min at 4 °C. Then, 20 mL of NB*-1.7M buffer was overlayed with 20 mL resuspended pellets in NB*-1M buffer with slight mixing, split into two tubes. Pellets were collected by centrifugation at 19,600 × *g* for 30 min at 4 °C. Nuclei were lysed with 5 mL nuclear lysis buffer HBSMT (50 mM HEPES, pH 6.7; 150 mM NaCl; 5 mM KCl; 2.5 mM MgCl2; 0.3% Triton X-100) supplemented with complete protease inhibitors and 1 mM PMSF and sonicated for 8 cycles with 10 s on and 50 s off^16^. The soluble fraction of extracts was collected by centrifugation. First, two sets of 20 µL of Protein A or Protein G Sepharose beads (GE Healthcare) were washed three times with nuclear lysis buffer for immunoprecipitation (IP) with antibody raised in guinea pig or in rabbit respectively. Then, 3 µL of guinea pig normal serum (Covance Research Products), anti-serum against CP190 (guinea pig), anti-serum against Su(Hw) (guinea pig), rabbit normal serum (Covance Research Products), anti-serum against Mod(mdg4)67.2 (rabbit), or anti-serum against M1BP (rabbit) was incubated with sepharose beads for 1 h at 4 °C, and unbound antibodies were removed by centrifugation at 1500 *g* for 1 min. Beads were washed three times with 0.2 M of sodium borate, pH 9, and then crosslinked with 20 mM DMP in sodium borate for 30 min at RT^51^. Next, beads were collected by centrifugation and washed once with ethanolamine and three times with lysis buffer. After crosslinking, 500 µg of nuclear extract was used for each IP and incubated with antibody-bound beads overnight at 4 °C. The next day, beads were collected by centrifugation and washed two times with nuclear lysis buffer HBSMT and once with HBSM (50 mM HEPES, 150 mM NaCl, 5 mM KCl, 2.5 mM MgCl_2_). Samples were eluted with SDS sample buffer by boiling, separated using SDS-PAGE, transferred to nitrocellulose membrane in 10 mM CAPS, pH 11, and detected using western blotting. The co-immunoprecipitation efficiency was calculated for each immunoprecipitated protein based on the percentage of total input protein.

### IP and mass spectrometry

Nuclear extracts from 18 g of mixed stage (0–24 h) *Drosophila* embryos^27^ were lysed in 5 mL of HBSMT (50 mM HEPES, pH 6.7; 150 mM NaCl; 5 mM KCl; 2.5 mM MgCl2; 0.3% Triton X-100) including 1 mM PMSF, and Complete protease inhibitor cocktail (Roche). IP was performed using methods described above, and beads were washed twice with HBSMT, once with HBSM, and eluted with 1% sodium dodecanoate. Six replicates for each IP were pooled together for mass spectrometry.

Proteins were analyzed using tandem HPLC-mass spectrometry at the NIDDK Mass Spectrometry Facility. Mass from eluted peptides was queried in the UniProt database, and results were analyzed by MaxQuant v1.6.6.0. Top 50 proteins for each pulldown are shown in Supplementary Tables 1 and 2.

### Cell lines

Kc167 cells were grown in CCM3 media (Thermo Scientific HyClone, Logan, UT). Cells were maintained in monolayer at 25 °C.

### DsRNA knockdowns

A total of 1 × 10^7^ Kc167 cells were transfected with either 20 µg of dsRNA against *M1BP*^30^, 12 µg of dsRNA against *Cp190*^16,28^, 5 µg of dsRNA against *mod(mdg4)* (specific to deplete the Mod(mdg4)67.2 isoform), or no RNA (mock) using Amaxa cell line Nucleofector kit V (Lonza) and electroporated using G-30 program. Cells were incubated for 5 days at 25 °C to obtain efficient depletion of each protein but minimal effects on cell viability and growth. The primers for generating the templates for in vitro synthesis of RNAi are listed in Supplementary Table 6.

### Quantification of cell viability

Cell viability was quantified by Trypan Blue exclusion test. Then, 10 μL of cells mixed with equal amount of trypan blue was examined to determine the percentage of cells that have clear cytoplasm (viable cells) versus cells that have blue cytoplasm (nonviable cells). Number of viable cells of mock, *M1BP* dsRNA, or *Cp190* dsRNA treated for each day of knockdown were recorded. Viability graphs were generated from the values of viable cell numbers.

### Quantification of cell proliferation and mitotic index

Cells were collected each day of knockdown for mock, *M1BP* dsRNA, or *Cp190* dsRNA treatments. Cells were immunostained with rabbit antibody against Histone H3 (phospho S10) (Abcam ab5176; 1:5000), mouse anti-Tubulin (Sigma T6074; 1:500), labeled with DAPI stain, and mounted with ProLong Diamond mounting media (Life Technologies) to assay cell viability and mitotic index. Numbers of mitotic cells were counted manually. Statistical tests were performed using Prism 8 software v8.4.2 by GraphPad.

### FISH with Oligopaints

Oligopaints were designed to have 80 bp of homology (probes A–F) or 60 bp of homolog (probes G–O) and an average probe density of 5 and 6.5 probes per kb, respectively, using a modified version of the OligoMiner pipeline^52^. Oligopaints were generated in the lab using the T7 method^53^. Briefly, oligo pools were ordered from Twist Bioscience and were amplified by PCR according to instructions from the manufacturer using primers containing the F and R barcode sequences added to oligos during the design process. The T7 sequence was added to the reverse primer (TAATACGACTCACTATAGGG), and secondary oligo binding sites were added to the forward primer. T7-labeled PCR products were then in vitro transcribed using the Hi-Scribe T7 RNA synthesis kit (NEB). RNA was converted to RNA:DNA duplexes by reverse transcription using the Thermo Scientific™ Maxima™ H Minus Reverse Transcriptase. RNA was degraded to leave single-stranded DNA FISH probes using alkaline hydrolysis, and probes were purified using the Zymo-100 DNA Clean and Concentrator Kit. Coordinates for all probes and list of primers can be found in Supplementary Tables 8 and  9, respectively. Chromosome 2L and 2R Oligopaints were a gift from E. Joyce^54^.

For FISH, slides were prepared by dispensing 1.5 × 10^5^ cells onto 0.01% poly-l-lysine coated slides and fixed with 4% paraformaldehyde for 15 min at RT, followed by washes two times, each for 5 min in PBS-T. Slides were then permeabilized with PBS-T^0.5^ (0.5% Triton X) for 15 min before storing in 70% ethanol overnight at –20 °C. The next day, slides were dehydrated in an ethanol row (90% ethanol for 5 min at –20 °C, 100% ethanol for 5 min at –20 °C) before allowing them to dry at RT for 5 min. Next, slides were washed once in 2x SSCT for 5 min at RT, once in 2x SSCT/ 50% formamide for 5 min at RT, once in 2x SSCT/ 50% formamide at 92 °C for 2.5 min, and once in 2x SSCT/50% formamide at 60 °C for 20 min. For hybridization, 50–150 pmol of each probe was used per slide in a final volume of 25 μL. After the applying of primary Oligopaint probes, slides were covered with a coverslip and sealed. Denaturation was performed at 92 °C for 2.5 min. Slides were transferred to a 37 °C humidified chamber and incubated for 16–18 h. Then slides were washed in 2x SSCT at 60 °C for 15 min, 2x SSCT at RT for 15 min, and 0.2x SSC at RT for 5 min. Fluorophore conjugated secondary probes (0.4 pmol/μL) were added to slides, covered, and sealed. Slides were incubated at 37 °C for 2 h in a humidified chamber followed by washes as for the primary probes. All slides were washed with DAPI DNA stain for 5 min, followed by 2 × 5 min washes in PBS before mounting in Prolong Diamond (Life Technologies).

### Imaging, quantification, and data analysis

Images were captured at RT on a Leica DMi 6000B widefield fluorescence microscope using a 1.4 NA 63x or 100x oil-immersion objective and Leica DFC9000 sCMOS Monochrome Camera. DAPI, CY3, CY5, and FITC filter cubes were used for image acquisition. Images were acquired using LasX Premium software (Leica Application Suite X 3.6.0.20104) and deconvolved using Huygens Professional software v19.10 (Scientific Volume Imaging). After deconvolution, images were segmented and measured using the TANGO 3D-segmentation plugin (v 0.99) for ImageJ (v2.0.0-rc-69/1.53cas)^55^. All nuclei were segmented using the “Hysteresis” algorithm within TANGO. For CT measurements, CTs were segmented using the “Spot Detector 3D” algorithm within TANGO. Foci were segmented using the “Hysteresis” algorithm. To avoid confounding effects of possible differences based on cell cycle stage, imaged nuclei were sorted into G1 and G2 cell cycle stages based on nuclear volume as measured in TANGO (where G1 nuclei were less than 150 μm^3^ and G2 nuclei were between 150 and 300 μm^3^)^54^. Only G1 nuclei, which would have recently divided during the time of the experiment, were included for all FISH analyses. Statistical tests were performed using Prism 8 (v8.4.2) software by GraphPad. Foci volume measurements are shown in Supplementary Figs 8d and 10. All values from TANGO measurements are available in Source Data 8.

### ChIP and ChIP-seq library preparation

A total of 2–3 × 10^7^ cells were fixed by adding 1% formaldehyde directly to cells in culture medium for 10 min at RT with gentle agitation. Formaldehyde was quenched with 0.125 M glycine with gentle agitation for 5 min. Then cells were pelleted by centrifugation at 2000 × *g* and washed twice with ice-cold PBS. The pellet was lysed with 0.8 mL ice-cold cell lysis buffer (5 mM PIPES pH 8, 85 mM KCl, 0.5% NP40, Roche cOmplete protease inhibitor). Nuclear pellet was collected by centrifugation at 2000 × *g* for 5 min at 4 °C and resuspended in 1 mL of nuclear lysis buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% SDS, Roche cOmplete protease inhibitor). Then nuclear lysate was incubated for 10 min with rotation at 4 °C. After adding 0.5 mL of IP dilution buffer (16.7 mM Tris-HCl pH 8, 1.2 mM EDTA, 167 mM NaCl, 1.1% Triton X-100, 0.01% SDS, Roche cOmplete protease inhibitor) and 300 mg of acid-washed 212–300 μm glass beads (Sigma-Aldrich) to nuclear lysate, chromatin was fragmented using a Bioruptor (Diagenode) using 10 cycles of 30 s on and 30 s off, maximum output. Lysate was centrifuged at max speed for 10 min at 4 °C, and supernatant (chromatin) was saved at −80 °C. Chromatin was diluted to 1:5 with IP dilution buffer and added to 50 µL prewashed Protein A Sepharose beads (GE Healthcare) and incubated with 5 µL of respective antibody overnight at 4 °C with rotation. The next day, beads were washed with the following wash buffers: 3× with low-salt wash buffer (20 mM Tris-HCl pH 8, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS), 3× with high-salt wash buffer (20 mM Tris-HCl pH 8, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), and 2× with LiCl wash buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 250 mM LiCl, 1% NP40, 1% deoxycholate). Then, ChIP sample was eluted 2× with 200 μL of elution buffer (0.1 M NaHCO3, 1% SDS) for 30 min at 65 °C in a thermomixer at 800 rpm. Eluates were de-crosslinked with solution (20 μL of 5 M NaCl, 8 μL of 0.5 M EDTA, 10 μL of 1 M Tris-HCl pH 8) overnight at 65 °C. The next day, 4 µL of proteinase K (20 mg/mL) was added and incubated for 2 h at 50 °C, purified using phenol-chloroform followed by ethanol precipitation with 2 μL of Glycoblue (Ambion), 0.1 vol of 3 M NaOAc pH 5.2, 2.5 vol of ice-cold 100% ethanol and incubated overnight at −80 °C. Samples were pelleted by centrifugation at high speed 20 min at 4 °C. After washing with 70% ethanol, pellets were air-dried at RT and resuspend in 10 μL of nuclease-free water. Details of antibodies can be found in Supplementary Table 7. Libraries were constructed by pooling two IP samples using TruSeq adapters (Illumina) according to the TruSeq Illumina ChIP-seq sample preparation protocol with minor modification: after adaptor ligation and PCR amplification, samples were purified using AMPure XP Bead (sample: beads ratio 1:0.8) according to the manufacturer’s protocol. All samples were sequenced with HiSeq2500 (Illumina) using 50 bp single-end sequencing.

### ChIP-quantitative PCR

We performed quantitative PCR using ChIP DNA samples of normal serum IP (negative control), M1BP IP, CP190 IP, Su(Hw) IP, and Mod(mdg4)67.2 IP from both mock-treated Kc cells and Kc cells transfected with dsRNA against *M1BP* or *Cp190*. ChIP DNA samples were amplified on an Applied Biosystems real-time PCR machine using site-specific primer sets (Supplementary Table 5) and quantified using SYBR Green (Applied Biosystems) incorporation. Experiments were performed with two independent biological replicates, and each sample was quantified using four technical replicates. *C*_*t*_ values are available in Source Data 7.

### ATAC-seq library preparation

ATAC-seq was performed following a protocol from the Kaestner Lab (https://www.med.upenn.edu/kaestnerlab/assets/user-content/documents/ATAC-seq%20Protocol%20(Omni)%20-%20Kaestner%20Lab.pdf) with minor modifications. A total of 100,000 Kc cells were washed with 50 μL cold 1X PBS. Cell pellet was lysed with 50 μL cold lysis buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40, 0.1% Tween-20, 0.01% Digitonin) and incubated for 10 min on ice. Then 500 μL of wash buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20) was added to lysate. Nuclei were then collected by centrifuging at 500 × g for 10 min at 4 °C and nuclei were resuspended in 50 μL of transposition reaction mix [25 μL 2X TD buffer (Illumina), 16.5 μL PBS, 0.5 μL 10% Tween-20, 0.5 μL, 0.5 μL 1% Digitonin, 2.5 uL Tn5 enzyme (Illumina), 5 μL nuclease-free water] and incubated for 45 min at 37 °C at 1000 rpm (Eppendorf Thermomixer) for fragmentation. DNA was purified with Qiagen Minelute columns, and libraries were amplified by adding 10 μL DNA to 25 μL of NEBNext HiFi 2x PCR mix (New England Biolabs) and 2.5 μL of 25 μM each of Ad1 and Ad2 primers using 11 PCR cycles. Libraries were purified with 1.2× AMPure XP beads. All samples were sequenced with NextSeq-550 (Illumina) using 50 bp paired-end sequencing.

### Nascent EU-RNA labeling and library preparation

Nascent EU RNA-seq (neuRNA-seq) labeling and capture were done by using Click-iT Nascent RNA Capture Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. Kc cells were incubated with 0.2 mM EU for 1 h and RNA was extracted with Trizol (Thermo Fisher Scientific). Next, RNA was chemically fragmented for 5 min at 70 °C with RNA Fragmentation Reagents (Thermo Fisher Scientific), followed by DNase I treatment (Roche). Then RNA was ethanol precipitated after Phenol:Chloroform (Thermo Fisher Scientific) purification. The Click-iT reaction was performed with 0.5 mM biotin azide using 5 µg of EU-RNA, and biotinylated RNA was captured with 12 μL T1 beads. The nascent EU-RNA was used to generate RNA-seq libraries with Ovation RNA-seq Systems 1–16 for Model Organisms (Nugen). Samples were sequenced on HiSeq2500 (Illumina) using 50 bp single-end sequencing at the NIDDK Genomics Core Facility.

### Luciferase reporter assays

A total of 5 × 10^6^ Kc cells were transfected with dsRNA against *M1BP*, *Cp190*, and *mod(mdg4)* as described above. After 2 days of incubation with dsRNA at 25 °C, luciferase reporter construct expressing either wild-type or Motif 1 mutant of pGL3-(RpLP1 [–500 to + 50]) or pGL3-(RpLP30 [–500 to + 50]) was co-transfected with RpL-polIII-Renilla into cells. Cells were incubated for an additional 3 days and then assayed in tandem for firefly and Renilla luciferase activity. Cells were lysed and assayed using the dual-luciferase reporter assay system (Promega) according to the manufacturer’s protocol. Luciferase activity values are available in Source Data 7.

### ChIP-seq data analysis

FASTQ files of sequenced single-end 50 bp reads were trimmed using cutadapt v1.8.1^56^ with arguments “--quality-cutoff 20,” “-a AGATCGGAAGAGC,” “--minimum-length 25,” and “--overlap 10.” Then trimmed reads were mapped to the Flybase r6-24 dm6 genome assembly with Bowtie2 v2.3.5^57^ with default arguments. Multimapping reads were removed mapped reads using samtools v1.9^58^ view command with the argument -q 20. Duplicates were removed from mapped, uniquely mapping reads with picard MarkDuplicates v2.20.2 (http://broadinstitute.github.io/picard/index.html). MACS2 v2.2.5^59^ (https://github.com/taoliu/MACS) was used to call peaks by providing replicate IPs and inputs as multiple BAMs, effectively calling peaks on pooled/merged samples and using additional arguments “-f BAM,” “--gsize=dm,” “--mfold 3 100” (the latter to include a larger set of preliminary peaks for fragment size estimation).

Binary heatmaps were generated using pybedtools v0.8.1^60,61^. Since peaks for one protein can potentially overlap multiple peaks for other proteins, the output represents unique genomic regions as determined by bedtools multiinter with the -cluster argument. Therefore, as a result, when considering the multi-way overlap with other proteins, the sum of unique genomic regions for a protein is not guaranteed to sum to the total number of called peaks for that protein. Source of called peaks for all other factors are summarized in Supplementary Table 14. Dm3 assembly is lifted over and converted to dm6 (liftover, https://genome.ucsc.edu/cgi-bin/hgLiftOver).

Pairwise comparison for co-localization of different factors was performed using the BEDTools v2.27.1 “jaccard” command^60,61^. The heatmap was clustered with the scipy.cluster.hierarchy module, using “euclidean” as the distance metric and “Ward” as the clustering method. As the Jaccard statistic is independent of the order of comparison and is symmetric across the diagonal, only the upper triangle is shown.

FlyBase release 6.24 annotations were used to annotate peaks falling into genomic regions in Fig. 3d as follows. Exons were defined as any exon from any transcript of any gene. Introns were defined as the space between exons derived in a per-transcript manner by using the gffutils v0.10.1 (https://github.com/daler/gffutils) method FeatureDB.create_introns(). Promoters were defined as the TSS of each transcript plus 1500 bp upstream. Intergenic regions were defined as all regions between gene bodies. Shared co-bound peaks were determined by using pybedtools BedTool.intersect with the v=True or u=True argument, respectively. Each set of peaks was intersected with the annotations using this hierarchy “promoter>exon>intron>intergenic” where a peak was classified according to the highest priority feature. Here, a peak simultaneously intersecting a promoter of one isoform and an intron of a different isoform would be classified as “promoter.” To compare percentages across annotated peaks in different types of peaks (All M1BP, all CP190, shared M1BP and CP190 peaks and all *gypsy* sites), the number of peaks in each class was divided by the total number of peaks of that type.

Heatmaps were generated by using default deepTools v3.4.1 packages in Galaxy. ChIP reads were normalized to reads of input samples and mapped in a 3 kb window centered on the TSS containing Motif 1 consensus sequence.

### Differential ChIP-seq

To detect differential ChIP-seq binding, we used the Diffbind v2.14.0 /R package^39^ using the config object “data.frame(RunParallel=TRUE, DataType=DBA_DATA_FRAME, AnalysisMethod=DBA_EDGER, bCorPlot=FALSE, bUsePval=FALSE, fragmentSize=300)” and otherwise used defaults. Input files consisted of the final peak calls mentioned above and the IP and input BAM files for each replicate as described above with multimappers and duplicates removed. Then the final results were exported with the dba.report function with parameters “th=1, bCalled=TRUE, bNormalized=TRUE, bCounts=TRUE” and final differentially gained or lost peaks were those that had a log2fold change of >0 or <0, respectively, and *P* value <0.05 (R version 4.0.2).

### ATAC-seq data analysis

The ATAC-seq data were processed based on the ATAC-seq Guidelines (https://informatics.fas.harvard.edu/atac-seq-guidelines.html). The raw paired-end fastq files trimmed by 51 bp reads were trimmed using cutadapt v1.8.1^56^ with arguments “--quality-cutoff 20,” “-a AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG-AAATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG,” “--minimum-length 18.” Then trimmed reads were mapped to the Flybase r6-24 dm6 genome assembly with Bowtie2 v2.3.5^57^ with “--very-sensitive -X 2000.” chrM reads were removed using samtools v1.9^58^. Duplicates were removed with picard MarkDuplicates v2.20.2 (http://broadinstitute.github.io/picard/index.html). We filtered the unmapped reads, non-primary alignment and kept the proper pair reads and unique mapped reads (-f 2 -q 30) using samtools v1.9. MACS2 v2.2.5^59^ (https://github.com/taoliu/MACS) was used to call peaks for only properly paired alignments with “-f BAMPE,” “--gsize=dm,” “-q 0.0001.” For mock, CP190 knockdown and M1BP knockdown, we merged the peak files from three replicates in each condition.

To detect differential ATAC-seq signals, we first merged the peaks in two conditions (CP190 knockdown vs mock and M1BP knockdown vs mock). For ATAC-seq, we did not set “bamControl” in DiffBind. We used the Diffbind v2.14.0/R package^39^ using the config object “data.frame(RunParallel=TRUE, DataType=DBA_DATA_FRAME, AnalysisMethod=DBA_EDGER, bCorPlot=FALSE, bUsePval=FALSE).” Input files consisted of the merged peak files and the BAM files for each replicate. Final differentially gained or lost peaks were those that had a log2fold change of >0 or <0, respectively, and FDR < 0.05.

For ATAC-seq peak overlap, we used same method as ChIP-seq to produce binary heatmaps using pybedtools v0.8.1^60,61^. We compared mock ChIP-seq peaks and ATAC-seq peaks.

We applied “computeMatrix” and “plotProfile” in the deeptools package v3.4.1 to plot the ATAC-seq signals around ChIP-seq M1BP or CP190 peaks, TAD borders^33^, and TSS of differential genes after *M1BP* or *Cp190* knockdown.

FET was performed using number of gene promoters occupied/not occupied by decreased/increased ATAC-seq peaks from the group of upregulated (log2fold > 0, *P*_adj_ < 0.05), downregulated (log2fold < 0, *P*_adj_ < 0.05), and not affected gene promoters, respectively, ascertained using DESeq2.

### neuRNA-seq (mapping and read counting)

Low-quality bases and adaptors were trimmed from sequence reads using cutadapt v2.7^56^ with parameters “–q 20 -minimum-length 25 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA.” Resulting reads were mapped to the FlyBase r6-24 reference genome using HISAT2 v2.1.0^62^ with default parameters. Aligned reads were counted using subread featureCounts v1.6.4^63^ with default parameters, except that “-t gene” option was used to quantify the reads on gene feature for EuSeq, and “-s1” option specifically for this sense-stranded library. Differential expression analysis was done with DESeq2 v1.22.1^64^ in v3.5.1R version.

### neuRNA-seq (differential expression)

Counts tables were loaded into DESeq2 v1.22.1 for^64^ neuRNA-seq analysis. Counts tables from independent neuRNA-seq experiments were independently imported and normalized using simple design “~treatment” and using otherwise default parameters. Differentially expressed genes were those with *P*_adj_ < 0.05.

### Fisher’s exact tests

These tests were performed using number of gene promoters occupied/not occupied by M1BP or CP190 or both from the group of upregulated (log2fold > 0, *P*_adj_ < 0.05), downregulated (log2fold < 0, *P*_adj_ < 0.05) and not affected gene promoters, respectively analyzed from the DESeq2. Prior to determining the number of peaks intersecting with gene promoter regions from the selected group, the promoter regions were merged if there were any overlapping promoter regions. For intersections with ChIP peaks, a gene promoter region was defined as 1 kb up- and downstream of TSS. The Flybase r6.24 gene annotation gtf file was used to define gene start sites.

FET was used to test whether the up/downregulated genes show preference on the overlapped peaks. FET is implemented by Python scipy package v1.5.2 (scipy.stats.fisher_exact). FET and odds ratios are based on the 2 × 2 contingency table. All genes are used. FET test uses two-tailed test.

**Table:** 

Genes	Up/Down	Others	Row total
Overlap with ChIP peaks	a	b	a + b
No overlap	c	d	c + d
Column total	a + c	b + d	a + b + c + d = n

The *P* value is computed as follows:

1 $$P=\frac{(a+b)!(c+d)!(a+c)!(b+d)!}{a!b!c!d!n!}$$

2 $${\rm{The}}\,{\rm{odds}}\,{\rm{ratio}}=\frac{a/b}{c/d}$$

### Feature distance analysis to closest TAD border

Four types of TADs (Active, inactive, HP1, and PcG TADs) were downloaded from http://chorogenome.ie-freiburg.mpg.de/^33^ and lifted over to the dm6 assembly (liftover, https://genome.ucsc.edu/cgi-bin/hgLiftOver). The distance of the feature (promoter or ATAC-seq peak) to the TAD border was computed for each type of TAD, and then pybedtools packages including sort and closest operations were used to search the nearest TAD for each feature. Next, features inside the TAD were selected and computed for the minimum distance to the TAD border. Seaborn/0.9.0 package (seaborn.kdeplot) was used to calculate the kernel density of distance for up, down, and unchanged features, and cumulative distribution plots were generated based on the kernel density estimation. The matplotlib/3.1.1 package was used to plot the density of gene distance to TAD border as a histogram (matplotlib.pyplot.hist, bin=100).

### Mann–Whitney *U* test

The Mann–Whitney *U* test (“two-sided”, scipy.stats.mannwhitneyu, scipy v1.5.2) was used for each set of changed genes against unchanged genes to test whether the difference of both mean TAD border distances is significant. FDR correction was performed using multiple test correction (Benjamini–Hochberg method, statsmodels.stats.multitest.multipletests, statsmodels v0.12.0).

### Motif 1 derivation

Motif 1 analysis was derived from the MEME v3.0 analysis of promoters^38^. Motif scanning was carried out using FIMO v5.0.1^65^ for all gene promoter regions. The Motif 1_input was a position probability matrix of Motif 1. The position probability matrix of Motif 1 G[A/C]TACGGTCACACTG was obtained by transformation of a position weight matrix from a previous study^38^. The transformation converts the weight matrix to the probability position matrix by using the definition

3 $${\mathrm{ln}}\left(\frac{{N}_{ij}+{p}_{i}}{N+1}\right)-\,{\mathrm{ln}}({p}_{i})={M}_{ij}.$$

Here, $${M}_{ij}$$ is the entry of weight matrix and $${p}_{i}$$ the background probability of nucleotide *i,* and *N* is the total number of sequences used in motif prediction. Assume $${p}_{i}$$ is equal to 0.25. Since *N* is much larger than $${p}_{i}$$, the equation can be rewritten into

4 $${\mathrm{ln}}\left(\frac{{N}_{ij}}{N+1}\right)-\,{\mathrm{ln}}({p}_{i})={M}_{ij}\,{\rm{or}}\,{\mathrm{ln}}({P}_{ij})-\,{\mathrm{ln}}({p}_{i})={M}_{ij}.$$

$${P}_{ij}$$ is an entry of position probability matrix^66^. After rounding all entries to the 19th decimal, only the probability of the second position was assigned as 0.5 for nucleotide A and C, respectively. The remaining positions in the matrix were assigned to 1 for each corresponding nucleotide. Other than that, all entries were assigned to zero. The motif search cutoff used was *P* ≤ 7.12e–5 and shown in Supplementary Data.

### Statistics and reproducibility

All quantifications were conducted unblinded and no statistical method was used to predetermine sample size. Statistical parameters including exact value of “*n*,” “*P”* values, and the types of the statistical tests are reported in the figure legends, and “*n*” of cells examined for four biological replicates for Fig. 8 are summarized in Supplementary Tables 10–12. Error bars are derived from at least three independent biological replicates and displayed on graphs showing either the mean ± SEM or mean ± SD, as indicated in the figure legends. Immunostaining experiments were performed three times with similar results. All box and whisker plot parameters are defined in the respective figure legends. ChIP-qPCR was conducted using two biological replicates each measured using four technical replicates. Statistical analysis was carried out using Prism 8 (GraphPad Software). All statistical tests used for sequencing data analysis are explained in detail in the “Methods” section. All western blotting experiments were performed two to three times with similar results. Co-immunoprecipitation experiments were performed two times with similar results. Quantitative mass-spec analysis was performed by pooling together six replicates for each IP.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

Description of Additional Supplementary Files

Supplementary Data

## Data Availability

The accession numbers for the raw data FASTQ files, processed files, and BigWig files for all sequencing data generated in this study and deposited in NCBI GEO are GSE142533 and GSE169105. All other publicly available sequencing data analyzed in this study include Kc167 CLAMP GSM2775116, Kc167 BEAF-32 GSM762845, S2 ZIPIC GSM1313421, S2 Pita GSM1313420, S2 Ibf1 GSM1133264, S2  Ibf2 GSM1133265, and Kc167 CTCF GSM1535983. Mass spectrometry data files have been deposited in the PRIDE repository with dataset identifiers PXD026493 for CP190 and PXD026497 for Su(Hw). All other relevant data of this study are available from the corresponding author upon reasonable request. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity
**Source:** Nat Commun. 2021 Jul 7;12:4170. doi: 10.1038/s41467-021-24407-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

**M1BP cooperates with CP190 to activate transcription at TAD borders  
and promote chromatin insulator activity**

## Supplementary Figure 1

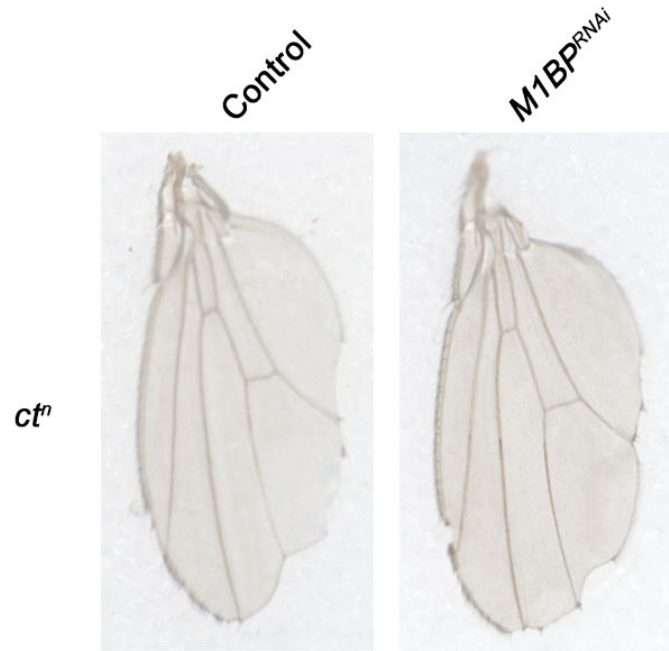

### Supplementary Figure 1. Related to Figure 2. Depletion of M1BP does not affect *gypsy*-independent *ct<sup>n</sup>* phenotype.

Knockdown of *M1BP* does not affect phenotype of the *gypsy*-independent *ct<sup>n</sup>* allele. Wild type (left) and *M1BP<sup>RNAi</sup>* lines (right) driven by *Ser-Gal4* display similar wing margin phenotypes for the *gypsy*-independent *ct<sup>n</sup>* loss-of function allele. n = 50 flies were assayed for each genotype, and a representative wing is shown.

Supplementary Figure 2

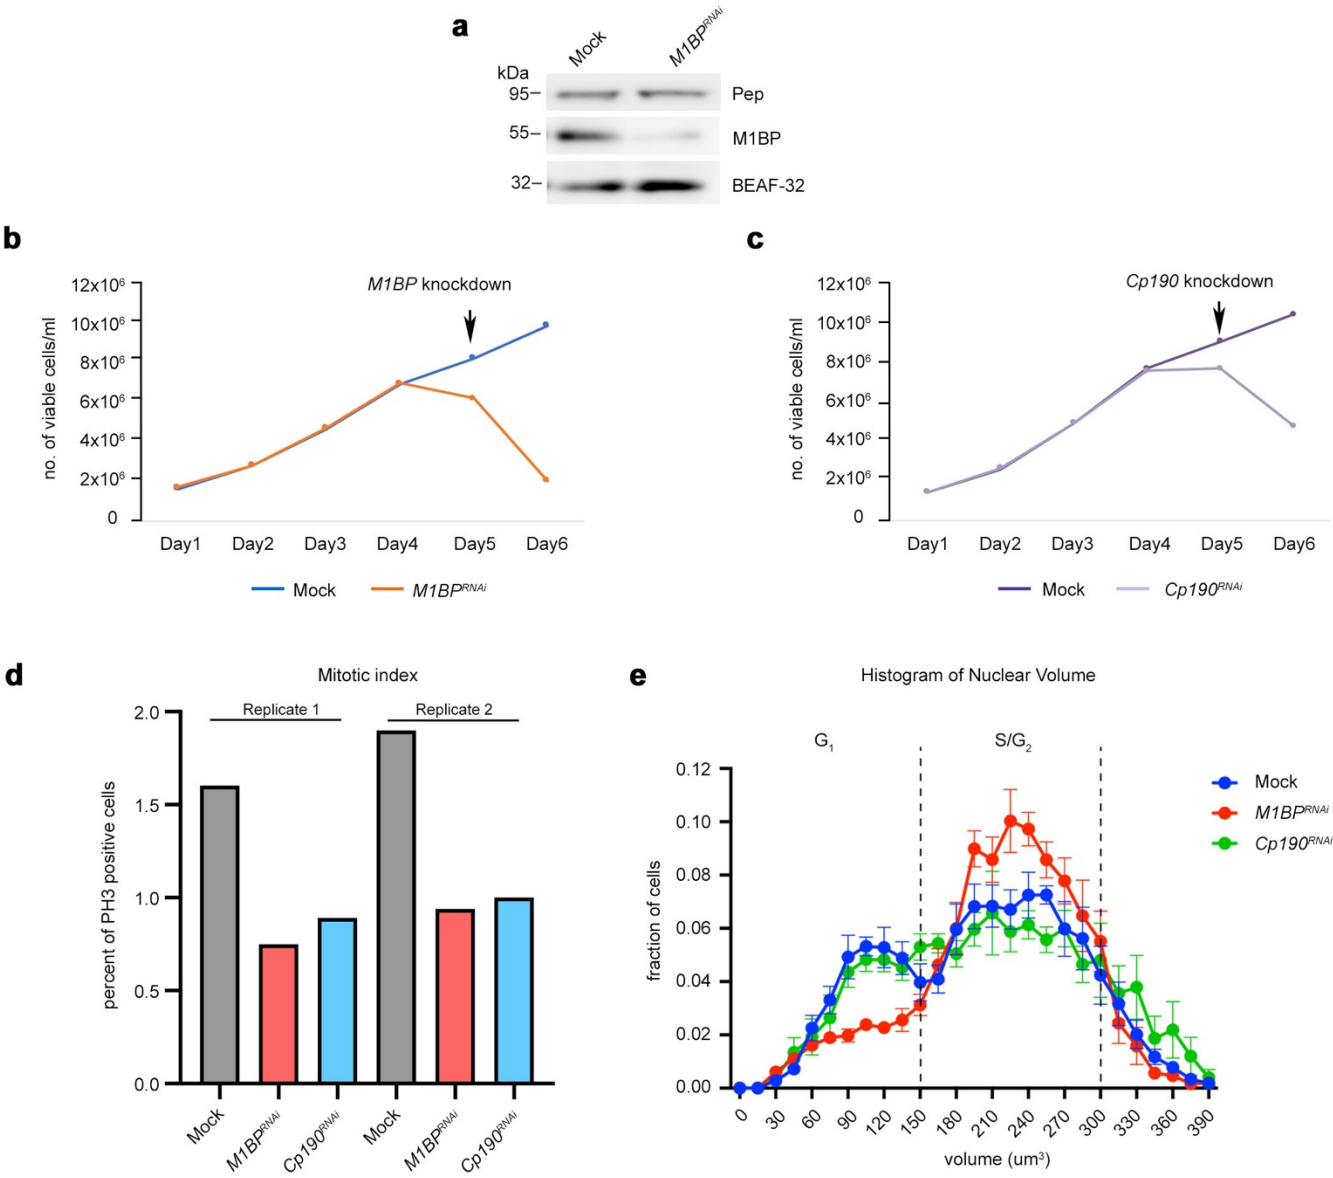

**Supplementary Figure 2. Related to Figure 3 and 6. Functional analysis of M1BP and CP190.**

**a** Western blotting of total lysates from Kc control Mock and *M1BP* knockdown cells showing knockdown efficiency of *M1BP* after 5 days of dsRNA transfection and no effect on protein levels of BEAF-32. Pep is used as loading control. Western blotting was performed two times with similar results. **b** Viable cell counts of Mock or *M1BP* knockdown cells at indicated times after dsRNA transfection in Kc cells. Data represented is the average of two biological replicates. **c** Viable cell counts of Mock or *Cp190* knockdown cells at indicated times after dsRNA transfection in Kc cells. Data represented is the average of two biological replicates. **d** PH3ser10 positive cells were counted in viable (Tubulin positive) Mock, *M1BP* knockdown and *Cp190* knockdown cells after 5 days of knockdown after transfection. Bar graphs show the mean for two biological replicates, where  $n = 888, 1454, \text{ or } 1482$  cells (Mock, *M1BP* knockdown, and *Cp190* knockdown, respectively; rep1) and  $n = 1104, 1171, \text{ and } 1010$  cells (Mock, *M1BP* knockdown, and *Cp190* knockdown, respectively; rep2). **e** Graph representing cell cycle stage in Mock, *M1BP* knockdown, and *Cp190* knockdown based on nuclear volume. Data represented as mean  $\pm$  SE of the average of four biological replicates.

Supplementary Figure 3

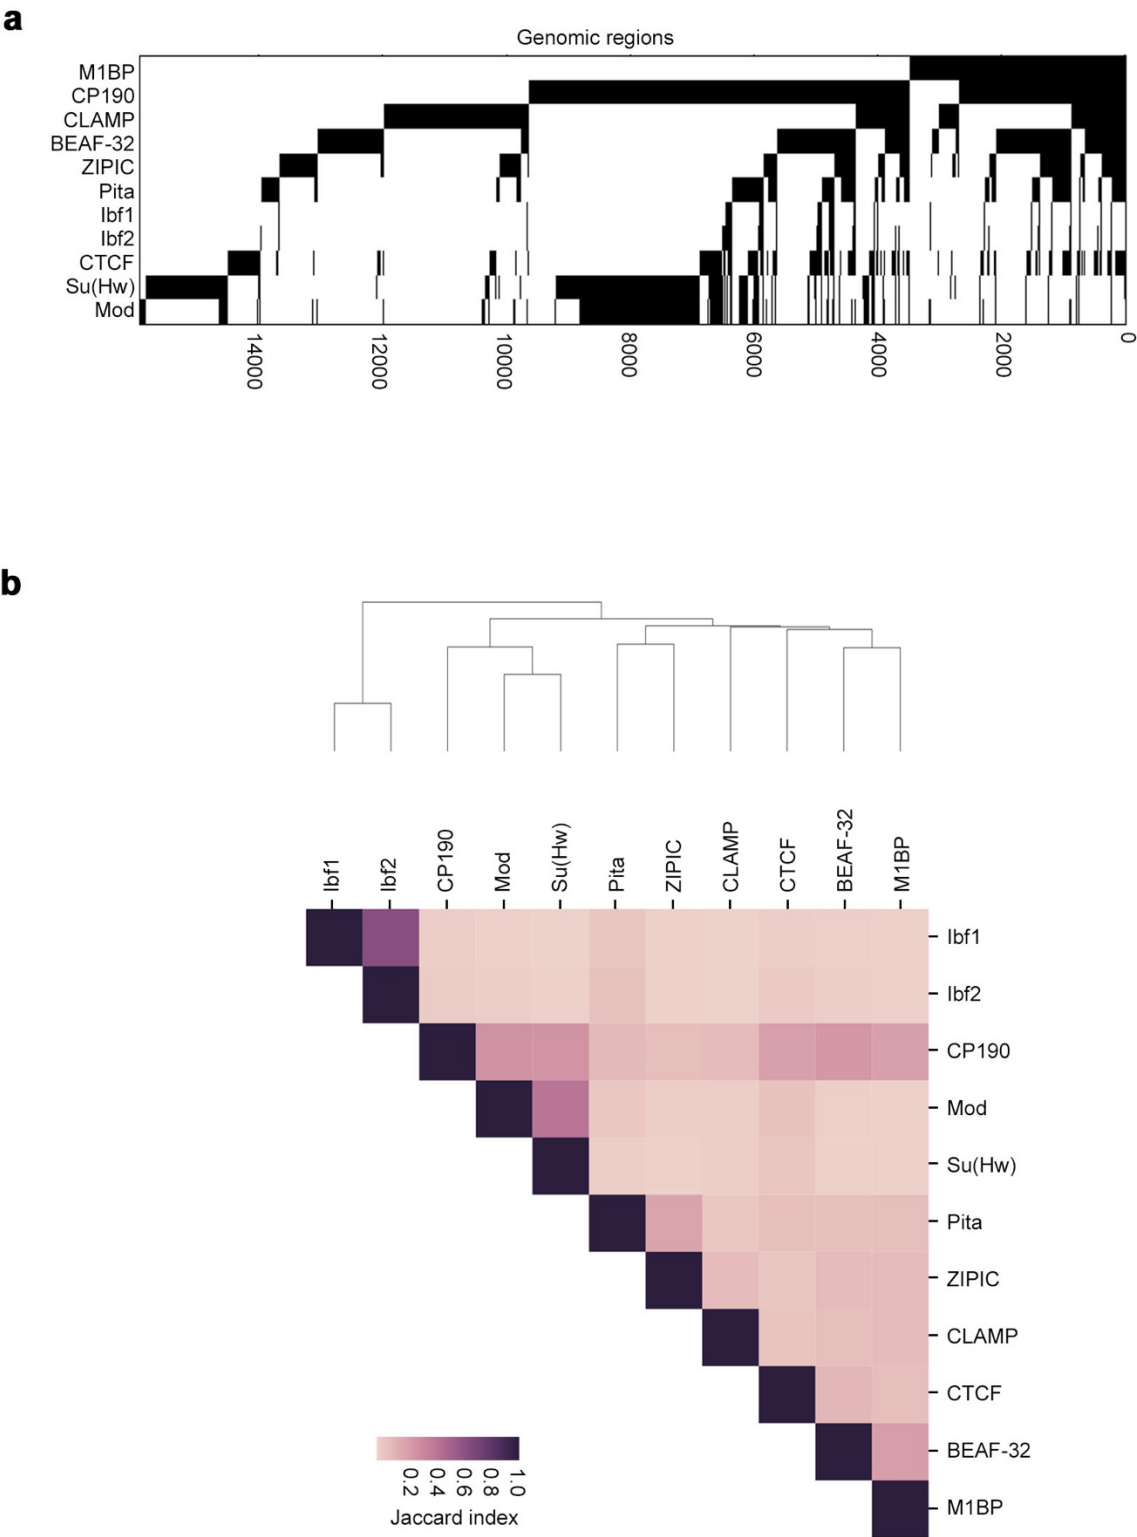

**Supplementary Figure 3. Related to Figure 3. M1BP co-localizes with CP190 and other factors.**

**a** Binary heat map shows comparison of binding of M1BP, CP190, CLAMP, BEAF-32, Su(Hw), Mod(mdg4)67.2, and CTCF in Kc cells and ZIPIC, Pita, Ibf1, and Ibf2 in S2 cells. A black mark in a row indicates presence of the particular factor at that genomic region.

**b** Jaccard heatmap shows heatmap of pairwise comparisons of colocalization of M1BP with *gypsy* components and other factors.

Supplementary Figure 4

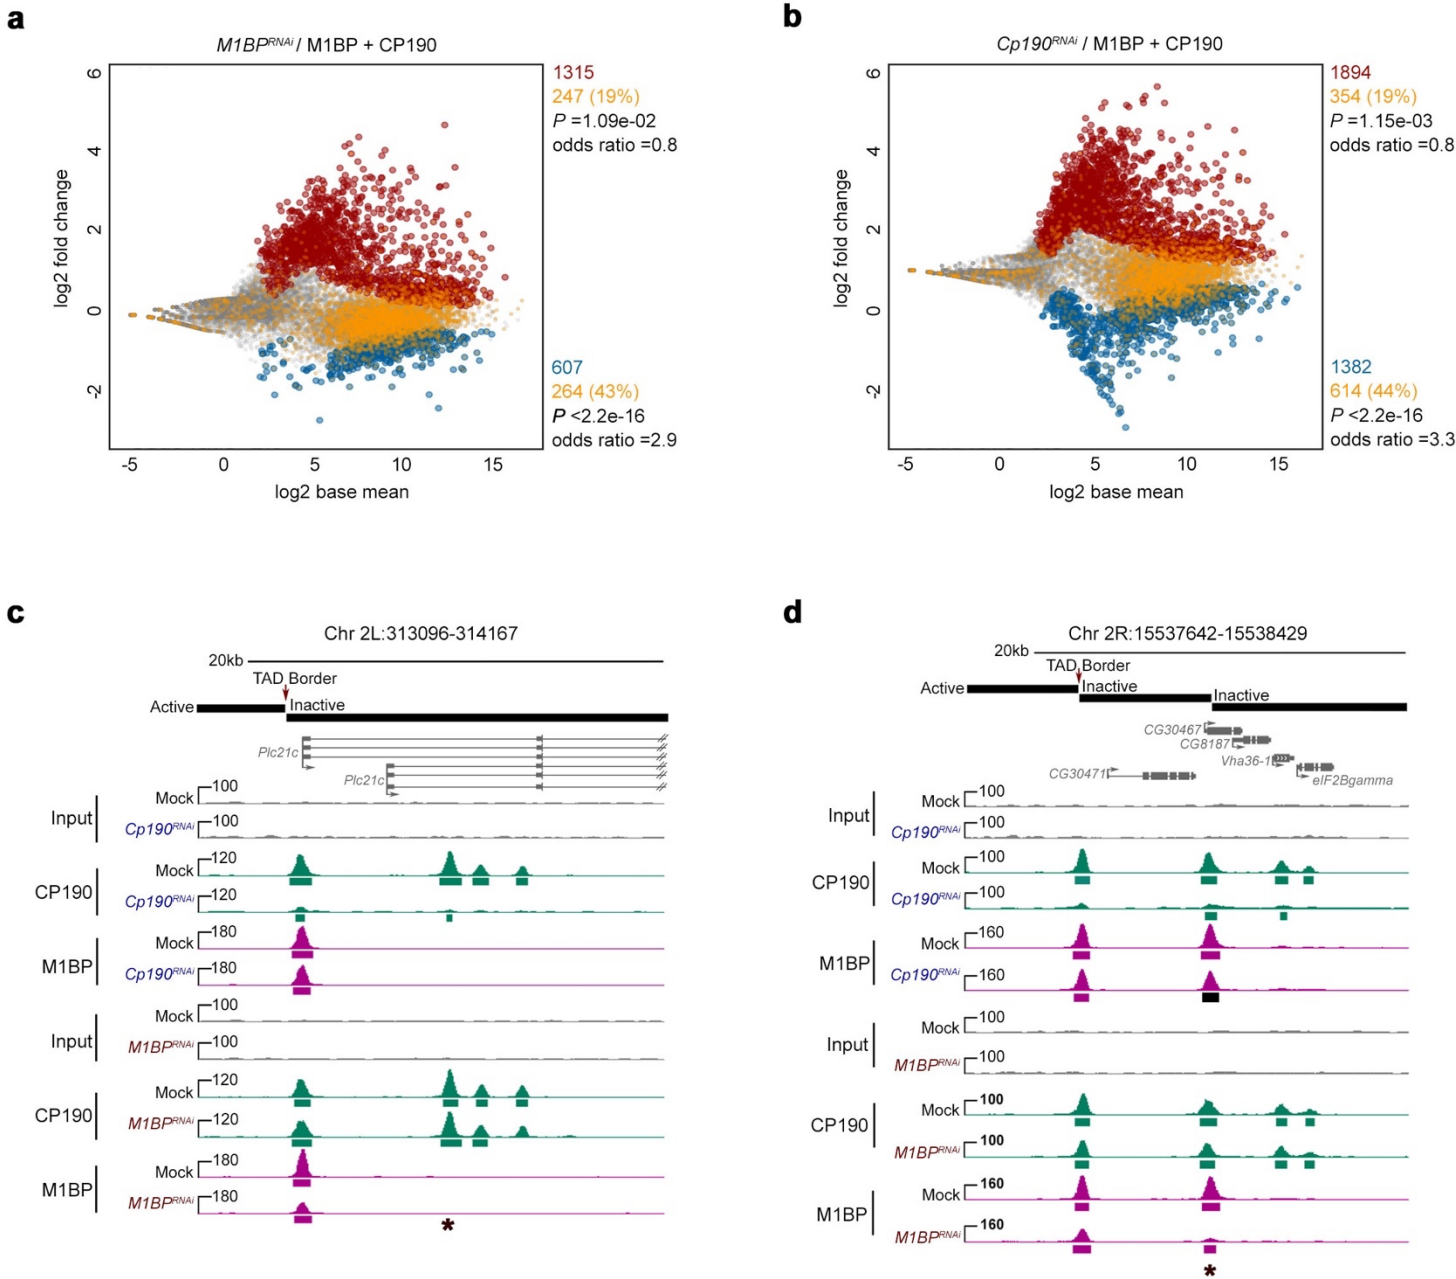

**Supplementary Figure 4. Related to Figure 4 and Figure 6. M1BP and CP190 bind promoters of M1BP- and CP190-activated genes and M1BP promotes CP190 recruitment and vice versa.**

**a** MA plot shows changes in neuRNA levels upon depletion of M1BP. Statistically significant changes include 1315 up-regulated genes (red) and 607 down-regulated genes (blue). Gene promoters containing common overlapping peaks of both M1BP and CP190. Two-sided Fisher's exact test used to derive *P*-values and odds ratios indicate significance of enrichment between affected genes and presence of both M1BP and CP190 peaks at promoters. Peak is additionally colored yellow. **b** MA plot representing affected genes in neuRNA seq after depletion of CP190. Significantly up-regulated genes 1894 (red) and 1382 down-regulated genes (blue) are shown. Common M1BP and CP190 peaks associated with promoters of affected genes are colored yellow (Two-sided Fisher's exact test). **c** Example screenshot of ChIP-seq profiles showing there is no change in CP190 binding after depletion of M1BP at a site that is not co-bound by M1BP. Asterisk indicates particular peak measured in Figure 6C, site 12. **d** Example screenshot of ChIP-seq profiles showing there is no change in CP190 binding after depletion of M1BP, and M1BP binding after depletion of CP190 at shared site. Asterisk indicates the particular peak measured in Figure 6C, site 11.  $C_t$  values are available in the Source Data 7 for **c-d**. Statistically significant decreased M1BP ChIP-seq peak after depletion of M1BP is shown in black.

## Supplementary Figure 5

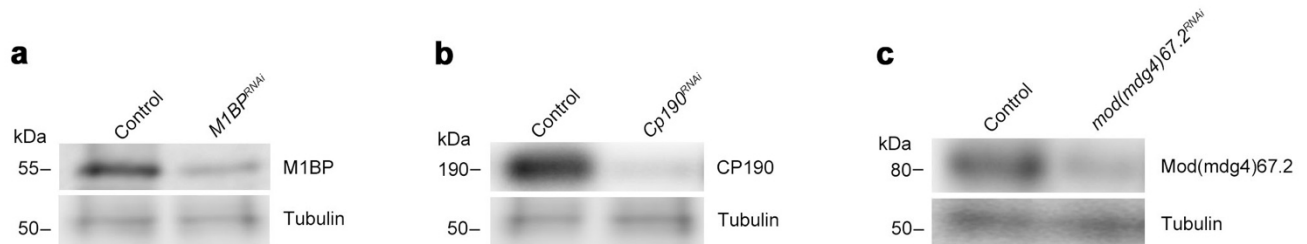

**Supplementary Figure 5. Related to Figure 5. dsRNAs are used to deplete M1BP, CP190 and Mod(mdg4)67.2 in Kc cells.**

**a** Western blot showing the knockdown efficiency of *M1BP*,

**b** *Cp190*,

**c** *mod(mdg4)*.

Samples from the same experiment were run on different gels for proteins with similar molecular weights. Western blotting was performed two times with similar results.

Supplementary Figure 6

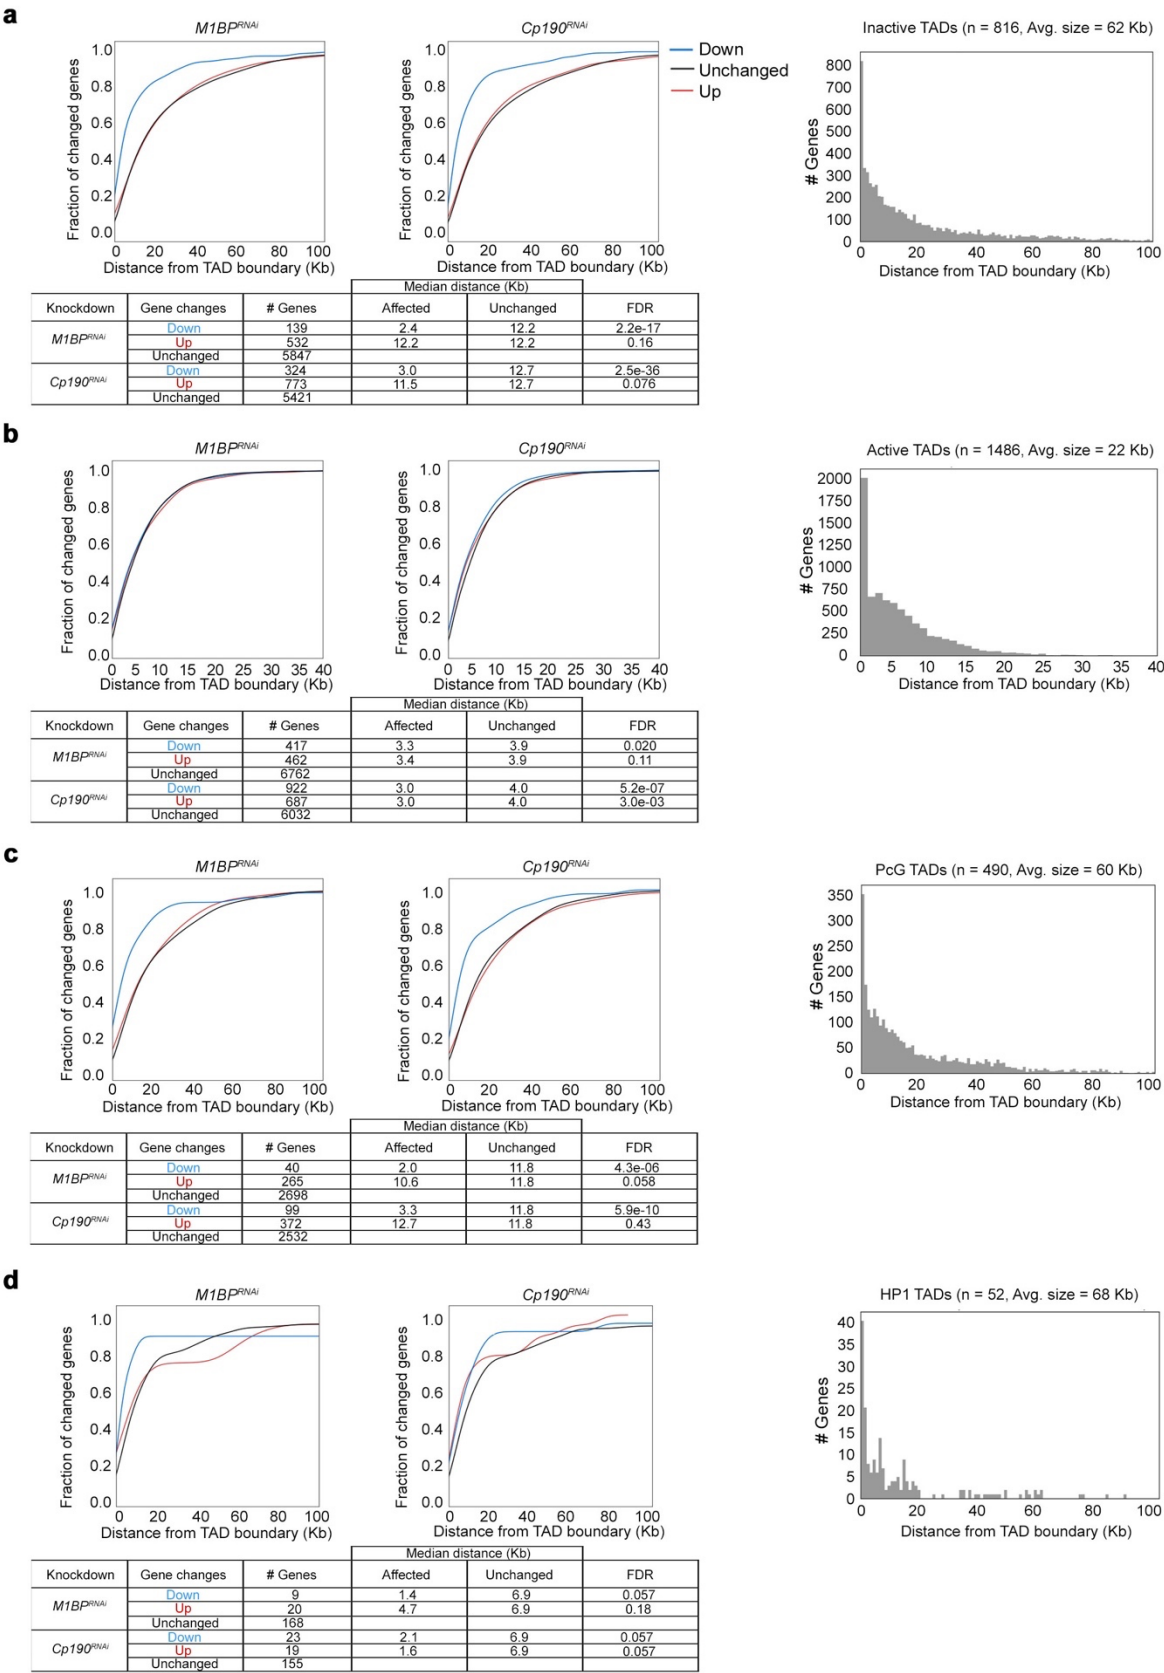

**Supplementary Figure 6. Related to Figure 6. M1BP and CP190 transcriptionally activate genes near TAD borders genome-wide independent of chromatin state.**

Cumulative histograms of promoter distance from closest TAD border for (a) inactive, (b) active, (c) PcG, and (d) HP1 TADs classified by change in nascent expression in *M1BP* (left) or *Cp190* (right) knockdown cells. Downregulated (blue), upregulated (red), or unchanged (black) genes are indicated. Tables below each graph indicate number of changed genes for upregulated, downregulated, and unchanged genes for each knockdown and median distance from closest TAD border. Genes with promoters not located inside a TAD were excluded from the analysis. Mann-Whitney U test for each set of changed genes against unchanged genes are shown. Average sizes and number for each TAD class are also shown. Histogram with number of genes per closest distance to each TAD border is shown. Note that active TADs are the shortest and therefore display the least median distance between borders and all gene promoters yet still display statistically significant differences.

## Supplementary Figure 7

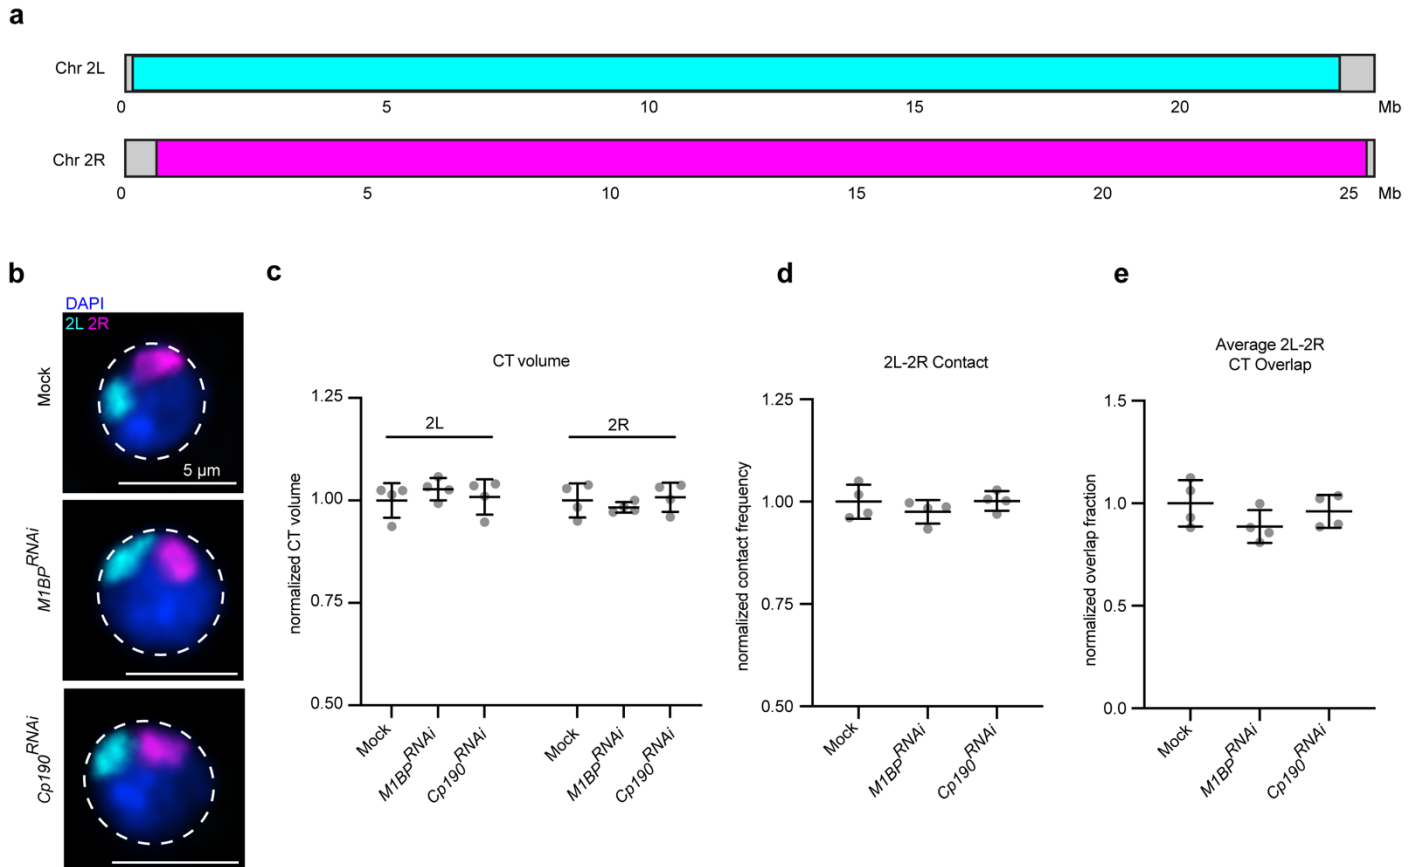

### Supplementary Figure 7. Related to Figure 8. Depletion of M1BP or CP190 does not alter CT formation.

**a** Schematic of whole chromosome paints used in **b-e**. **b** Representative images of CTs in control (Mock) or knockdown cells (*M1BP*, *Cp190*). Images are projections of 10 Z stacks. Dashed line represents nuclear edge. **c** Dot plot showing average CT volume shown as a fraction of nuclear volume normalized to controls. 2L, left; 2R, right. 2L (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.12$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.25$ ), 2R (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.38$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.25$ ). **d** Absolute contact frequencies between 2L and 2R (where 100% = contact in all cells) normalized to controls. Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.25$ , Mock vs *Cp190*<sup>RNAi</sup>  $P > 0.99$ . **e** Average 2L-2R CT intermixing volume as a fraction of 2R volume. All values are normalized to the average of mock controls. Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.25$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.62$ . In plots **c-e**, data are represented as mean of all replicates

(mid-line)  $\pm$  SD (error bars). Each dot represents the mean of a single replicate. P-values determined by paired t-test (two-tailed) of means before normalization to controls for all samples. All data shown in **c-e**, number of cells examined from replicate 1 (Mock n = 726, *M1BP<sup>RNAi</sup>* n = 406, *Cp190<sup>RNAi</sup>* n = 508), replicate 2 (Mock n = 575, *M1BP<sup>RNAi</sup>* n = 336, *Cp190<sup>RNAi</sup>* n = 656), replicate 3 (Mock n = 368, *M1BP<sup>RNAi</sup>* n = 641, *Cp190<sup>RNAi</sup>* n = 608), replicate 4 (Mock n = 845, *M1BP<sup>RNAi</sup>* n = 843, *Cp190<sup>RNAi</sup>* n = 863) over four biological replicates.

Supplementary Figure 8

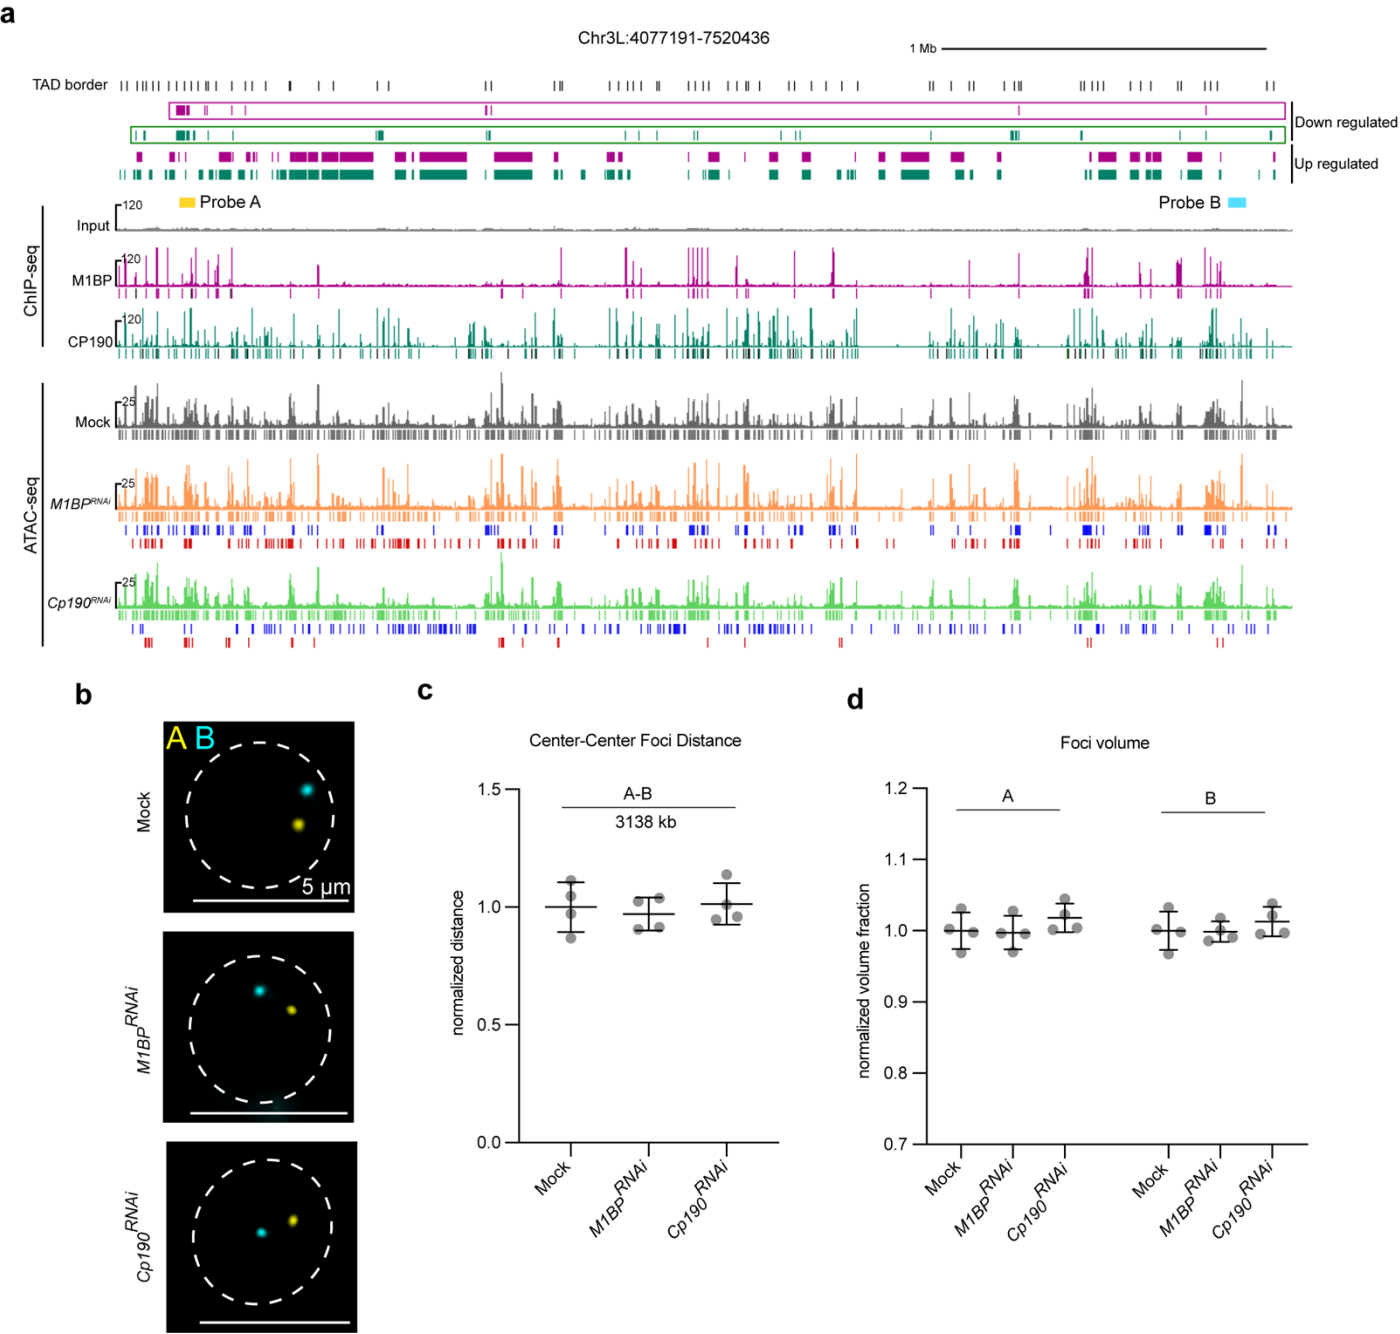

**Supplementary Figure 8. Related to Figure 8. Depletion of M1BP or CP190 does not change long-range intra-chromosomal distance.**

**a** Screenshot of regions detected by A and B probes spaced ~3.1 Mb apart. TAD borders, downregulated (boxed) and upregulated genes in either M1BP (purple) or CP190 (green) knockdowns, ChIP-seq signals of M1BP and CP190, and called peaks are shown. Called ChIP-seq peaks shown in black are decreased in the knockdown of the opposite factor. ATAC-seq signals of mock, M1BP-depleted, and CP190-depleted cells, called peaks, decreased peaks relative to mock (blue bars), and increased peaks (red bars) are also shown. **b** Representative nuclei labeled with probes shown in **a**. Single Z slices are shown. Dashed line represents nuclear edge. **c** Average center-to-center distance between probes A and B. Single cell distances were normalized to nuclear radius, and all population averages were normalized to their respective controls. Mock vs *M1BP<sup>RNAi</sup>*  $P = 0.62$ , Mock vs *Cp190<sup>RNAi</sup>*  $P > 0.99$ . **d** Normalized foci volume shown as a fraction of nuclear volume. All averages were normalized to the average of mock controls. Probe A (Mock vs *M1BP<sup>RNAi</sup>*  $P = 0.25$ , Mock vs *Cp190<sup>RNAi</sup>*  $P = 0.25$ ), Probe B (Mock vs *M1BP<sup>RNAi</sup>*  $P > 0.99$ , Mock vs *Cp190<sup>RNAi</sup>*  $P = 0.62$ ). In plots **c-d**, data are represented as mean of all replicates (mid-line)  $\pm$  SD (error bars). Each dot represents the mean of a single replicate. P-values determined by paired t-test (two-tailed) of means before normalization to controls for all samples. All data shown in c-d are from four biological replicates. Number of cells measured from replicate 1 (Mock  $n = 200$ , *M1BP<sup>RNAi</sup>*  $n = 191$ , *Cp190<sup>RNAi</sup>*  $n = 191$ ), replicate 2 (Mock  $n = 192$ , *M1BP<sup>RNAi</sup>*  $n = 180$ , *Cp190<sup>RNAi</sup>*  $n = 108$ ), replicate 3 (Mock  $n = 137$ , *M1BP<sup>RNAi</sup>*  $n = 196$ , *Cp190<sup>RNAi</sup>*  $n = 214$ ), replicate 4 (Mock  $n = 165$ , *M1BP<sup>RNAi</sup>*  $n = 190$ , *Cp190<sup>RNAi</sup>*  $n = 191$ ). Data represented as mean  $\pm$  SD.

## Supplementary Figure 9

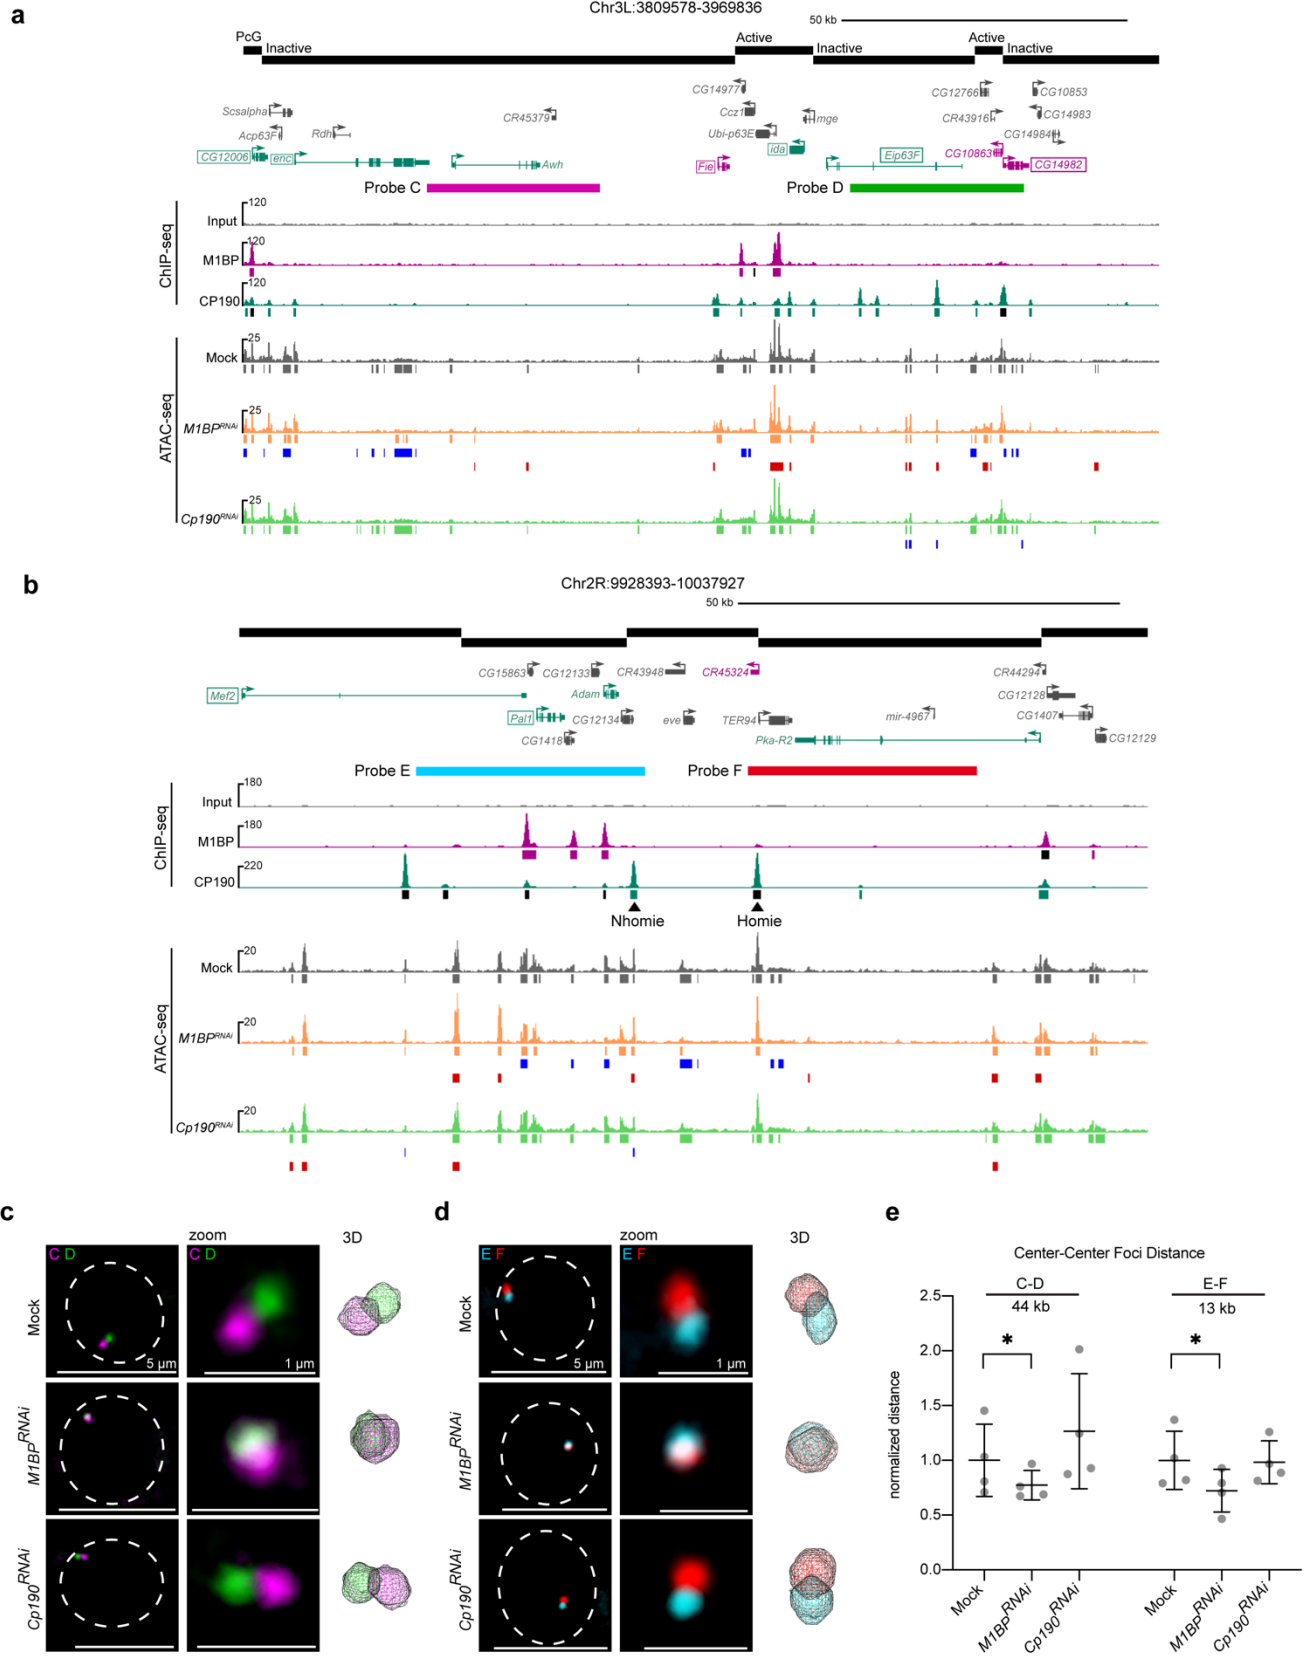

**Supplementary Figure 9. Related to Figure 8. Knockdown of *M1BP* increases local genome compaction.**

**a** Screenshot of regions detected by C and D probes spaced ~44 kb apart. TADs with state classification, longest isoform of genes, ChIP-seq signals of M1BP and CP190, and called peaks are shown. Upregulated genes in either *M1BP* or *Cp190* knockdown are shown in purple or green, respectively. Downregulated genes in either *M1BP* or *Cp190* knockdowns are outlined with a box and shown in purple or green, respectively. Called ChIP-seq peaks shown in black are significantly decreased in the knockdown of the opposite factor. ATAC-seq signals of mock, M1BP-depleted, and CP190-depleted cells, called peaks, decreased peaks relative to mock (blue bars), and increased peaks (red bars) are also shown. **b** Screenshot of regions detected by E and F probes spaced ~13 kb apart. **c, d** Left: Representative G1 nuclei labeled with probes shown in **a** and **b**, respectively. Single Z slices are shown. Dashed line represents nuclear edge. Center: Zoom of FISH signals. Right: 3D mesh rendering from TANGO. **e** Average center-to-center distance between probes C-D (left) and E-F (right). Single cell distances were normalized to nuclear radius before population averages were calculated. All averages were normalized to the average of mock controls. Asterisk indicates  $P$ -values  $< 0.05$ . C-D (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.045$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.11$ ), E-F (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.039$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.97$ ). Data are represented as mean of all replicates (mid-line)  $\pm$  SD (error bars). Each dot represents the mean of a single replicate.  $P$ -values determined by paired t-test (two-tailed) of means before normalization to controls. Data shown are from G1 cells from four biological replicates, C-D: replicate 1 (Mock  $n = 144$ , *M1BP*<sup>RNAi</sup>  $n = 350$ , *Cp190*<sup>RNAi</sup>  $n = 106$ ), replicate 2 (Mock  $n = 196$ , *M1BP*<sup>RNAi</sup>  $n = 239$ , *Cp190*<sup>RNAi</sup>  $n = 84$ ), replicate 3 (Mock  $n = 285$ , *M1BP*<sup>RNAi</sup>  $n = 312$ , *Cp190*<sup>RNAi</sup>  $n = 206$ ), replicate 4 (Mock  $n = 187$ , *M1BP*<sup>RNAi</sup>  $n = 555$ , *Cp190*<sup>RNAi</sup>  $n = 195$ ), E-F: replicate 1 (Mock  $n = 92$ , *M1BP*<sup>RNAi</sup>  $n = 109$ , *Cp190*<sup>RNAi</sup>  $n = 76$ ), replicate 2 (Mock  $n = 97$ , *M1BP*<sup>RNAi</sup>  $n = 161$ , *Cp190*<sup>RNAi</sup>  $n = 93$ ), replicate 3 (Mock  $n = 99$ , *M1BP*<sup>RNAi</sup>  $n = 93$ , *Cp190*<sup>RNAi</sup>  $n = 127$ ), replicate 4 (Mock  $n = 190$ , *M1BP*<sup>RNAi</sup>  $n = 206$ , *Cp190*<sup>RNAi</sup>  $n = 187$ ). Data represented as mean  $\pm$  SD.

## Supplementary Figure 10

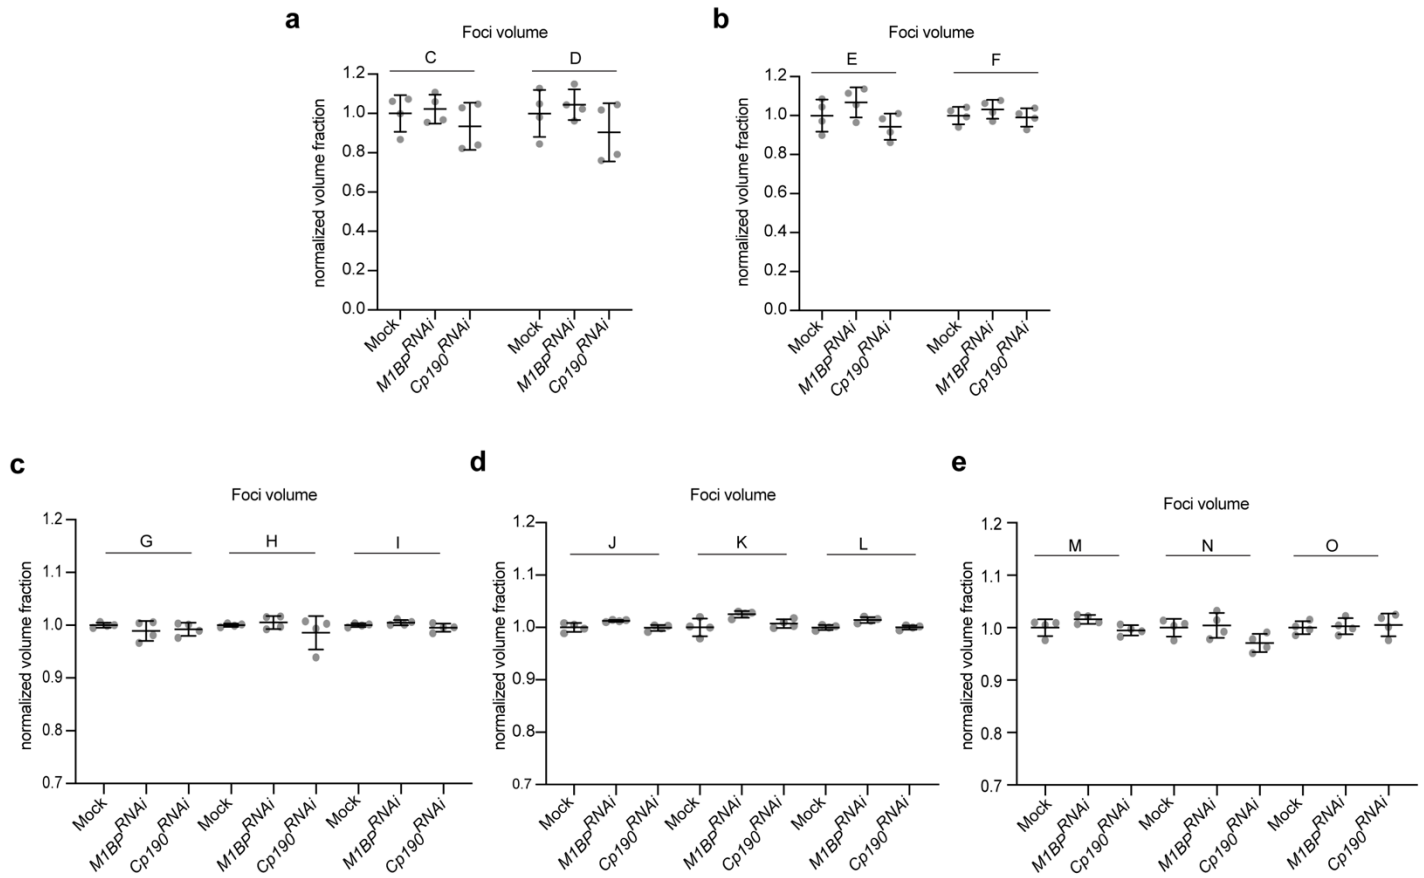

### Supplementary Figure 10. Related to Figure 8. Knockdowns of *M1BP* and *Cp190* do not alter foci volume.

**a** Normalized foci volume shown as a fraction of nuclear volume of Probes C (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.72$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.42$ ), D (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.56$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.35$ ), **b** Probes E (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.28$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.33$ ), F, (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.38$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.78$ ), **c** Probes G (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.34$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.32$ ), H (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.48$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.43$ ), I (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.17$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.33$ ), **d** Probes J (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.060$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.88$ ), K (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.056$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.47$ ), L (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.055$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.98$ ), **e** M (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.99$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.96$ ), N (Mock vs *M1BP*<sup>RNAi</sup>  $P = 0.69$ , Mock vs *Cp190*<sup>RNAi</sup>  $P = 0.23$ ) and O (Mock vs

*M1BP<sup>RNAi</sup>*  $P = 0.99$ , Mock vs *Cp190<sup>RNAi</sup>*  $P = 0.95$ ). In plots **a-e**, data are represented as mean of all replicates (mid-line)  $\pm$  SD (error bars). Each dot represents the mean of a single replicate.  $P$ -values determined by unpaired t-test (two-tailed) of means before normalization to controls for all samples. All averages were normalized to the average of their respective mock controls. Data represented as mean  $\pm$  SD. **a-b**, four biological replicates were used. Please see “n” per replicate in legends of Supplementary Figure 9 and for **c-e** Supplementary Table 10-12.

Supplementary Figure 11

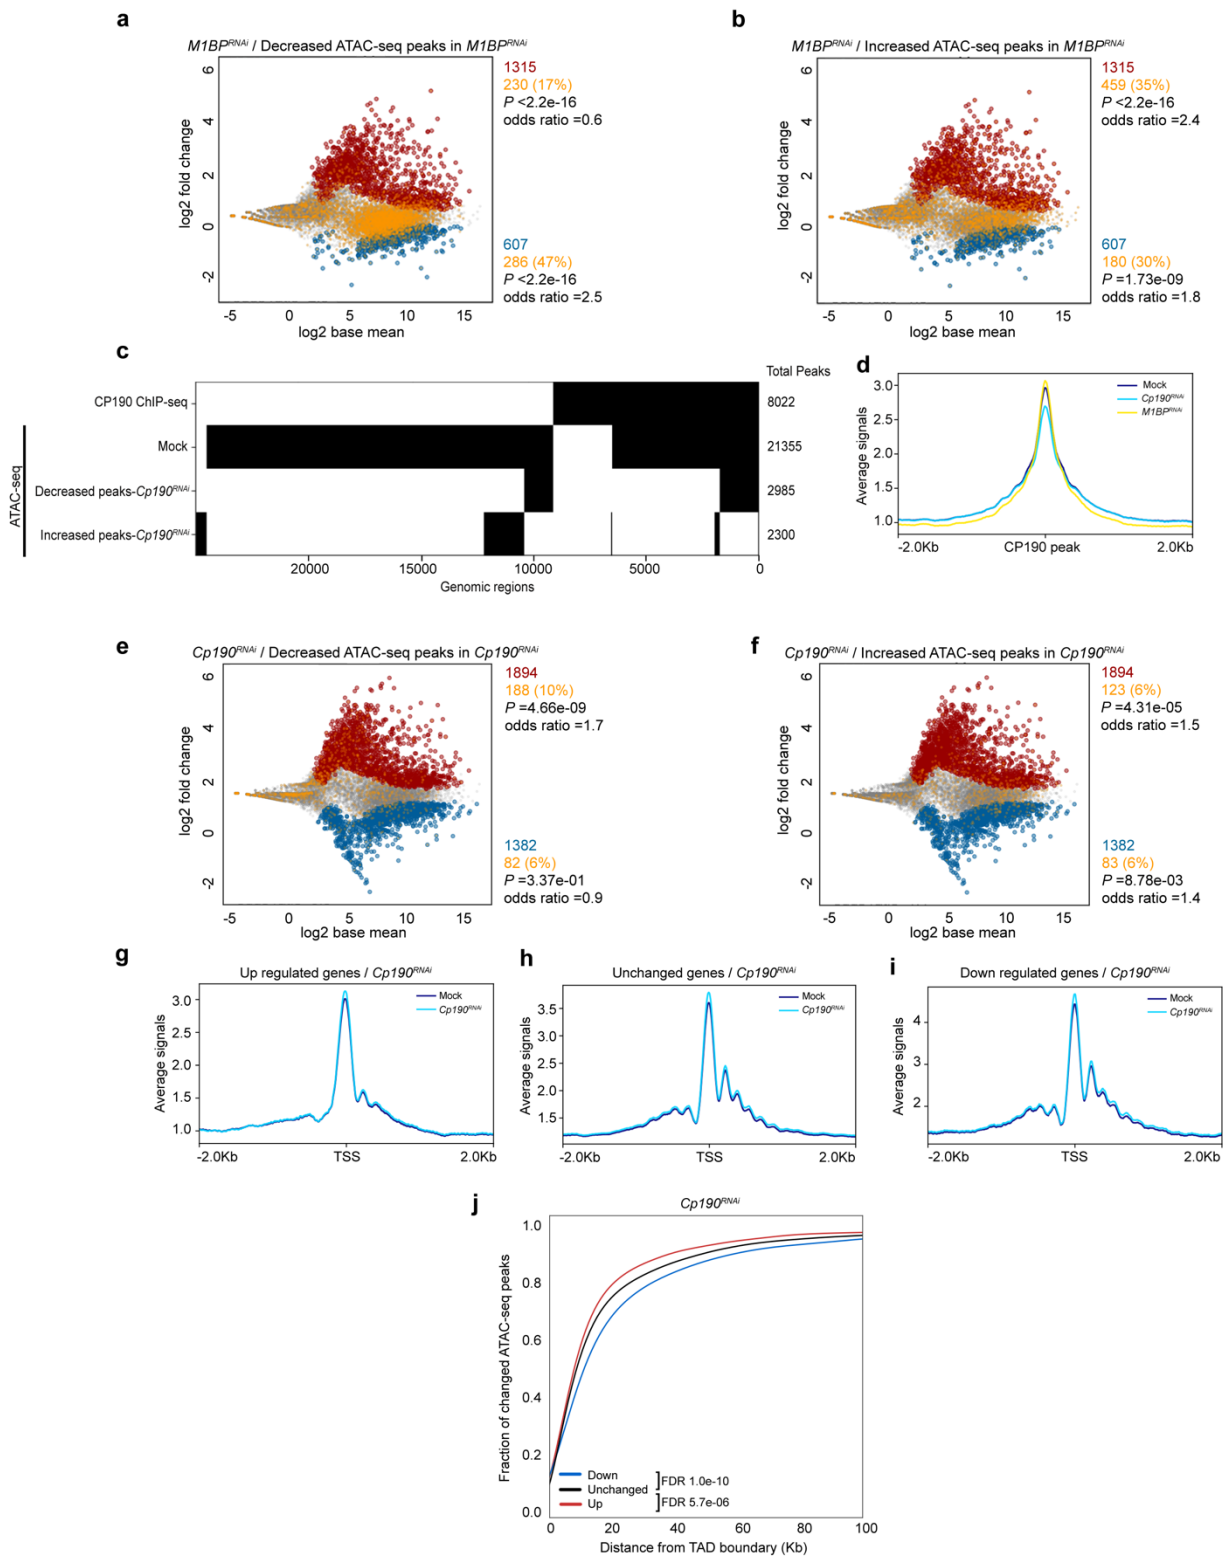

**Supplementary Figure 11. Related to Figure 9. CP190 knockdown shows mild changes in chromatin accessibility genome-wide.**

**a, b** MA plots showing changes in neuRNA levels upon depletion of M1BP. Statistically significant changes include 1315 up-regulated genes (red) and 607 down-regulated genes (blue) using  $p_{adj} < 0.05$ . Unchanged genes are indicated in grey. Fisher's exact test (two-sided) was used. Gene promoters containing decreased ATAC-seq peaks (**a**) or increased ATAC-seq peaks in depletion of M1BP (**b**) are additionally colored yellow. **c** Binary heatmap of CP190 ChIP-seq peaks, Mock ATAC-seq peaks, decreased and increased ATAC-seq peaks in *Cp190* knockdown ordered by supervised hierarchical clustering. Each row represents a single independent genomic location, and a black mark in a column represents the presence of a particular factor. **d** Average ATAC-seq signals of Mock, *M1BP<sup>RNAi</sup>* and *Cp190<sup>RNAi</sup>* from a 4 kb genomic window centered on CP190 binding sites (ChIP-seq peaks). **e, f** MA plots showing changes in neuRNA levels upon depletion of CP190. Statistically significant changes include 1894 up-regulated genes (red) and 1382 down-regulated genes (blue) using  $p_{adj} < 0.05$ . Unchanged genes are indicated in grey. Fisher's exact test (two-sided) was used. Gene promoters containing decreased ATAC-seq peaks (**e**) or increased ATAC-seq peaks in depletion of CP190 (**f**) are additionally colored yellow. **g, h, i** Average signal plots show enrichment of ATAC-seq signals of Mock, *M1BP<sup>RNAi</sup>* and *Cp190<sup>RNAi</sup>* from a 4 Kb genomic window at TSS of upregulated genes (**g**) Unchanged genes (**h**) Downregulated genes (**i**) in *Cp190* knockdown. **j** Cumulative histograms of *Cp190<sup>RNAi</sup>*-ATAC-seq peak center distance from closest TAD border classified by change in nascent expression in *Cp190* knockdown cells. Downregulated (blue), upregulated (red), or unchanged (black) genes are indicated. Mann-Whitney U test for each set of changed genes against unchanged genes are shown.

**Supplementary Table 1.** Mass-spec with antibody against Su(Hw) using *Drosophila* embryonic nuclear extract. Presence of M1BP is highlighted in yellow.

| Ratio H/L Su(Hw) | Score  | Intensity  | Razor + unique peptides Su(Hw) | Protein IDs                                                                       | Protein names                                                       | Gene names       |
|------------------|--------|------------|--------------------------------|-----------------------------------------------------------------------------------|---------------------------------------------------------------------|------------------|
| 212.04           | 323.31 | 8594600000 | 19                             | A0A0B4K6W1;P08970                                                                 | Protein suppressor of hairy wing                                    | su(Hw)           |
| 166.26           | 323.31 | 1660900000 | 17                             | Q95RQ8;Q9W1N1                                                                     |                                                                     | pita             |
| 95.362           | 63.599 | 84784000   | 4                              | Q9V3G3                                                                            | Peptidyl-prolyl cis-trans isomerase E                               | cyp33            |
| 92.033           | 323.31 | 1.6513E+10 | 35                             | Q24478                                                                            | Centrosome-associated zinc finger protein CP190                     | Cp190            |
| 87.248           | 13.871 | 789000000  | 2                              | Q9V9X7                                                                            |                                                                     | CG11337-RD       |
| 71.067           | 323.31 | 1295600000 | 9                              | A0A0B4LGV6                                                                        |                                                                     | lbf1             |
| 70.513           | 98.816 | 665430000  | 4                              | Q9VHG6                                                                            |                                                                     | lbf2             |
| 68.41            | 103.67 | 36319000   | 3                              | A0A0B4K7R5;A0A0B4K807;Q9NKKV0-2;Q9NKKV0-4;Q9NKKV0;Q9NKKV0-3                       | Myeloid leukemia factor                                             | Mlf              |
| 65.765           | 6.1137 | 7251700000 | 1                              | A1Z6H9                                                                            |                                                                     | dpr12            |
| 60.171           | 323.31 | 4327600000 | 16                             | Q86B87;Q86B87-22;Q86B87-26;A0A0B4JDE0                                             | Modifier of mdg4                                                    | mod(mdg4)        |
| 52.474           | 47.796 | 33434000   | 3                              | P38040                                                                            | Guanine nucleotide-binding protein subunit gamma-1                  | Ggamma1          |
| 51.558           | 19.674 | 370870000  | 3                              | X2J1Q5;Q9W3W8                                                                     | 60S ribosomal protein L17                                           | RpL17            |
| 49.827           | 57.753 | 21065000   | 4                              | Q9VRQ7                                                                            | DNA polymerase epsilon subunit 2                                    | DNApol-epsilon58 |
| 47.735           | 140.93 | 851980000  | 5                              | Q94513                                                                            |                                                                     | BEAF-32          |
| 45               | 39.496 | 191410000  | 5                              | P07664                                                                            | Serendipity locus protein delta                                     | Sry-delta        |
| 43.222           | 67.193 | 73308000   | 5                              | Q9V3Z3                                                                            |                                                                     | meso18E          |
| 42.194           | 323.31 | 1386900000 | 17                             | Q6NP69;Q8INS9                                                                     |                                                                     | gfzf             |
| 42.132           | 323.31 | 567010000  | 11                             | Q9VHM3                                                                            |                                                                     | M1BP             |
| 41.036           | 323.31 | 89727000   | 8                              | Q8IMF8;A0A0B4LHY1;Q8WR53;Q7KRS7;A8JRI1;Q95UI6;A0A0B4K6P4;A0A0B4K6W9;Q7KES3;E1JJ45 | heph                                                                |                  |
| 41.03            | 118.36 | 173600000  | 7                              | Q9VS55                                                                            |                                                                     | CTCF             |
| 39.906           | 237.2  | 135230000  | 7                              | Q9V3D6                                                                            | Probable cleavage and polyadenylation specificity factor subunit 2  | Cpsf100          |
| 38.81            | 246.39 | 84490000   | 8                              | Q9VDY1                                                                            | Putative DNA helicase Ino80                                         | Ino80            |
| 37.27            | 47.598 | 64998000   | 4                              | E0R905;Q7KSP5;A0A0B4KGA3;A0A0B4K6S1;A0A0B4K6F4;Q8SZN9                             | I(3)neo38-RA;I(3)neo38                                              |                  |
| 37.193           | 75.745 | 65045000   | 5                              | Q9VQ58                                                                            |                                                                     | CG15356-RA       |
| 35.987           | 46.804 | 21145000   | 3                              | M9PBX0;P42003;O96660                                                              | Mothers against decapentaplegic homolog;Protein mothers against dpp | Mad              |
| 34.63            | 210.89 | 46421000   | 4                              | Q9VPX5                                                                            | Vacuolar protein sorting-associated protein 29                      | Vps29            |
| 34.145           | 20.806 | 16203000   | 3                              | Q9W268;Q8MLT6                                                                     |                                                                     | dve              |
| 34.117           | 323.31 | 1119500000 | 28                             | Q9VZ00;X2JEU3                                                                     |                                                                     | CG1737-RA        |
| 32.819           | 323.31 | 320460000  | 16                             | E1JH59;A1Z9E2;A1Z9E2-2                                                            | Protein lin-54 homolog                                              | mip120           |
| 32.745           | 323.31 | 248720000  | 17                             | Q961B8;A0A0B4LEU5                                                                 | ADD1                                                                |                  |
| 32.497           | 323.31 | 102770000  | 7                              | Q9VVA6                                                                            |                                                                     | nudC             |
| 32.053           | 323.31 | 39317000   | 5                              | B7Z0G1;Q02870                                                                     | DNA excision repair protein haywire                                 | hay              |
| 31.819           | 19.338 | 95692000   | 3                              | O76857                                                                            |                                                                     | BCL7-like        |

|        |        |            |    |                                                                      |                                                        |            |
|--------|--------|------------|----|----------------------------------------------------------------------|--------------------------------------------------------|------------|
| 31.502 | 147.01 | 382590000  | 11 | O61602;Q9W1M6;A0A0B4KGD0;Q8MLR4                                      | apt                                                    |            |
| 31.338 | 25.987 | 378770000  | 2  | O44437                                                               | Small nuclear ribonucleoprotein Sm D3                  | SmD3       |
| 31.258 | 16.62  | 31396000   | 2  | Q8MRW1                                                               |                                                        | Tim23      |
| 31.225 | 94.207 | 142350000  | 3  | Q9VFB5                                                               |                                                        | Rpb7       |
| 31.214 | 31.916 | 25071000   | 2  | Q9VQG4;Q9VM51                                                        | Congested-like trachea protein                         | colt       |
| 30.873 | 74.034 | 60741000   | 5  | Q9VN50                                                               | Eukaryotic translation initiation factor 3 subunit F-1 | eIF3-S5-1  |
| 30.367 | 24.182 | 70674000   | 3  | P22769                                                               | Proteasome subunit alpha type-7-1                      | Prosalpha4 |
| 30.276 | 33.388 | 27072000   | 3  | Q9W1V8                                                               |                                                        | I(2)06496  |
| 30.095 | 66.955 | 80908000   | 8  | B7YZI0;Q9V7N5-2;Q9V7N5-3;Q9V7N5                                      | V-type proton ATPase subunit C                         | Vha44      |
| 30.026 | 110.2  | 53398000   | 5  | Q9VTU0                                                               | Protein KRI1 homolog                                   | CG5645     |
| 29.971 | 323.31 | 2690000000 | 56 | M9PE12;E1JHV6;M9PDH1;Q9W0T1;Q9W0T1-2;M9PBG5;Q9W0T1-3;E1JHV7;Q9W0T1-4 | Nucleosome-remodeling factor subunit NURF301           | E(bx)      |
| 29.815 | 103.89 | 34450000   | 5  | X2JA36;Q9VKM6                                                        | Vacuolar protein sorting-associated protein 72 homolog | YL-1       |
| 29.692 | 39.542 | 24197000   | 2  | Q9VB49                                                               |                                                        | mrt        |
| 29.672 | 188.86 | 24996000   | 3  | Q9N693;E1JGL0;A0A0B4KEU2;Q9NBW0;A1ZB51                               | sbb                                                    |            |
| 29.313 | 27.346 | 17808000   | 3  | Q7JUX9                                                               | Mitochondrial ribonuclease P protein 1 homolog         | trmt10c    |
| 29.253 | 72.181 | 1446000000 | 4  | Q9W0A8                                                               |                                                        | RpL23A     |
| 29.093 | 81.43  | 20018000   | 4  | Q9VGI8                                                               | Bloom syndrome protein homolog                         | Blm        |

**Supplementary Table 2.** Mass-spec with antibody against CP190 using *Drosophila* embryonic nuclear extract. Presence of M1BP is highlighted in yellow.

| Ratio H/L CP190 | Score  | Intensity   | Razor + unique peptides CP190 | Protein IDs                                 | Protein names                                                       | Gene names             |
|-----------------|--------|-------------|-------------------------------|---------------------------------------------|---------------------------------------------------------------------|------------------------|
| 1370.2          | 240.72 | 4038100000  | 12                            | Q9VS55                                      |                                                                     | CTCF                   |
| 523.26          | 173.99 | 1119300000  | 30                            | M9MS40;Q9W321;M9PH39                        |                                                                     | nej                    |
| 523.24          | 225.63 | 7975900000  | 7                             | Q94513                                      |                                                                     | BEAF-32                |
| 477.82          | 87.812 | 338600000   | 3                             | Q86B87-12                                   | Modifier of mdg4                                                    | mod(mdg4)              |
| 358.8           | 6.315  | 23477000    | 1                             | Q7JWH5                                      |                                                                     | Roc2                   |
| 342.74          | 46.197 | 2677100000  | 8                             | P07664                                      | Serendipity locus protein delta                                     | Sry-delta              |
| 321.29          | 244.59 | 8741700000  | 14                            | Q9VHM3                                      |                                                                     | M1BP                   |
| 298.11          | 5.6454 | 2003800000  | 2                             | P48588                                      | 40S ribosomal protein S25                                           | RpS25                  |
| 254.74          | 155.88 | 826530000   | 19                            | Q9V3P2                                      |                                                                     | l(2)34Fd               |
| 237.09          | 122.93 | 428110000   | 17                            | Q9VKJ1                                      | MPN domain-containing protein CG4751                                | CG4751                 |
| 229.62          | 276.24 | 437250000   | 12                            | Q9VF00;A0A0B4JDD2                           |                                                                     | GATAe                  |
| 225.25          | 282.5  | 592970000   | 11                            | Q7K2K2;A0A0C4DHG4                           |                                                                     | CG10265-RB             |
| 223.97          | 12.179 | 1270600000  | 5                             | M9PCI2;Q9V3U2                               | H/ACA ribonucleoprotein complex subunit 2-like protein              | NHP2                   |
| 216.59          | 323.31 | 75932000000 | 26                            | Q9VP57                                      |                                                                     | pzg                    |
| 213.05          | 323.31 | 2.36E+11    | 41                            | Q24478                                      | Centrosome-associated zinc finger protein CP190                     | Cp190                  |
| 213.01          | 150.85 | 172400000   | 3                             | Q9NDJ2-2                                    | Helicase domino                                                     | dom                    |
| 201.73          | 323.31 | 24760000000 | 20                            | A0A0B4K6W1;P08970                           | Protein suppressor of hairy wing                                    | su(Hw)                 |
| 197.23          | 323.31 | 14583000000 | 65                            | M9PDH1;M9PE12;E1JHV6;Q9W0T1;Q9W0T1-2;M9PBG5 | Nucleosome-remodeling factor subunit NURF301                        | E(bx)                  |
| 196.61          | 91.73  | 835900000   | 25                            | Q9VUQ5-2;Q9VUQ5;M9PFK7                      | Protein argonaute-2                                                 | AGO2                   |
| 173.41          | 45.172 | 1371100000  | 6                             | Q867Z4                                      | Longitudinals lacking protein, isoforms F//K/T                      | lola                   |
| 170.35          | 323.31 | 20926000000 | 24                            | Q86BS3                                      |                                                                     | Chro                   |
| 170.3           | 323.31 | 3389900000  | 24                            | M9PID3;M9PG82;M9PG20;Q9VPB0                 |                                                                     | HIPP1                  |
| 167.67          | 81.458 | 7974200000  | 7                             | Q9VHG6                                      |                                                                     | lbf2                   |
| 164.1           | 71.81  | 151150000   | 6                             | Q7K148                                      | Proteasome subunit beta type                                        | Prosbeta5              |
| 146.68          | 323.31 | 10000000000 | 26                            | Q6NP69;Q8INS9                               |                                                                     | qfzf                   |
| 145.58          | 13.771 | 46507000    | 7                             | Q9VBA2                                      |                                                                     | SIP2-RE                |
| 145.13          | 26.461 | 334110000   | 3                             | X2JKS9;Q9VXB3                               | Histone deacetylase complex subunit SAP30 homolog                   | Sap30                  |
| 143.66          | 20.997 | 187390000   | 10                            | Q9VR99                                      | Cactin                                                              | cactin                 |
| 135.29          | 121.04 | 827160000   | 6                             | E0R905;Q7KSP5;A0A0B4KGA3                    |                                                                     | l(3)neo38-RA;l(3)neo38 |
| 130.24          | 91.258 | 510650000   | 9                             | Q9V9N4;Q8IGP5                               |                                                                     | Jupiter;Clamp          |
| 126.26          | 19.669 | 244850000   | 7                             | Q9XYA7;Q8INR0;Q8INQ9                        |                                                                     | stck                   |
| 123.78          | 251.21 | 15211000000 | 10                            | A0A0B4LGV6                                  |                                                                     | lbf1                   |
| 122.29          | 323.31 | 2504300000  | 30                            | E1JH59;A1Z9E2;A1Z9E2-2                      | Protein lin-54 homolog                                              | mip120                 |
| 113             | 108.33 | 215630000   | 5                             | Q9W4V9                                      |                                                                     | dwg                    |
| 111.91          | 45.803 | 52667000    | 4                             | Q9VFX8                                      |                                                                     | Ravus                  |
| 110.91          | 61.461 | 218180000   | 10                            | M9PCX8;M9PCD8;P08630-2;P08630               | Non-specific protein-tyrosine kinase;Tyrosine-protein kinase Btk29A | Btk29A                 |
| 109.48          | 63.299 | 175110000   | 16                            | X2JEY9;M9PHF1;X2JEM2;X2JJJP5;A8JUU1;A8JUU3  |                                                                     | Sec16                  |

|        |        |            |    |                                                                        |                                               |               |
|--------|--------|------------|----|------------------------------------------------------------------------|-----------------------------------------------|---------------|
| 105.36 | 89.551 | 420650000  | 11 | Q7K4M4                                                                 | Protein teflon                                | tef           |
| 103.69 | 200.11 | 1192700000 | 17 | Q9VRI0                                                                 |                                               | Hlc           |
| 102.54 | 108.68 | 267410000  | 9  | Q9VDS7;A0A0B4LID7                                                      |                                               | CG4538-RA     |
| 99.278 | 26.326 | 54268000   | 7  | Q24371-2;Q24371                                                        | Protein lethal(2)denticleless                 | l(2)dtl       |
| 97.531 | 270.1  | 1188400000 | 13 | Q9VZJ3                                                                 |                                               | Rcd5          |
| 90.255 | 50.377 | 117030000  | 5  | Q9W2E3                                                                 |                                               | NC2alpha      |
| 89.241 | 52.522 | 216100000  | 8  | Q0KI58;A0A0B4KHP7;Q8IN90;Q5BIJ2;B7Z0L6;A0A0B4KHB9;B7Z0L7;Q9VEC6;Q8IN89 |                                               | PP2A-B        |
| 88.634 | 43.088 | 1053500000 | 4  | Q9VN42                                                                 |                                               | Dip2          |
| 86.12  | 22.681 | 1592400000 | 2  | Q9VBH8;Q9VHE5                                                          |                                               | RpL34a;RpL34b |
| 84.735 | 323.31 | 5389700000 | 31 | Q9VXE9                                                                 | Structural maintenance of chromosomes protein | SMC3          |
| 82.524 | 5.3231 | 88782000   | 2  | Q9XY35                                                                 | Cytochrome b-c1 complex subunit 9             | ox            |
| 79.162 | 20.843 | 205930000  | 5  | Q9W0S6                                                                 |                                               | mRpL17        |
| 77.842 | 9.1999 | 115120000  | 5  | Q9VA37-2;Q9VA37                                                        |                                               | dj-1beta      |

**Supplementary Table 3.** All viability or lethality levels were 100% unless otherwise indicated. n=total number of flies tested.

| Knockdown                  | <i>Act5C-Gal4</i><br>(ubiquitous)   | <i>Mef2-Gal4</i><br>(muscle-specific) | <i>l(3)31-Gal4</i><br>(CNS-enriched) | <i>Ser-Gal4</i><br>(various tissues) |
|----------------------------|-------------------------------------|---------------------------------------|--------------------------------------|--------------------------------------|
| <i>M1BP<sup>RNAi</sup></i> | Late larval<br>lethality<br>(n=150) | Pupal lethality<br>(n=100)            | Viable<br>(n=100)                    | Viable<br>(n=120)                    |

**Supplementary Table 4.** Luciferase assay *P*-values for *M1BP* knockdown and all other controls using *Act5C-Gal4*, *Mef2-Gal4* and *I(3)31-1-Gal4* in male larvae are indicated. *Gal4* driver lines are highlighted with orange. All genotypes of larvae are indicated with bold and italic.

|                                            |                             |                               |                                            |                         |                           |                                        |
|--------------------------------------------|-----------------------------|-------------------------------|--------------------------------------------|-------------------------|---------------------------|----------------------------------------|
| <b><i>Act5C-Gal4&gt;</i></b>               |                             |                               |                                            |                         |                           |                                        |
|                                            | <b><i>non-ins; ctrl</i></b> | <b><i>non-ins; su(Hw)</i></b> | <b><i>non-ins; M1BP<sup>RNAi</sup></i></b> | <b><i>ins; ctrl</i></b> | <b><i>ins; su(Hw)</i></b> | <b><i>ins; M1BP<sup>RNAi</sup></i></b> |
| <b><i>non-ins; su(Hw)</i></b>              | 9.62E-01                    |                               |                                            |                         |                           |                                        |
| <b><i>non-ins; M1BP<sup>RNAi</sup></i></b> | 9.74E-01                    | 9.99E-01                      |                                            |                         |                           |                                        |
| <b><i>ins; ctrl</i></b>                    | 1.46E-12                    | 1.46E-12                      | 1.46E-12                                   |                         | 1.46E-12                  | 4.43E-05                               |
| <b><i>ins; su(Hw)</i></b>                  | 1.55E-02                    | 1.12E-01                      | 9.48E-02                                   | 1.46E-12                |                           | 1.60E-12                               |
| <b><i>ins; M1BP<sup>RNAi</sup></i></b>     | 1.46E-12                    | 1.46E-12                      | 1.46E-12                                   | 4.43E-05                | 1.60E-12                  |                                        |
|                                            |                             |                               |                                            |                         |                           |                                        |
| <b><i>Mef2-Gal4&gt;</i></b>                |                             |                               |                                            |                         |                           |                                        |
|                                            | <b><i>non-ins; ctrl</i></b> | <b><i>non-ins; su(Hw)</i></b> | <b><i>non-ins; M1BP<sup>RNAi</sup></i></b> | <b><i>ins; ctrl</i></b> | <b><i>ins; su(Hw)</i></b> | <b><i>ins; M1BP<sup>RNAi</sup></i></b> |
| <b><i>non-ins; su(Hw)</i></b>              | 8.99E-01                    |                               |                                            |                         |                           |                                        |
| <b><i>non-ins; M1BP<sup>RNAi</sup></i></b> | 6.50E-01                    | 9.97E-01                      |                                            |                         |                           |                                        |
| <b><i>ins; ctrl</i></b>                    | 1.46E-12                    | 1.46E-12                      | 1.46E-12                                   |                         | 1.46E-12                  | 2.71E-09                               |
| <b><i>ins; su(Hw)</i></b>                  | 1.00E+00                    | 9.01E-01                      | 6.48E-01                                   | 1.46E-12                |                           | 1.50E-12                               |
| <b><i>ins; M1BP<sup>RNAi</sup></i></b>     | 1.51E-12                    | 1.47E-12                      | 1.46E-12                                   | 2.71E-09                | 1.50E-12                  |                                        |
|                                            |                             |                               |                                            |                         |                           |                                        |
| <b><i>I(3)31-1-Gal4&gt;</i></b>            |                             |                               |                                            |                         |                           |                                        |
|                                            | <b><i>non-ins; ctrl</i></b> | <b><i>non-ins; su(Hw)</i></b> | <b><i>non-ins; M1BP<sup>RNAi</sup></i></b> | <b><i>ins; ctrl</i></b> | <b><i>ins; su(Hw)</i></b> | <b><i>ins; M1BP<sup>RNAi</sup></i></b> |
| <b><i>non-ins; su(Hw)</i></b>              | 1.11E-03                    |                               |                                            |                         |                           |                                        |
| <b><i>non-ins; M1BP<sup>RNAi</sup></i></b> | 2.58E-01                    | 3.20E-01                      |                                            |                         |                           |                                        |
| <b><i>ins; ctrl</i></b>                    | 1.46E-12                    | 1.19E-11                      | 1.49E-12                                   |                         | 1.46E-12                  | 1.56E-02                               |
| <b><i>ins; su(Hw)</i></b>                  | 9.87E-01                    | 7.70E-05                      | 5.55E-02                                   | 1.46E-12                |                           | 1.52E-12                               |
| <b><i>ins; M1BP<sup>RNAi</sup></i></b>     | 2.08E-12                    | 8.14E-06                      | 2.10E-02                                   | 1.56E-02                | 1.52E-12                  |                                        |

**Supplementary Table 5.** Differential binding of CP190 in *M1BP* knockdown and differential binding of M1BP in *Cp190* knockdown are verified by directed ChIP-qPCR and differential binding of Su(Hw), CP190, Mod(mdg4)67.2 in *M1BP* knockdown and in *Cp190* knockdown are tested by ChIP-qPCR.

|                |                         |            |             | <i>M1BP<sup>RNAi</sup></i>                        | <i>M1BP<sup>RNAi</sup></i>                         | <i>Cp190<sup>RNAi</sup></i>                        | <i>Cp190<sup>RNAi</sup></i>                         |                                       |                            |
|----------------|-------------------------|------------|-------------|---------------------------------------------------|----------------------------------------------------|----------------------------------------------------|-----------------------------------------------------|---------------------------------------|----------------------------|
| Site name      | Chromosome site         | M1BP peaks | CP190 peaks | M1BP decreased/lost in <i>M1BP<sup>RNAi</sup></i> | CP190 decreased/lost in <i>M1BP<sup>RNAi</sup></i> | M1BP decreased/lost in <i>Cp190<sup>RNAi</sup></i> | CP190 decreased/lost in <i>Cp190<sup>RNAi</sup></i> | Forward primer                        | Reverse primer             |
| 1              | chr2L:285520-286009     | Yes        | Yes         | Yes                                               | Yes                                                | Yes                                                | Yes                                                 | GGGGAAGTGCAC<br>GTAGTTGT              | GGTGCCGTGAAA<br>AATCAATC   |
| 2              | chr2L:4955229-4955768   | Yes        | Yes         | Yes                                               | Yes                                                | Yes                                                | Yes                                                 | TCCGAGATAGCG<br>GAGAAGAA              | CGTCGGTGATCG<br>GTAGAAAT   |
| 3              | chr3L:9360165-9360542   | Yes        | Yes         | Yes                                               | Yes                                                | Yes                                                | Yes                                                 | CATGGGGGTGGT<br>GATAAAAG              | GCGGAGATTACC<br>GAATTGAA   |
| 4              | chr2L:8082778-8083790   | Yes        | Yes         | Yes                                               | Yes                                                | Yes                                                | Yes                                                 | CTCGGGAAGTCA<br>AAGATTCCG             | GTTCTGGCCACA<br>CCTGAAAT   |
| 5              | chrX:2133925-2-21340005 | Yes        | Yes         | Yes                                               | Yes                                                | Yes                                                | Yes                                                 | ACCGTTAAAAGC<br>CATGCAAA              | TGGAATCACAG<br>AAGGCACA    |
| 6              | chr2R:19304896-19305345 | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | TACTCCGGTACT<br>CGGTGCTC              | TGTGCCTCCACA<br>TAGTTTCG   |
| 7              | chr2R:20976497-20977464 | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | GGCACACGATCC<br>AAAGTACC              | TCACTTGCCTTTT<br>CCTTGCT   |
| 8              | chr2L:285520-286009     | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | GGGGAAGTGCAC<br>GTAGTTGT              | GTTTTGGTGCCG<br>TGAAAAAT   |
| 9              | chr3R:31745692-31746393 | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | TCAGGAGCTTCA<br>TGTGTTCCG             | CTCAAATTTCCG<br>CTTTGGAA   |
| 10             | chrX:17702652-17703572  | Yes        | Yes         | Yes                                               | No                                                 | No                                                 | Yes                                                 | CGCTACAATTGG<br>GGCATATT              | TTCAGATGCGCT<br>ACATTTGC   |
| 11             | chr2R:15537642-15538429 | Yes        | Yes         | Yes                                               | No                                                 | No                                                 | Yes                                                 | ACCGAAGTGCGA<br>GAAAGTGT              | CAGAATGCAGAA<br>TGGCAGTG   |
| 12             | chr2L:313096-314167     | No         | Yes         | No                                                | No                                                 | No                                                 | Yes                                                 | AAATTACGAGCC<br>GAATGCAC              | GCCATAAATCGT<br>CTGCCACT   |
| <i>gypsy</i>   | N/A                     | N/A        | N/A         | N/A                                               | N/A                                                | N/A                                                | N/A                                                 | TCAAAAAATAAGT<br>GCTGCATACTTTT<br>TAG | AGCACAAATTGAT<br>CGGCTA    |
| <i>TART</i>    | N/A                     | N/A        | N/A         | N/A                                               | N/A                                                | N/A                                                | N/A                                                 | GTACAACCAAAG<br>TTGACGGG              | TGTATCGATATTT<br>CGCGCTTTT |
| <i>Rint1</i>   | chr3L:7322619-7324619   | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | TTGTGTGCTGCT<br>CACCTTTC              | GTGTGGCGTCGT<br>TTTCTTTT   |
| <i>CG7872</i>  | chrX:15577205-15579205  | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | AATCGGTATTTG<br>GCGAAGT               | AACACCGATAAC<br>CGCGATAG   |
| <i>CG6454</i>  | chr3R:24348182-24350182 | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | GTTGTCATCCTT<br>CAGCGACA              | ACTCATTCCTC<br>CGGAGTTT    |
| <i>tapas</i>   | chr2R:20318180-20320180 | Yes        | Yes         | Yes                                               | Yes                                                | No                                                 | Yes                                                 | GCCCACGGTCTC<br>ACTAGAAG              | TGGGGTTTTCTT<br>GAGAAATG   |
| <i>PDZ-GEF</i> | chr2L:6322767-6324767   | Yes        | Yes         | Yes                                               | Yes                                                | Yes                                                | Yes                                                 | TAACCGATTCCC<br>AGATCAGC              | AGTCCGACGCGT<br>CTTACAGT   |

**Supplementary Table 6.** List of primers for generation of dsRNA against *M1BP*, *Cp190* and *mod(mdg4)*.

| Knockdown                           | Forward primer                                       | Reverse Primer                                  |
|-------------------------------------|------------------------------------------------------|-------------------------------------------------|
| <i>M1BP<sup>RNAi</sup></i>          | TAATACGACTCACTATAGGGAAGTTA<br>TTCGAGCGGAGCAA         | TAATACGACTCACTATAGGGTAG<br>ACGTACGCGTCGTTGAC    |
| <i>Cp190<sup>RNAi</sup></i>         | TAATACGACTCACTATAGGGAGA<br>GTAAACGGACGACCCATTAGCATTC | TAATACGACTCACTATAGGGAGA<br>GTCTGCTCTGGTTCCTGCTC |
| <i>mod(mdg4)67.2<sup>RNAi</sup></i> | TAATACGACTCACTATAGGGAGA<br>AACAAAGGTTGAGGATCAGAC     | TAATACGACTCACTATAGGGAGA<br>TGGGGTCCACTTCTTCCTC  |

**Supplementary Table 7.** List of antibodies used for western blots, immunofluorescence and chromatin immunoprecipitation.

| Antibody                            | Dilution for WB | Dilution for IF | Dilution for ChIP | Resources                                                                       |
|-------------------------------------|-----------------|-----------------|-------------------|---------------------------------------------------------------------------------|
| Guinea pig anti-CP190               | 1:10000         | —               | —                 | Matzat et al., 2012, Elissa Lei Lab, NIDDK, NIH                                 |
| Rabbit anti-CP190                   | —               | 1:5000          | 1:333             | Moshkovich et al., 2011, Elissa Lei Lab, NIDDK, NIH                             |
| Guinea pig anti-Su(Hw)              | 1:5000          | —               | 1:333             | Moshkovich and Lei, 2010, Elissa Lei Lab, NIDDK, NIH                            |
| Rabbit anti-Mod(mdg4)67.2           | 1:1000          | —               | 1:333             | Van Bortle et al., 2014, Elissa Lei Lab, NIDDK, NIH                             |
| Rabbit anti-M1BP                    | 1:1000          | —               | 1:200             | Li and Gilmour, 2013, David Gilmour Lab, Pennsylvania State University          |
| Rabbit anti-Pc                      | 1:8000          | —               | —                 | Moshkovich et al., 2011, Patrick H. O'Farrell Lab, UCSF                         |
| Mouse anti-Pep                      | 1:1000          | —               | —                 | Amero et al., 1991, Ann L. Beyer Lab, University of Virginia School of Medicine |
| Rabbit anti-BEAF-32                 | 1:1000          | —               | —                 | Bushey et al., 2009, Victor Corces Lab, Emory University                        |
| Rabbit anti-Histone H3(phospho S10) | —               | 1:5000          | —                 | Abcam Cat No ab5176                                                             |
| Mouse anti-Tubulin                  |                 | 1:500           | —                 | Sigma Cat No T6074                                                              |

**Supplementary Table 8.** List of probes used for FISH experiments.

| Probe | Chromosome | Start    | Stop     | Domain Size (bp) |
|-------|------------|----------|----------|------------------|
| A     | Chr3L      | 4204273  | 4254767  | 50494            |
| B     | Chr3L      | 7393235  | 7447744  | 54509            |
| C     | Chr3L      | 3841773  | 3872172  | 30399            |
| D     | Chr3L      | 3915948  | 3946359  | 30411            |
| E     | Chr2R      | 9944392  | 9974392  | 30000            |
| F     | Chr2R      | 9987751  | 10017741 | 29990            |
| G     | Chr3L      | 18906473 | 18938719 | 32246            |
| H     | Chr3L      | 18953719 | 18985965 | 32246            |
| I     | Chr3L      | 19000965 | 19033211 | 32246            |
| J     | Chr3R      | 13402320 | 13435028 | 32708            |
| K     | Chr3R      | 13450028 | 13482736 | 32708            |
| L     | Chr3R      | 13497736 | 13530444 | 32708            |
| M     | Chr3R      | 29636892 | 29669392 | 32500            |
| N     | Chr3R      | 29684392 | 29716892 | 32500            |
| O     | Chr3R      | 29731892 | 29764392 | 32500            |

**Supplementary Table 9.** List of primers used for probe synthesis.

| Probe | Forward (F) Primer Sequence                              | Reverse (R) Primer Sequence                  |
|-------|----------------------------------------------------------|----------------------------------------------|
| A     | CACCGACGTCGCATAGAACGGAAGAGC<br>GTGTGACAGATCGACGACGGGTTTG | TAATACGACTCACTATAGGGTCCGGGTAA<br>TCGGTTCGAC  |
| B     | TAGCGCAGGAGGTCCACGACGTGCAAG<br>GGTGTGCGAAGCGCGGTTATTGTGC | TAATACGACTCACTATAGGGTCCGGGTAA<br>TCGGTTCGAC  |
| C     | GGTGTGGCTCGGTATCGTGCAAGGGTG<br>AATGCCATTGCGGCCGGTTGTAC   | TAATACGACTCACTATAGGGTCCGGGTAA<br>TCGGTTCGAC  |
| D     | TAGCGCAGGAGGTCCACGACGTGCAAG<br>GGTGTAACGCCGGTCTCCCGTTATC | TAATACGACTCACTATAGGGTCCGGGTAA<br>TCGGTTCGAC  |
| E     | CACCGACGTCGCATAGAACGGAAGAGC<br>GTGTGTTGACGTTTGCGCCGAATAC | TAATACGACTCACTATAGGGCCGGCCGCA<br>GGTTATATTCC |
| F     | GGTGTGGCTCGGTATCGTGCAAGGGTG<br>AATGCATACAAACCGGGCGGTTTAC | TAATACGACTCACTATAGGGCCGGCCGCA<br>GGTTATATTCC |
| G     | GGTGTGGCTCGGTATCGTGCAAGGGTG<br>AATGCGTCGTCTTGACGCGCATGTG | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| H     | TAGCGCAGGAGGTCCACGACGTGCAAG<br>GGTGTCTCGGCCTTTGCGACTAAC  | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| I     | CACACGCTCTCCGTCTTGCCGTGGTC<br>GATCAGGTAATTCGCCGCCCATAGG  | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| J     | GGTGTGGCTCGGTATCGTGCAAGGGTG<br>AATGCCCGGCCGCGAGTTATATTCC | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| K     | TAGCGCAGGAGGTCCACGACGTGCAAG<br>GGTGTGATATCGGCGCGGGATGTAC | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| L     | CACACGCTCTCCGTCTTGCCGTGGTC<br>GATCACTGCGCGGCCCGAGTTATTG  | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| M     | GGTGTGGCTCGGTATCGTGCAAGGGTG<br>AATGCCTGATGCACCCGCGAGATTG | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| N     | TAGCGCAGGAGGTCCACGACGTGCAAG<br>GGTGTGTGTCGCGTCGGCCAGAAAC | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |
| O     | CACACGCTCTCCGTCTTGCCGTGGTC<br>GATCACCCGATACGTCGTGGGATTG  | TAATACGACTCACTATAGGGCACGGCGGA<br>GGGATAAGTTG |

**Supplemental Table 10.** Number of cells (n) measured per replicate in Mock, *M1BP<sup>RNAi</sup>*, and *Cp190<sup>RNAi</sup>* treated cells for probes G, H, I.

| Probes  | Replicate | Knockdown                   | "n" |
|---------|-----------|-----------------------------|-----|
| G, H, I | 1         | Mock                        | 397 |
| G, H, I | 2         | Mock                        | 353 |
| G, H, I | 3         | Mock                        | 211 |
| G, H, I | 4         | Mock                        | 160 |
| G, H, I | 1         | <i>M1BP<sup>RNAi</sup></i>  | 344 |
| G, H, I | 2         | <i>M1BP<sup>RNAi</sup></i>  | 369 |
| G, H, I | 3         | <i>M1BP<sup>RNAi</sup></i>  | 368 |
| G, H, I | 4         | <i>M1BP<sup>RNAi</sup></i>  | 184 |
| G, H, I | 1         | <i>Cp190<sup>RNAi</sup></i> | 521 |
| G, H, I | 2         | <i>Cp190<sup>RNAi</sup></i> | 694 |
| G, H, I | 3         | <i>Cp190<sup>RNAi</sup></i> | 464 |
| G, H, I | 4         | <i>Cp190<sup>RNAi</sup></i> | 355 |

**Supplemental Table 11.** Number of cells (n) measured per replicate in Mock, *M1BP<sup>RNAi</sup>*, and *Cp190<sup>RNAi</sup>* treated cells for probes J, K, L.

| Probes  | Replicate | Knockdown                   | "n" |
|---------|-----------|-----------------------------|-----|
| J, K, L | 1         | Mock                        | 279 |
| J, K, L | 2         | Mock                        | 285 |
| J, K, L | 3         | Mock                        | 169 |
| J, K, L | 4         | Mock                        | 172 |
| J, K, L | 1         | <i>M1BP<sup>RNAi</sup></i>  | 235 |
| J, K, L | 2         | <i>M1BP<sup>RNAi</sup></i>  | 237 |
| J, K, L | 3         | <i>M1BP<sup>RNAi</sup></i>  | 105 |
| J, K, L | 4         | <i>M1BP<sup>RNAi</sup></i>  | 174 |
| J, K, L | 1         | <i>Cp190<sup>RNAi</sup></i> | 453 |
| J, K, L | 2         | <i>Cp190<sup>RNAi</sup></i> | 269 |
| J, K, L | 3         | <i>Cp190<sup>RNAi</sup></i> | 141 |
| J, K, L | 4         | <i>Cp190<sup>RNAi</sup></i> | 269 |

**Supplemental Table 12.** Number of cells (n) measured per replicate in Mock, *M1BP<sup>RNAi</sup>*, and *Cp190<sup>RNAi</sup>* treated cells for probes M, N, O.

| Probes  | Replicate | Knockdown                   | "n" |
|---------|-----------|-----------------------------|-----|
| M, N, O | 1         | Mock                        | 488 |
| M, N, O | 2         | Mock                        | 259 |
| M, N, O | 3         | Mock                        | 672 |
| M, N, O | 4         | Mock                        | 216 |
| M, N, O | 1         | <i>M1BP<sup>RNAi</sup></i>  | 359 |
| M, N, O | 2         | <i>M1BP<sup>RNAi</sup></i>  | 289 |
| M, N, O | 3         | <i>M1BP<sup>RNAi</sup></i>  | 452 |
| M, N, O | 4         | <i>M1BP<sup>RNAi</sup></i>  | 159 |
| M, N, O | 1         | <i>Cp190<sup>RNAi</sup></i> | 551 |
| M, N, O | 2         | <i>Cp190<sup>RNAi</sup></i> | 466 |
| M, N, O | 3         | <i>Cp190<sup>RNAi</sup></i> | 460 |
| M, N, O | 4         | <i>Cp190<sup>RNAi</sup></i> | 183 |

**Supplemental Table 13:** *P*-values for Oligopaint FISH experiments for probes G, H, I; probes J, K, L; and probes M, N, O for Figure 8. All knockdowns are indicated in italics. (\* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001).

| Panel | Probes | Mock vs.                    | <i>P</i> -value | Significance |
|-------|--------|-----------------------------|-----------------|--------------|
| c     | G-H    | <i>M1BP<sup>RNAi</sup></i>  | 0.0008          | ***          |
| c     | G-H    | <i>Cp190<sup>RNAi</sup></i> | 0.20            | ns           |
| c     | H-I    | <i>M1BP<sup>RNAi</sup></i>  | 0.012           | *            |
| c     | H-I    | <i>Cp190<sup>RNAi</sup></i> | 0.61            | ns           |
| c     | G-I    | <i>M1BP<sup>RNAi</sup></i>  | 0.018           | *            |
| c     | G-I    | <i>Cp190<sup>RNAi</sup></i> | 0.70            | ns           |
| f     | J-K    | <i>M1BP<sup>RNAi</sup></i>  | 0.010           | *            |
| f     | J-K    | <i>Cp190<sup>RNAi</sup></i> | 0.90            | ns           |
| f     | K-L    | <i>M1BP<sup>RNAi</sup></i>  | 0.0085          | **           |
| f     | K-L    | <i>Cp190<sup>RNAi</sup></i> | 0.82            | ns           |
| f     | J-L    | <i>M1BP<sup>RNAi</sup></i>  | 0.012           | *            |
| f     | J-L    | <i>Cp190<sup>RNAi</sup></i> | 0.68            | ns           |
| i     | M-N    | <i>M1BP<sup>RNAi</sup></i>  | 0.0037          | **           |
| i     | M-N    | <i>Cp190<sup>RNAi</sup></i> | 0.84            | ns           |
| i     | N-O    | <i>M1BP<sup>RNAi</sup></i>  | 0.0092          | **           |
| i     | N-O    | <i>Cp190<sup>RNAi</sup></i> | 0.73            | ns           |
| i     | M-O    | <i>M1BP<sup>RNAi</sup></i>  | 0.0096          | **           |
| i     | M-O    | <i>Cp190<sup>RNAi</sup></i> | 0.91            | ns           |

**Supplemental Table 14:** Source of ChIP-seq data of other factors.

| Factor name  | GEO accession              |
|--------------|----------------------------|
| Kc167 CLAMP  | <a href="#">GSM2775116</a> |
| Kc167 BEAF32 | <a href="#">GSM762845</a>  |
| S2 ZIPIC     | <a href="#">GSM1313421</a> |
| S2 Pita      | <a href="#">GSM1313420</a> |
| S2 ibf1      | <a href="#">GSM1133264</a> |
| S2 ibf2      | <a href="#">GSM1133265</a> |
| Kc167 CTCF   | <a href="#">GSM1535983</a> |

# Supplementary material for: M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity
**Source:** Nat Commun. 2021 Jul 7;12:4170. doi: 10.1038/s41467-021-24407-y
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

-ChIP-seq libraries were constructed with TruSeq adapters (Illumina) according to the TruSeq Illumina ChIP-seq sample preparation protocol with minor modification as described previously (Bag et al., 2019). All samples were sequenced with HiSeq2500 (Illumina) using 50 bp single-end sequencing at the NIDDK Genomics Core Facility.

-The nascent EU-RNA was used to generate RNA-seq libraries with Ovation RNA-seq Systems 1–16 for Model Organisms (Nugen). Samples were sequenced on HiSeq2500 (Illumina) using 50 bp single-end sequencing at the NIDDK Genomics Core Facility.

-ATAC-seq was performed following a protocol from the Kaestner Lab ([https://www.med.upenn.edu/kaestnerlab/assets/user-content/documents/ATAC-seq%20Protocol%20\(Omni\)%20-%20Kaestner%20Lab.pdf](https://www.med.upenn.edu/kaestnerlab/assets/user-content/documents/ATAC-seq%20Protocol%20(Omni)%20-%20Kaestner%20Lab.pdf)) with minor modifications. Libraries were constructed using NEBNext HiFi 2x PCR mix (New England Biolabs) and Ad1 and Ad2 primers ((Illumina/Nextera i5 common adapter and i7 index adapters). All samples were sequenced with NextSeq-550 (Illumina) using 50 bp paired-end sequencing at the NIDDK Genomics Core Facility.

-TAD border data is downloaded from <http://chorogenome.ie-freiburg.mpg.de/>.

-Images were captured at RT on a Leica DMI 6000B widefield fluorescence microscope using a 1.4 NA 63x or 100x oil-immersion objective and Leica DFC9000 sCMOS Monochrome Camera. DAPI, CY3, CY5, and FITC filter cubes were used for image acquisition. Images were acquired using LasX Premium software (Leica Application Suite X 3.6.0.20104) and deconvolved using Huygens Professional v19.10 software (Scientific Volume Imaging).

-For Mass-spectrometry: Proteins were analyzed using tandem HPLC-mass spectrometry at the NIDDK Mass Spectrometry Facility.

#### Data analysis

ChIP-seq:

-FASTQ files of sequenced single-end 50 bp reads were trimmed using cutadapt v1.8.1 (<https://cutadapt.readthedocs.io/en/v1.8.1/>).

-Trimmed reads were mapped to the Flybase r6-24 dm6 genome assembly with Bowtie2 v2.3.5 (<https://github.com/BenLangmead/bowtie2>).

-Multimapping reads were removed mapped reads using samtools v1.9 (<https://sourceforge.net/projects/samtools/files/samtools/1.9/>).

-Duplicates were removed from mapped, uniquely mapping reads with picard MarkDuplicates v2.20.2 (<http://broadinstitute.github.io/picard/index.html>).

-MACS2 v2.2.5 (<https://github.com/taoliu/MACS>) was used to call peaks.

-Exons were defined as any exon from any transcript of any gene. Introns were defined as the space between exons derived in a per-transcript manner by using the gffutils v0.10.1 (<https://github.com/daler/gffutils>). Promoters were defined as the TSS of each transcript plus 1500 bp upstream. Intergenic regions were defined as all regions between gene bodies.

-Binary heatmaps were generated using pybedtools 0.8.1 (<https://daler.github.io/pybedtools/>).

-Pairwise comparison for co-localization of different factors was performed using the BEDTools 'jaccard' command (Quinlan, A.R., 2010; Dale, R.K., 2011).

-Heat maps were generated by using deepTools packages v3.4.1 in Galaxy.

-Diffbind v2.14.0 /R package using the config object 'data.frame(RunParallel=TRUE, DataType=DBA\_DATA\_FRAME, AnalysisMethod=DBA\_EDGER, bCorPlot=FALSE, bUsePval=FALSE, fragmentSize=300)' and otherwise used defaults (<https://bioconductor.org/packages/release/bioc/html/DiffBind.html>).

-Motif 1 analysis was derived from the MEME v3.0 analysis (<http://meme-suite.org/doc/download.html>) of promoters (Ohler, U., 2002). Motif scanning was carried out using FIMO v5.0.1 (Grant, C.E., 2011).

-Fisher's exact tests (FET) were used to test whether the up/down-regulated genes show preference on the overlapped peaks. FET is implemented by Python scipy package v1.5.2 (scipy.stats.fisher\_exact, two-sided test).

-Mann-Whitney U test (scipy.stats.mannwhitneyu, two-sided test) for each set of changed genes against unchanged genes are shown. Significant values are corrected by FDR (statsmodels.stats.multitest.multipletests).

#### RNA-seq:

-Adaptors were trimmed from sequence reads using cutadapt v2.7.

-Reads were mapped to the FlyBase r6-24 reference genome using HISAT2 v2.1.0.

-Aligned reads were counted using subread featureCounts v1.6.4

-Differential expression analysis was done with DESeq2 v1.22.1 in v3.5.1 R version.

#### ATAC-seq:

-FASTQ files of sequenced single-end 51 bp reads were trimmed using cutadapt v1.8.1 (<https://cutadapt.readthedocs.io/en/v1.8.1/>).

-Trimmed reads were mapped to the Flybase r6-24 dm6 genome assembly with Bowtie2 v2.3.5 (<https://github.com/BenLangmead/bowtie2>).

-ChRM reads, unmapped reads, non-primary alignment, were removed mapped reads using samtools v1.9 (<https://sourceforge.net/projects/samtools/files/samtools/1.9/>).

-Duplicates were removed from mapped, uniquely mapping reads with picard MarkDuplicates v2.20.2 (<http://broadinstitute.github.io/picard/index.html>).

-MACS2 v2.2.5 (<https://github.com/taoliu/MACS>) was used to call peaks.

-Binary heatmaps were generated using pybedtools 0.8.1 (<https://daler.github.io/pybedtools/>).

-Pairwise comparison for co-localization of different factors was performed using the BEDTools 'jaccard' command (Quinlan, A.R., 2010; Dale, R.K., 2011).

-Curves were generated by using deepTools v3.4.1 packages in Galaxy.

-Diffbind v2.14.0 /R package using the config object 'data.frame(RunParallel=TRUE, DataType=DBA\_DATA\_FRAME, AnalysisMethod=DBA\_EDGER, bCorPlot=FALSE, bUsePval=FALSE)' and otherwise used defaults (<https://bioconductor.org/packages/release/bioc/html/DiffBind.html>).

-Fisher's exact tests (FET) were performed using number of gene promoters occupied/not occupied by decreased/increased ATAC-seq peaks from the group of upregulated/downregulated/un-affected gene promoters. FET is implemented by Python scipy package v1.5.2 (scipy.stats.fisher\_exact, two-sided test).

-Mann-Whitney U test (scipy.stats.mannwhitneyu) for each set of changed genes against unchanged genes are shown. Significant values are corrected by FDR (statsmodels.stats.multitest.multipletests).

#### Other:

-Python-3.7.4

-R-4.0.2

-bedtools/2.27.1

-Matplotlib/3.1.1

-Seaborn/0.9.0

-statsmodels/0.12.0

-Scipy/1.5.2

-pybedtools/0.8.1

-Liftover (<https://genome.ucsc.edu/cgi-bin/hgLiftOver>)

#### Imaging:

-Images were segmented and measured by a TANGO 3D-segmentation plugin (v 0.99) for ImageJ (v 2.0.0-rc-69/1.53cas) described (Ollion, J., 2013). Hysteresis and Spot Detector 3D are algorithms contained within TANGO.

-Statistical tests were performed using Prism 8 (v8.4.2) software by GraphPad.

#### Mass-spectrometry:

-Mass from eluted peptides was queried in the UniProt database, and results were analyzed by MaxQuant v1.6.6.0.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession numbers for the raw data FASTQ files, processed files, and BigWig files for all sequencing data deposited in NCBI GEO are GSE142533 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE142533>) and GSE169105 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE169105>). All other sequencing data for Kc167 CLAMP GSM2775116 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSM2775116>), Kc167 BEAF32 GSM762845 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSM762845>), S2 ZIPIC GSM1313421 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSM1313421>), S2 Pita GSM1313420 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSM1313420>), S2 ibf1 GSM1133264 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSM1133264>), S2 ibf2 GSM1133265 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSM1133265>), Kc167 CTCF GSM1535983 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSM1535983>). Mass spectrometry data files deposited in the PRIDE repository with dataset identifiers PXD026493 (CP190) and PXD026497 [Su(Hw)]. All other relevant data of this study are available from the authors upon request. Additional supplementary data is available in the Supplementary Data file. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Antibodies used

All antibodies used in the study are described in Supplementary Table 7 for the convenience of the reader.

-Guinea pig anti-CP190 (Matzat et al., 2012, Elissa Lei Lab, NIDDK, NIH)  
 -Rabbit anti-CP190 (Moshkovich et al., 2011, Elissa Lei Lab, NIDDK, NIH)  
 -Guinea pig anti-Su(Hw) (Moshkovich and Lei, 2010, Elissa Lei Lab, NIDDK, NIH)  
 -Rabbit anti-Mod(mdg4)67.2 (Van Bortle et al., 2014, Elissa Lei Lab, NIDDK, NIH)  
 -Rabbit anti-M1BP (Li and Gilmour, 2013, David Gilmour Lab, Pennsylvania State University)  
 -Rabbit anti-Pc (Moshkovich et al., 2011, Patrick H. O'Farrell Lab, UCSF)  
 -Mouse anti-Pep (Amero et al., 1991, Ann L. Beyer Lab, University of Virginia School of Medicine)  
 -Rabbit anti-BEAF-32 (Bushey et al., 2009, Victor Corces Lab, Emory University)  
 -Rabbit anti-Histone H3(phospho S10) (Abcam Cat No ab5176)  
 -Mouse anti-Tubulin (Sigma Cat no T6070)

## Validation

In WB analysis we observed correct band size according to amino acid length of the protein. For IF we found same binding pattern of proteins.

-Guinea pig anti-CP190, Rabbit anti-CP190, Guinea pig anti-Su(Hw), Rabbit anti-Mod(mdg4)67.2, Rabbit anti-M1BP antibodies were validated by Western Blot in the control and the knockdown of the respective protein itself. Guinea pig anti-CP190, Rabbit anti-CP190, Guinea pig anti-Su(Hw), Rabbit anti-Mod(mdg4)67.2 were also validated by immunofluorescence of polytene chromosomes and colocalization with previously validated antibodies raised against the same proteins.  
 -Rabbit anti-Pc was validated by immunostaining in control and mutant Drosophila embryos (Patrick H. O'Farrell Lab)  
 -Mouse anti-Pep was validated by the immunofluorescence assay on polytene staining for visible puffing of the developmentally regulated loci and Western Blotting for specificity by Ann L. Beyer Lab.  
 -Rabbit anti-BEAF-32 was validated by staining polytene chromosomes and showing the absence of staining in mutant flies for specificity (Victor Corces Lab).  
 -Anti-Histone H3(phospho S10) and anti-Tubulin antibodies are commercially available and validated for specificity by western blot by Abcam and Sigma, the respective manufacturers.  
 -Anti-Histone H3(phospho S10) and anti-Tubulin antibodies were co-validated for specificity in our IF assays based on labeling of DNA in mitotic cells and spindle morphology.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

Drosophila melanogaster female embryonic cell line Kc167 obtained from Rachel Green Lab, Johns Hopkins School of Medicine.

## Authentication

Cells show close molecular features, morphology, behavior, growth rate and medium requirement as the commercial authorization.

## Mycoplasma contamination

Cell lines are tested for Mycoplasma negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Drosophila melanogaster

## Wild animals

This study did not involve wild animals.

## Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

All sequencing data deposited in NCBI GEO are GEO: GSE142533 (<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE142533>). Now all data are available in public.

Files in database submission

Raw data FASTQ files, processed files, and BigWig files for all sequencing data are available with accession numbers.

Genome browser session  
(e.g. [UCSC](#))

No longer applicable.

### Methodology

Replicates

Two replicates per conditions were used for ChIP-seq

Sequencing depth

ChIP-seq:

-GSM4231396 Kc167\_mock\_input\_R1 Uniquely mapped reads 16803323  
 -GSM4231397 Kc167\_mock\_M1BP\_R1 Uniquely mapped reads 1628729  
 -GSM4231398 Kc167\_mock\_SuHw\_R1 Uniquely mapped reads 4191282  
 -GSM4231399 Kc167\_mock\_CP190\_R1 Uniquely mapped reads 2065932  
 -GSM4231400 Kc167\_mock\_MOD\_R1 Uniquely mapped reads 2829960  
 -GSM4231401 Kc167\_mock\_input\_R2 Uniquely mapped reads 12263702  
 -GSM4231402 Kc167\_mock\_M1BP\_R2 Uniquely mapped reads 1871703  
 -GSM4231403 Kc167\_mock\_SuHw\_R2 Uniquely mapped reads 3331002  
 -GSM4231404 Kc167\_mock\_CP190\_R2 Uniquely mapped reads 1978198  
 -GSM4231405 Kc167\_mock\_MOD\_R2 Uniquely mapped reads 4058756  
 -GSM4231406 Kc167\_M1BPKD\_input\_R1 Uniquely mapped reads 13544696  
 -GSM4231407 Kc167\_M1BPKD\_M1BP\_R1 Uniquely mapped reads 5495055  
 -GSM4231408 Kc167\_M1BPKD\_SuHw\_R1 Uniquely mapped reads 9689870  
 -GSM4231409 Kc167\_M1BPKD\_CP190\_R1 Uniquely mapped reads 4503589  
 -GSM4231410 Kc167\_M1BPKD\_MOD\_R1 Uniquely mapped reads 10111078  
 -GSM4231411 Kc167\_M1BPKD\_input\_R2 Uniquely mapped reads 12400460  
 -GSM4231412 Kc167\_M1BPKD\_M1BP\_R2 Uniquely mapped reads 2505033  
 -GSM4231413 Kc167\_M1BPKD\_SuHw\_R2 Uniquely mapped reads 7183423  
 -GSM4231414 Kc167\_M1BPKD\_CP190\_R2 Uniquely mapped reads 2958819  
 -GSM4231415 Kc167\_M1BPKD\_MOD\_R2 Uniquely mapped reads 11800598  
 -GSM4231416 Kc167\_mock2\_input\_R1 Uniquely mapped reads 10981709  
 -GSM4231417 Kc167\_mock2\_M1BP\_R1 Uniquely mapped reads 3119639  
 -GSM4231418 Kc167\_mock2\_CP190\_R1 Uniquely mapped reads 3119639  
 -GSM4231419 Kc167\_mock2\_input\_R2 Uniquely mapped reads 10528940  
 -GSM4231420 Kc167\_mock2\_M1BP\_R2 Uniquely mapped reads 2118253  
 -GSM4231421 Kc167\_mock2\_CP190\_R2 Uniquely mapped reads 2870951  
 -GSM4231422 Kc167\_Cp190KD\_input\_R1 Uniquely mapped reads 3518665  
 -GSM4231423 Kc167\_Cp190KD\_CP190\_R1 Uniquely mapped reads 4594155  
 -GSM4231424 Kc167\_Cp190KD\_M1BP\_R1 Uniquely mapped reads 3775439  
 -GSM4231425 Kc167\_Cp190KD\_input\_R2 Uniquely mapped reads 3886173  
 -GSM4231426 Kc167\_Cp190KD\_CP190\_R2 Uniquely mapped reads 5185005  
 -GSM4231427 Kc167\_Cp190KD\_M1BP\_R2 Uniquely mapped reads 3435020  
 -50 bp single-end sequencing

Antibodies

-Rabbit anti-CP190 (Moshkovich et al., 2011, Elissa Lei Lab, NIDDK, NIH)  
 -Guinea pig anti-Su(Hw) (Moshkovich and Lei, 2010, Elissa Lei Lab, NIDDK, NIH)  
 -Rabbit anti-Mod(mdg4)67.2 (Van Bortle et al., 2014, Elissa Lei Lab, NIDDK, NIH)  
 -Rabbit anti-M1BP (Li and Gilmour, 2013, David Gilmour Lab, Pennsylvania State University)

Peak calling parameters

MACS2 v2.2.5 (Zhang, Y. et al., 2008) (<https://github.com/taoliu/MACS>) was used to call peaks by providing replicate IPs and inputs as multiple BAMs, effectively calling peaks on pooled/merged samples and using additional arguments '-f BAM', '--gsize=dm', '--mfold 3 100' (the latter to include a larger set of preliminary peaks for fragment size estimation).

Data quality

-Visual inspection of peaks and inputs tracks.

## Software

-Verified differential peaks either in M1BP knockdown and Cp190 knockdown by directed ChIP-qPCR.

-FASTQ files of sequenced single-end 50 bp reads were trimmed using cutadapt v1.8.1 (<https://cutadapt.readthedocs.io/en/v1.8.1/>).  
 -Trimmed reads were mapped to the Flybase r6-24 dm6 genome assembly with Bowtie2 v2.3.5 (<https://github.com/BenLangmead/bowtie2>).  
 -Multimapping reads were removed mapped reads using samtools v1.9 (<https://sourceforge.net/projects/samtools/files/samtools/1.9/>).  
 -Duplicates were removed from mapped, uniquely mapping reads with picard MarkDuplicates v2.20.2 (<http://broadinstitute.github.io/picard/index.html>).  
 -MACS2 v2.2.5 (<https://github.com/taoliu/MACS>) was used to call peaks.  
 -Exons were defined as any exon from any transcript of any gene. Introns were defined as the space between exons derived in a per-transcript manner by using the gffutils v0.10.1 (<https://github.com/daler/gffutils>). Promoters were defined as the TSS of each transcript plus 1500 bp upstream. Intergenic regions were defined as all regions between gene bodies.  
 -Binary heatmaps were generated using pybedtools 0.8.1 (<https://daler.github.io/pybedtools/>).  
 -Pairwise comparison for co-localization of different factors was performed using the BEDTools 'jaccard' command (Quinlan, A.R., 2010; Dale, R.K., 2011).  
 -Heat maps were generated by using deepTools packages v3.4.1 in Galaxy.  
 -Diffbind v2.14.0 /R package using the config object 'data.frame(RunParallel=TRUE, DataType=DBA\_DATA\_FRAME, AnalysisMethod=DBA\_EDGER, bCorPlot=FALSE, bUsePval=FALSE, fragmentSize=300)' and otherwise used defaults (<https://bioconductor.org/packages/release/bioc/html/DiffBind.html>).  
 -Motif 1 analysis was derived from the MEME v3.0 analysis (<http://meme-suite.org/doc/download.html>) of promoters (Ohler, U., 2002). Motif scanning was carried out using FIMO v5.0.1 (Grant, C.E., 2011).  
 -Fisher's exact tests (FET) were used to test whether the up/down-regulated genes show preference on the overlapped peaks. FET is implemented by Python scipy package v1.5.2 (scipy.stats.fisher\_exact, two-sided test).  
 -Mann-Whitney U test (scipy.stats.mannwhitneyu, two-sided test) for each set of changed genes against unchanged genes are shown. Significant values are corrected by FDR (stats.models.stats.multitest.multipletests).

# Supplementary material for: M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity
**Source:** Nat Commun. 2021 Jul 7;12:4170. doi: 10.1038/s41467-021-24407-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Enrichment of Motif 1 at +/- 1kb of all TSS at or below  $P = 7.12E-05$  analyzed by FIMO (Find Individual Motif Occurrences). The format of this file is described at <http://meme-suite.org/doc/fimo-output-format.html>.

# Supplementary material for: M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity
**Source:** Nat Commun. 2021 Jul 7;12:4170. doi: 10.1038/s41467-021-24407-y

Source Data 1

Related to Figure 1: Original western blots with size marker indication are shown. Boxes indicate cropped area.

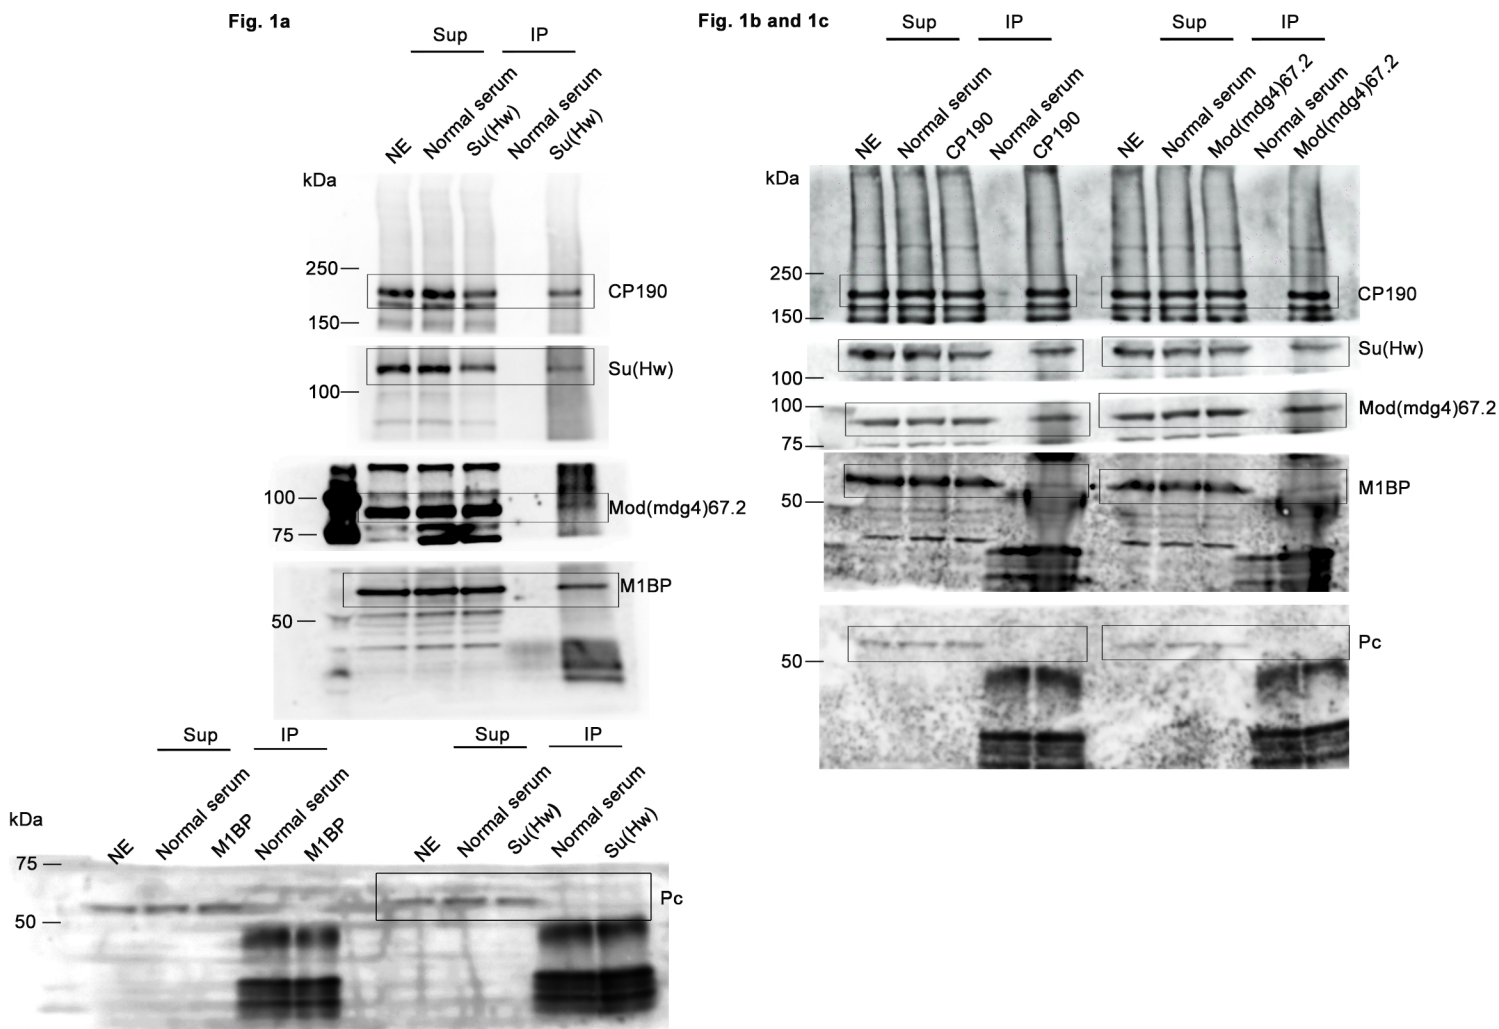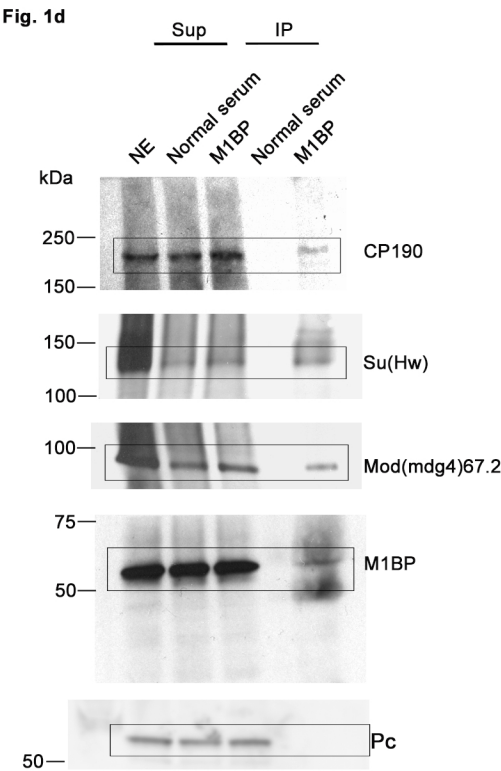

**Supplement:** Supplementary file 6 — Source Data

# Supplementary material for: M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity
**Source:** Nat Commun. 2021 Jul 7;12:4170. doi: 10.1038/s41467-021-24407-y

Source Data 3

Related to Figure 3: Original western blots with size marker indication are shown. Boxes indicate cropped area. Same samples ran on same gel on different lanes for nearby molecular weight of proteins.

Fig. 3a

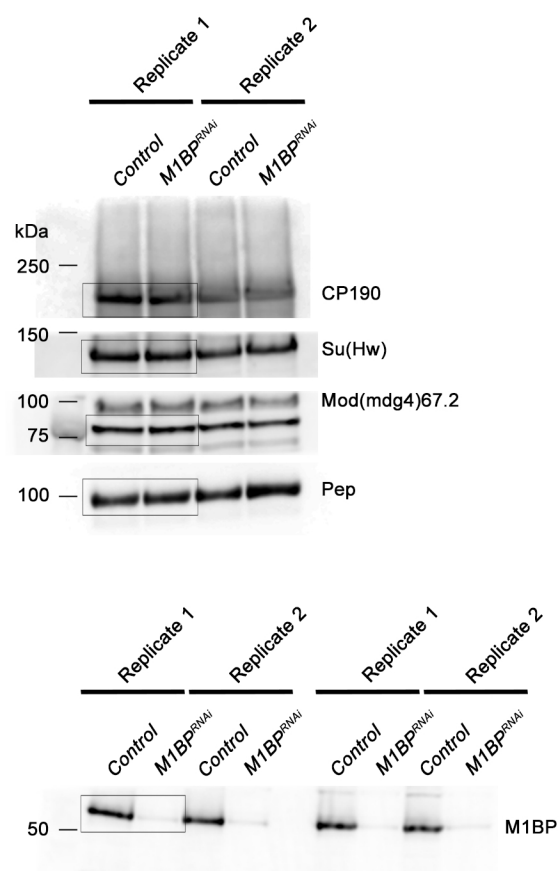

**Supplement:** Supplementary file 6 — Source Data

# Supplementary material for: M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity
**Source:** Nat Commun. 2021 Jul 7;12:4170. doi: 10.1038/s41467-021-24407-y

## Source Data 2

Related to Figure 2: Original western blots with size marker indication are shown. Boxes indicate cropped area. Same samples ran on same gel on different lanes for nearby molecular weight of proteins.

**Fig. 2a**

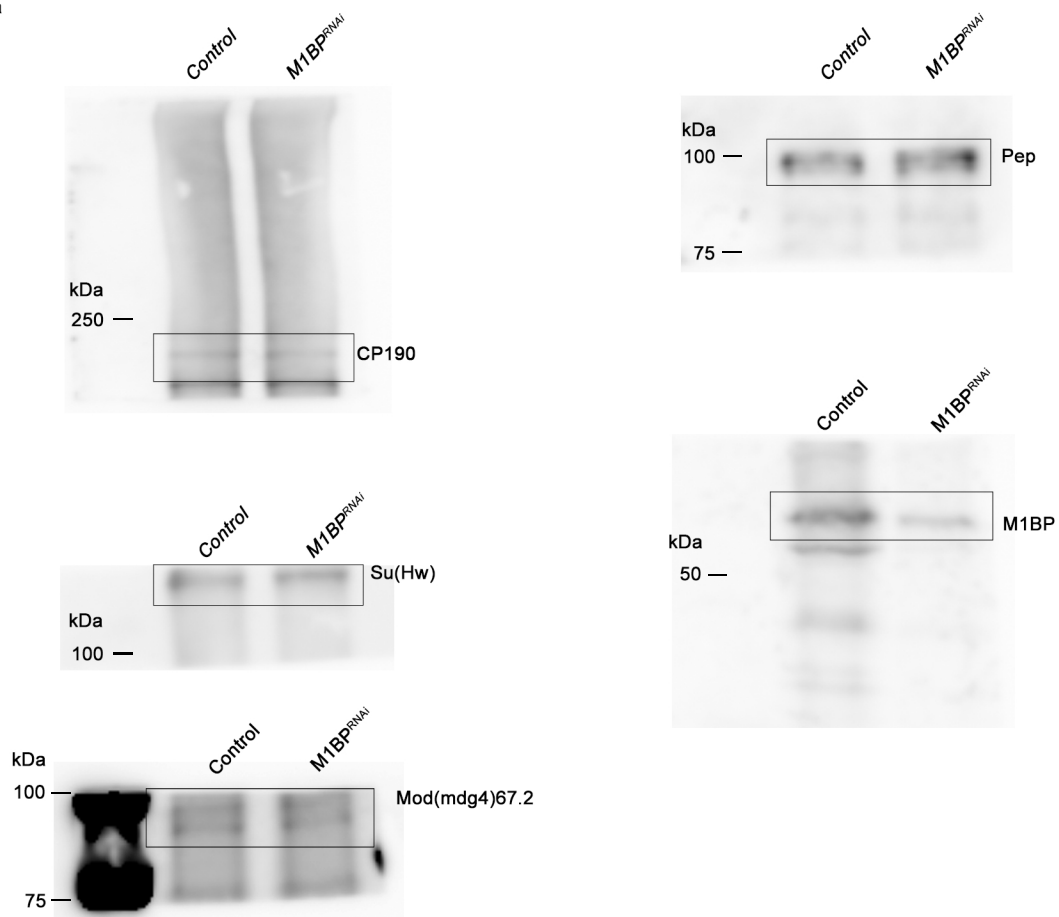

**Supplement:** Supplementary file 6 — Source Data

# Supplementary material for: M1BP cooperates with CP190 to activate transcription at TAD borders and promote chromatin insulator activity
**Source:** Nat Commun. 2021 Jul 7;12:4170. doi: 10.1038/s41467-021-24407-y

Source Data 6

Related to Supplementary Figure 5: Original western blots with size marker indication are shown. Boxes indicate cropped area.

Supplementary Fig. 5a

How the deposited data were processed for this re-analysis (not part of the article)

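Nascent RNA was labeled with EU in Kc cells after mock transfection or dsRNA knockdown of *M1BP*, *Cp190* or *mod(mdg4)*, captured and sequenced as 50 bp single-end reads. According to the methods, the authors trimmed reads with cutadapt 2.7 (quality 20, minimum length 25), aligned them with HISAT2 2.1.0 to the FlyBase annotation of dm6, and counted them per gene with featureCounts 1.6.4 using strand. The authors deposited these raw counts per gene without normalization, together with gene positions and lengths. For their own comparisons the authors used DESeq2 1.22.1 in R 3.5.1. The table holds 17771 genes, of which 17651 have a symbol in the gene name table used here.

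Libraries were assigned by their labels only. The labels list 11 libraries, and 9 were used: 4 mock, 2 *M1BP* knockdown, 1 *Cp190* knockdown and 2 *mod(mdg4)* knockdown. Of the table's columns, 2 were not used, because both carry the label of *Cp190* knockdown replicate 2 with different values while no column carries that of *M1BP* knockdown replicate 1. With 1 library, *Cp190* knockdown got no test, and the planned counts of genes changed in it, the counts shared with it and the contrast of *M1BP* against *Cp190* knockdown were not run. The *Cp190* gene is higher in the library labelled *Cp190* knockdown, so that library is named by its label throughout. Total counts were between 7462623 and 29680851 per library. The mock libraries were deeper than every knockdown library. A count of 3 was taken as the floor. Intervals and floors cover counting error only.

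Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, the default expression filter, quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), comparing each knockdown with all 4 mock libraries and without a block. Standard errors were computed as the log2 fold change divided by the square root of the F statistic. For the library labelled *Cp190* knockdown, genes were compared by their log2 ratio and by whether they lay outside the mock range. Gene lists were set against 10000 random lists matched in 20 bins of mean expression. Correlations are Pearson's across genes. Motif 1 matches within 1000 bp of a transcription start were taken from the paper's supplementary table, of which the 1999 strongest matches were used and 4309 further matches were not used here. All 1999 lie in windows centred on a gene start of the count table, which gives the dm6 coordinates.

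The replicate numbers come from the labels. The paper normalized the count tables of independent experiments separately, and the mock libraries fell into pairs. The main comparisons pool all 4 mock libraries without a term for these pairs. Against mock replicates 1 and 2 or 3 and 4 alone, 505 or 553 genes were lower after *M1BP* knockdown. After *mod(mdg4)* knockdown, 0 genes were called against either pair. The paper's text does not say which mock library belongs to which knockdown, so the fit with the replicate number as a block is an alternative. It used replicates 2 and 3 for *M1BP* and 1 and 2 for *mod(mdg4)* knockdown. The other alternatives were DESeq2 1.42.0, DESeq2's size factors, upper-quartile scaling, library size only, no filter, at least 10 counts in every library, all libraries in one model, mock libraries with the same numbers, an adjusted p below 0.01, a log2 fold change of at least 1, and each library left out in turn. They were set before the data were examined, except the crossed block and the comparisons with each pair of mock libraries. The DESeq2 alternative was run without the expression filter, so it differs from the main comparison in both the test and the filter.

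Genes were named by a rule set before the data were examined: the targeted genes, the genes the paper names or colours for nascent RNA, the 3 largest increases and decreases after *M1BP* knockdown among genes past the threshold with a mean of at least 100 normalized counts and every *M1BP* and *Cp190* knockdown library outside the mock range on the same side, and the largest increase and decrease after *mod(mdg4)* knockdown by the same rule. The rule also lists *mod(mdg4)* itself, which was not analysed here, so the *mod(mdg4)* knockdown libraries were not checked against their target. The part of the rule that asked for an adjusted p in *Cp190* knockdown could not be applied. On simulated counts with 200 changed genes, 191 of them among the 9363 genes tested, the *M1BP* comparison recovered 80.4% of 4-fold and 52.5% of 2-fold changes. It made 135 calls, 9 of them on unchanged genes, with 0 wrong signs. With no gene changed, it called 0 of 9335. The *mod(mdg4)* comparison recovered 71.4% of 4-fold and 40.2% of 2-fold changes. It made 120 calls among 9111 genes tested, 11 of them on unchanged genes. The simulated libraries varied independently, without the pairs seen among the mock libraries. The simulation therefore cannot show what those pairs do to the calls. GC content was not analysed here.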

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

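The tests of neighbouring genes were chosen after the results were seen.

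*AkhR* was higher in both *M1BP* knockdown libraries, with a log2 fold change of 13.61, in a gene the paper does not discuss. The 4 mock libraries were at or under 3 counts, so the change is at least 6263-fold. Depth does not account for it, because the mock libraries are the deeper ones. A change across the neighbourhood is not seen, since the 4 genes within 15 kb had a median log2 fold change of -0.53 (range -6.10 to -0.076). The library labelled *Cp190* knockdown had 11 counts and the *mod(mdg4)* knockdown libraries 6 and 5. A mixed or contaminating RNA was not tested, so no biological explanation is put forward. *AdamTS-B*, also not discussed in the paper, was higher in both *M1BP* knockdown libraries by 4.77 on the log2 scale, and lay above every mock library by less in the library labelled *Cp190* knockdown (log2 ratio 0.34). *Ste12DOR* was higher by 6.10, from 0 to 17 counts in mock libraries to 330 and 138, and reached 412 counts in the library labelled *Cp190* knockdown. It belongs to a multicopy family, and reads shared with its copies were not tested.

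*7SLRNA:CR42652*, a 7SL RNA gene the paper does not discuss, was higher after *mod(mdg4)* knockdown by 4.43 on the log2 scale, with 34.0 and 203.4 CPM in the 2 libraries against 4.83 to 6.61 CPM in mock libraries. It was also higher after *M1BP* knockdown (3.96) and in the library labelled *Cp190* knockdown (1.32). The other 7SL RNA gene, *7SLRNA:CR32864*, had 1.59 after *mod(mdg4)* knockdown, 1.21 after *M1BP* knockdown and 1.57 in the library labelled *Cp190* knockdown. Carry-over of abundant noncoding RNA was tested before its result was known. The other small nuclear, small nucleolar, ribosomal and 7SL RNA genes had a median log2 fold change of 1.60 after *M1BP* knockdown, with 3 ribosomal RNA genes at -0.33. Transfer RNA genes, not part of that test, had medians of 0.067 (9 genes) after *M1BP* knockdown, -0.55 (17 genes) in the library labelled *Cp190* knockdown and 2.95 (17 genes) after *mod(mdg4)* knockdown, so not every abundant class rose in each knockdown. After *mod(mdg4)* knockdown the medians were 2.34 for 8 small nuclear, 2.83 for 9 small nucleolar and 0.57 for 3 ribosomal RNA genes. Carry-over of some of these classes remains a candidate explanation for the rise of the 7SL RNA gene. No biological explanation was tested.

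For *yrt*, 1 mock library stood apart from the other 3, with 188 CPM against 161 to 164 CPM, a gap of 0.900 of the range. Of 45 values tested for such a gap, 1 was beyond the limit, where about 1 in 20 is given by chance. Without that library (mock replicate 3), the log2 fold change of *yrt* after *M1BP* knockdown was -0.56. No biological explanation was tested.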

How the results depend on the processing

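The gene counts and correlations at the claims, the Motif 1 odds ratio and the named genes were recomputed under the alternatives that were run for each. The Motif 1 odds ratio had 4, the crossed block was run for the *M1BP* knockdown counts and genes only, and the correlation of *M1BP* knockdown with the library labelled *Cp190* knockdown had no block or same-numbered alternative. The crossed block and the comparisons with mock replicates 1 and 2 only or 3 and 4 only were chosen after the data were seen. Alternatives for the counts of *Cp190* knockdown, for counts shared with it and for the contrast of *M1BP* against *Cp190* knockdown were not run, and all libraries in one model means 9 libraries.

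The 1574 genes higher and 1097 lower after *M1BP* knockdown became 954 higher with all libraries in one model, 622 and 173 with mock libraries of the same numbers, 780 and 322 at an adjusted p below 0.01, 750 and 505 with mock replicates 1 and 2 only, and 796 and 553 with mock replicates 3 and 4 only. A log2 fold change of at least 1 left 373 lower. Without 1 mock replicate at a time they ranged from 1085 to 1351 higher and from 582 to 929 lower. With the replicate number as a block they were 466 and 100, and 835 and 560 with the block crossed, where same-numbered deviations had a correlation of -0.217.

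The 29 genes higher and 37 lower after *mod(mdg4)* knockdown became 325 and 493 with DESeq2, 51 higher with library size only, 18 higher with all libraries in one model, and 12 and 21 at a log2 fold change of at least 1. At an adjusted p below 0.01 they were 0 and 2 (890 higher at an unadjusted p below 0.05). With mock replicates 1 and 2 only, which are also those of the same numbers, they were 0 and 0 (619 and 722 unadjusted), and with mock replicates 3 and 4 only 0 and 0 (567 and 637 unadjusted). Without 1 mock replicate at a time there were from 0 to 0 higher (604 to 690 unadjusted) and from 0 to 2 lower (741 to 858 unadjusted). With the replicate number as a block they were 61 and 80, where same-numbered deviations had a correlation of -0.0999.

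The 10 genes higher and 3 lower after both *M1BP* and *mod(mdg4)* knockdown became 76 and 76 with DESeq2, 3 higher at a log2 fold change of at least 1, 0 and 1 at an adjusted p below 0.01, and 0 and 0 with mock libraries of the same numbers, with mock replicates 1 and 2 only and with mock replicates 3 and 4 only. Without 1 mock replicate at a time they were from 0 to 0 higher and from 0 to 1 lower.

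The correlation of *M1BP* knockdown with the library labelled *Cp190* knockdown, 0.394, became 0.342 with DESeq2 and 0.446 with its shrunken fold changes, both without a filter. It was 0.262 with edgeR without a filter, 0.741 at 10 counts in every library and 0.199 with all libraries in one model. With mock replicates 1 and 2 only it was 0.442, and with mock replicates 3 and 4 only 0.438. It was 0.639 for genes past the threshold, 0.507 for genes with a mean of at least 100 counts and 0.475 as Spearman's. Without 1 library at a time it ranged from 0.384 to 0.420. The correlation of *M1BP* with *mod(mdg4)* knockdown, 0.0460, became 0.124 with DESeq2 and 0.155 with mock replicates 3 and 4 only, and changed sign with all libraries in one model (-0.102), mock libraries of the same numbers (-0.00100), the replicate block (-0.0219, where same-numbered deviations correlated at -0.217 and -0.0999) and genes with a mean of at least 100 counts (-0.0394). Without 1 library at a time it ranged from -0.116 to 0.108, with the opposite sign without *mod(mdg4)* replicate 1 (-0.0195) and 2 (-0.116). The correlation of the library labelled *Cp190* knockdown with *mod(mdg4)* knockdown, 0.102, became 0.589 for genes past the threshold, and changed sign with all libraries in one model (-0.0345) and genes with a mean of at least 100 counts (-0.0192). Without 1 library at a time it ranged from 0.0847 to 0.193. The Motif 1 odds ratio, 1.16, became 1.56 without a filter.

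Among named genes, log2 fold changes changed sign only for genes not past the threshold after *M1BP* knockdown. *Cp190* (0.0069) fell to -0.084 with library size only, -0.039 without a filter, -0.020 with all libraries in one model, -0.042 with mock libraries of the same numbers, -0.16 with mock replicates 3 and 4 only, and ranged from -0.15 to 0.098 leave-one-out; with the block it was -0.040 and with the block crossed -0.040, beside the correlation of -0.217. *Pal1* (-0.040) became 0.049 with upper-quartile scaling, 0.023 at 10 counts in every library, 0.42 with mock replicates 3 and 4 only, and ranged from -0.61 to 0.32 leave-one-out. *RpLP1* (-0.033) became 0.049 with upper-quartile scaling, 0.031 at 10 counts in every library, 0.14 with mock replicates 3 and 4 only, and ranged from -0.17 to 0.041 leave-one-out. With mock replicates 3 and 4 only, *Eip63F-1* was -0.26, *Adam* -0.088, *BEAF-32* -0.024 and *Trf2* -0.17; *su(Hw)* was 0.0039 with mock replicates 1 and 2 only, and *BEAF-32* -0.031 with library size only. Leave-one-out values that crossed 0 ranged from -0.30 to 0.45 for *Pcd*, from -0.55 to 0.11 for *Mef2*, from -0.0035 to 0.31 for *Trf2* and from -0.13 to 0.55 for *Pka-R2*. The other values for named genes after *M1BP* knockdown were 590 unchanged in reading, 75 weaker, 10 stronger and 9 moved; after *mod(mdg4)* knockdown 31 were unchanged, 19 weaker and 1 moved; and in the library labelled *Cp190* knockdown 238 were unchanged and 46 moved.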

Differences from the paper's values

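The number of genes downregulated after *M1BP* knockdown was 1097, against the paper's 607. Of the alternatives set before the data were examined, upper-quartile scaling (843), at least 10 counts in every library (784), all libraries in one model (769) and leaving out mock replicate 1 (802), 2 (717) or 4 (582) came within 1.5 times of the paper's value. DESeq2 (1275), DESeq2's size factors (1023), library size only (1430), no filter (1186), mock libraries with the same numbers (173), the replicate block (100), an adjusted p below 0.01 (322), a log2 fold change of at least 1 (373) and leaving out mock replicate 3 (929) did not. Of the alternatives chosen after the values were seen, the crossed block gave 560, mock replicates 1 and 2 gave 505 and mock replicates 3 and 4 gave 553, all within 1.5 times of the paper's value.

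The correlation of log2 fold changes between *M1BP* knockdown and the library labelled *Cp190* knockdown was 0.394, against the paper's 0.69. None of the alternatives set before the data were examined came within the spread between libraries (SD 0.0251). That spread comes from 2 values, 1 per *M1BP* knockdown library, which share the library labelled *Cp190* knockdown and all mock libraries. It leaves out variation between *Cp190* knockdown or mock libraries, so it cannot judge the gap. The spreads below also share the mock libraries. Fewer *M1BP* and *Cp190* knockdown libraries were used here than the labels list. Genes with at least 10 counts in every library gave 0.741, above the paper's value, and genes past an adjusted p of 0.05 in the *M1BP* comparison gave 0.639. Between *M1BP* and *mod(mdg4)* knockdown the correlation was 0.0460, against the paper's 0.24, and no alternative came within the spread (SD 0.0654), although the highest value from 1 library of each, 0.195, did. Between the library labelled *Cp190* knockdown and *mod(mdg4)* knockdown it was 0.102, against the paper's 0.29. No alternative came within the spread (SD 0.0769), and genes past an adjusted p of 0.05 in the *mod(mdg4)* comparison gave 0.589, above the paper's value.

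Genes changed after both *M1BP* and *mod(mdg4)* knockdown numbered 10 upregulated and 3 downregulated, against the paper's about 17 and about 11 in Fig. 4f, read by eye. Without a filter, 13 were upregulated in both, within 1.5 times of the figure. The other alternatives set before the data were examined were not, and DESeq2 gave 76 in each direction, above both.

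The paper reports by western blot that *Cp190* knockdown reduced CP190 protein, and its text gives no value for *Cp190* RNA. The counts of *Cp190* RNA were 10.8 times higher in the library labelled *Cp190* knockdown than in mock libraries. Protein and RNA are different measures, so this is not a difference from a value in the paper. Supplementary Fig. 9a colours *CG10863* as higher in *M1BP* knockdown, whereas its log2 fold change here was -0.57 and stayed below 0 under every alternative. The paper marks *Rint1*, *kay* and *CG14982* as changed in *M1BP* knockdown. All 3 moved in the paper's direction with adjusted p-values of 0.0573, 0.0589 and 0.0725 from edgeR. *Rint1* passed 0.05 with DESeq2 (0.0304), without a filter (0.0360) and without mock replicate 3 (0.0359). *kay* passed with DESeq2 (0.00581), upper-quartile scaling (0.0328) and at least 10 counts in every library (0.0413), and *CG14982* with DESeq2 (0.0480).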

Other observations

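All of these patterns were noticed in the data before they were tested, the tests on *Cp190* counts, on *su(Hw)*, on library size between mock libraries, on the calls against each mock pair and on the medians of ribosomal protein genes without subtraction were chosen after the results were seen, and the tests on long genes were chosen after the length groups had been seen.

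The shared direction of change between *M1BP* knockdown and the library labelled *Cp190* knockdown was tested against 3 technical explanations. With disjoint mock libraries the correlation was 0.410, with every library thinned to the depth of the shallowest it was 0.505 (mean of 5 draws), and within 5 equal groups of genes by length it was 0.243 at the lowest and 0.609 in the longest group. None fell under 0.5 times 0.394. The *Cp190* gene is higher in that library, against its label. A swap with an *M1BP* knockdown library is not seen, since *AkhR* had 11 counts there against 10999 and 6671.

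*Cp190* counts were higher in the library labelled *Cp190* knockdown. Its rank by log2 ratio was 3 among the 2038 genes with at least 100 CPM in mock libraries, which lies between the outcomes written down for the test (no higher than other genes, or first), and it was read as undecided only after the rank was seen. A swap with another analysed library goes against the values, since *Cp190* had from 332.5 to 462.3 CPM in each of those. Other errors of labelling were not tested. All 21 genes compared that the paper marks for *Cp190* knockdown moved in the paper's direction in this library. The paper made those calls on the same data, so they cannot decide whether the label is right. The 9 genes within 10 kb of *Cp190* had a median log2 ratio of -0.14, so a change across the neighbourhood is not seen. Reads from the introduced dsRNA may contribute. *M1BP* fell by 0.86 on the log2 scale in its own knockdown, which does not rule this out for *Cp190*, and read positions are needed to decide it.

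The excess of upregulated genes after *M1BP* knockdown stayed after thinning to equal depth (62.0% of called genes higher, mean of 5 draws) and was absent with library size only, where 49.5% of called genes were higher, against 58.9% with TMM, 61.3% with DESeq2's size factors and 67.4% with upper-quartile scaling. Library size only shifts all genes alike, with a median of all genes of -0.13 against -0.030 with TMM. Among called genes changed at least 2-fold, with TMM, 77.3% were higher. Of the genes called higher against mock replicates 1 and 2, 72.9% were also called higher against replicates 3 and 4, and of those called lower, 50.9% were also called lower. The mock pairs did not follow library size, since totals differed by 13.7% within pairs and by 8.69% between pairs, as a percent of the mean total.

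Genes higher after *M1BP* knockdown were long. Their median length was 7625 bp, against 2727 bp for lower genes and 2855 bp for all tested genes. The longest 20% of genes were higher than the others by 0.60 (difference of median log2 fold changes) after *M1BP* knockdown, at 0.41 and 0.58 in the single libraries, and by 0.56 in the library labelled *Cp190* knockdown. A length bias common to all knockdown libraries would also appear after *mod(mdg4)* knockdown, where the difference was 0.014. A bias that varies between libraries gave at most 0.13 for a mock library against the other 3. GC content was not tested, so no biological explanation is put forward.

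Of the 1097 genes lower after *M1BP* knockdown, 181 (16.5%) had 1 of the 1999 strongest Motif 1 matches within 1000 bp of their start. The share was 14.6% of the other tested genes. The odds ratio was 1.16 (95% confidence interval 0.972 to 1.38, Fisher's exact test, two-sided, p = 0.0942). Matched on expression, the odds ratio was 0.956. Genes with a match only among the 4309 others counted as lacking Motif 1. These tests therefore cover the strongest matches and cannot decide the question for Motif 1 as a whole. The strongest matches were depleted among genes higher after *M1BP* knockdown. The odds ratio was 0.373 (95% confidence interval 0.301 to 0.458, Fisher's exact test, two-sided, p = 6.62e-26) and 0.505 matched on expression. Loss of activation by M1BP at its motif predicted enrichment among lower genes, which did not pass 0.05 with these 1999 matches, and no enrichment among higher genes, which was seen. This test had first been scored on the higher genes alone, and it was set to undecided after both values were seen, because the written outcome asks for both. The 1406 tested genes with 1 of the strongest matches had a median log2 fold change of -0.12 after *M1BP* knockdown. This was at percentile 3.85 of 10000 expression-matched random lists. The percentiles were 6.42 in the library labelled *Cp190* knockdown and 9.45 after *mod(mdg4)* knockdown. Without the expression filter, which adds unexpressed genes to the comparison, the odds ratio for lower genes was 1.56 and passed 0.05 (Fisher's exact test, two-sided, p = 2.82e-07). The odds ratios after *mod(mdg4)* knockdown, 0.669 for 37 lower genes and 0.637 for 29 higher genes, had confidence intervals that span 1.

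Cytosolic ribosomal protein genes were higher after *M1BP* knockdown (79 of 86 above 0, median 0.38, 19 called higher and 1 lower) and in the library labelled *Cp190* knockdown (83 of 86, median 0.57), and lower after *mod(mdg4)* knockdown (8 of 85 above 0, median -0.63, 10 called lower). These directions held under TMM, DESeq2's size factors, upper-quartile scaling and library size only. Across these scalings the median of all genes ranged from -0.12 to 0.074 in the library labelled *Cp190* knockdown and from -0.0065 to 0.12 after *mod(mdg4)* knockdown. The lowest median over the scalings after *M1BP* knockdown was 0.28. Relative to the median of all genes the lowest was 0.41, which decides nothing, because the subtraction cancels any scaling. Among random lists matched on length and expression, the *M1BP* knockdown median was at percentile 100 (75 of the 86 genes could be matched). Carry-over of mature RNA was not tested and needs read positions. *RpL30*, whose promoter the paper places in a reporter, had a log2 fold change of 1.10 after *M1BP* knockdown (adjusted p = 0.000620, edgeR, higher in both libraries), and *RpLP1* one of -0.033 (adjusted p = 0.903, edgeR).

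*su(Hw)* was higher in both *mod(mdg4)* knockdown libraries, with 173 CPM against 78.6 CPM in mock libraries, a log2 fold change of 1.16 (adjusted p = 0.0225, edgeR; between 5.15e-11 and 0.244 over the alternatives, past the threshold under 8 of 15). It was also higher in the library labelled *Cp190* knockdown (183 CPM), and had a log2 fold change of -0.14 after *M1BP* knockdown. Whether these changes differ from each other was not tested. The 5 genes within 10 kb had a median log2 fold change of -0.32 after *mod(mdg4)* knockdown, so a change across the neighbourhood is not seen.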
